# *Inhba, Homer1* and *Bdnf* are major targets of transcriptomic dysregulation by neurodegenerative disease-associated excitotoxic NMDA receptor signaling

**DOI:** 10.1038/s42003-025-09074-9

**Published:** 2025-12-03

**Authors:** Kristin Oberländer, Priit Pruunsild, Philipp Koch, Jing Yan, Karol Szafranski, Hilmar Bading

**Keywords:** Molecular neuroscience, Diseases of the nervous system

## Abstract

Synaptic activity-regulated gene expression supports neuroprotection, plasticity, and memory. The transcription factor CREB is central to these processes. It is activated by synaptic NMDA receptors but inactivated by excitotoxic extrasynaptic NMDAR (esNMDAR) signaling. Using primary hippocampal neurons, we modeled neurodegeneration and found that esNMDAR activation, which causes CREB shut-off and inactivation of the ERK/MAPK-ELK1/SRF pathway, extensively distorted control of synaptic activity over transcription. This resulted in the suppression of key neuroprotective genes, in particular *Inhba and Bdnf*, but also of genes involved in synaptic function (*Homer1*, *Btg2*, *Mir132*, *Mir212*) and transcription factor genes (*Atf3*, *Egr1*, *Fos*, *Npas4*). In a Huntington’s disease (HD) mouse model, treatment with memantine or targeting the NMDAR/TRPM4 complex with FP802 restored gene expression, notably *Inhba*, *Homer1* and *Bdnf*, and attenuated the decrease of the HD disease marker *Ppp1r1b* (DARPP-32). These findings identify esNMDAR-driven transcriptional dysregulation as a key pathomechanism in neurodegenerative disease, supporting inhibition of esNMDAR-signaling as a promising therapeutic approach.

## Abstract (web summary)

Activation of extrasynaptic NMDA receptors (esNMDAR) suppresses key neuroprotective and synaptic functionrelated genes. Targeting esNMDAR signaling in a Huntington´s disease mouse model can partially restore this transcriptional dysregulation.

## Introduction

Synaptic N-methyl-D-aspartate (NMDA) receptor (sNMDAR) signaling evokes a genomic transcriptional response that promotes neuroprotection and plasticity^1–4^. If NMDARs are stimulated extrasynaptically, however, they can override the positive effects of synaptic activity and impair neuronal health^5^. Specifically, extrasynaptic NMDAR (esNMDAR) activation causes transcriptional dysregulation, mitochondrial damage, and structural disintegration that constitute common pathomechanisms of excitotoxicity in various neurodegenerative conditions^6–8^.

A key mechanism that can at least in part explain the disruptive gene regulatory changes upon pathologically elevated esNMDAR signaling has been termed “CREB shut-off,” which refers to the inactivation by dephosphorylation of the transcription factor cAMP response element binding protein (CREB)^5,9^. CREB is critical for neuronal activity-responsive gene expression in neurons^3,10,11^ and controls memory formation^12,13^, neuron survival^14^, and activity-dependent acquired neuroprotection^1,2^, denoting the processes that can be directly affected by transcriptional dysregulation due to CREB shut-off. The target genes of both neuroprotective sNMDAR signaling and CREB largely overlap and have been comprehensively studied^1,2,11,15^. However, the transcriptional alterations caused by interference of esNMDAR signaling with synaptic signaling are poorly understood, as the only notable, but potentially functionally important, example of the CREB shut-off mechanism is the suppression of induction of the neurotrophin-encoding *Bdnf* gene^5^.

Toxic esNMDAR signaling has been implicated in the etiologies of different neurodegenerative diseases, including Huntington’s disease (HD)^16,17^, Alzheimer’s disease (AD)^18–20^, and amyotrophic lateral sclerosis (ALS)^21–23^. In these, but also in other neuropathological conditions where there is damage to nervous tissue, glutamate uptake is often impaired, causing spillover of synaptic glutamate to the extrasynaptic space and resulting in esNMDAR stimulation in the presence of synaptic signals^7,24^. In HD, the excitotoxic component is further enhanced by increased expression of NMDARs at extrasynaptic sites^17,25^. We hypothesized that, similarly to *Bdnf* suppression, the regulation of numerous other synaptic activity-responsive genes is likely to be affected by disease-associated esNMDAR activation. We therefore sought in this study to resolve the transcriptomic changes in conditions that mimic the typical neurodegenerative states where excitotoxic esNMDAR signaling perturbs responses evoked by synaptic activity. We employed a protocol using mouse primary hippocampal neurons that allowed us to identify the pool of activity-driven genes that is subject to dysregulation by toxic signaling induced by the stimulation of esNMDARs. Moreover, we provide evidence that the transcriptional dysregulation that results—at least in part—from esNMDAR activity in HD model mice can be rescued with the NMDAR open-channel blocker, memantine^26^, or the small molecule TwinF interface inhibitor, FP802, that abolishes excitotoxic signaling by disruption of the interaction between esNMDARs and transient receptor potential cation channel subfamily M member 4 (TRPM4) channels^8,23,27,28^.

## Results

### Rationale and study design

The effects of esNMDAR activation during synaptic signaling generally have two components—(i) a passive component, i.e., due to inhibition of neuronal activity, and (ii) an active component, i.e., due to initiation of toxic signaling. In order to distinguish these two components at the level of transcriptional responses, we sought to establish a cell culture assay using mouse hippocampal primary neurons. We reasoned that induction of synchronized recurrent excitatory synaptic activity with the γ-aminobutyric acid (GABA) type A receptor antagonist bicuculline (Bic), which triggers activity-responsive gene expression^29^, followed by an intervention with either the sodium channel blocker tetrodotoxin (TTX), or by TTX in combination with bath application of NMDA (Fig. 1A), would provide robust selective read-outs for the passive and the active components of excitotoxic NMDAR stimulation effects on activity-dependent transcription, respectively (Fig. 1B). The intervention with TTX blocks action potential (AP) firing and thus models the termination of neuronal activity and sNMDAR activation^30^. The additional stimulation with bath-applied NMDA models the effect of toxic NMDAR signaling^30^ that is mediated by esNMDARs^5^. Accordingly, this study aims to firstly deduce the passive component of gene expression dysregulation associated with excitotoxic signaling by determining the difference between unaltered and TTX-interrupted AP firing-induced mRNA levels. Secondly, the active component will be identified by measuring the difference in transcript levels obtained when AP firing is interrupted by TTX alone from those obtained when AP firing is interrupted by TTX in the presence of bath-applied NMDA (Fig. 1B).

**Fig. 1:**
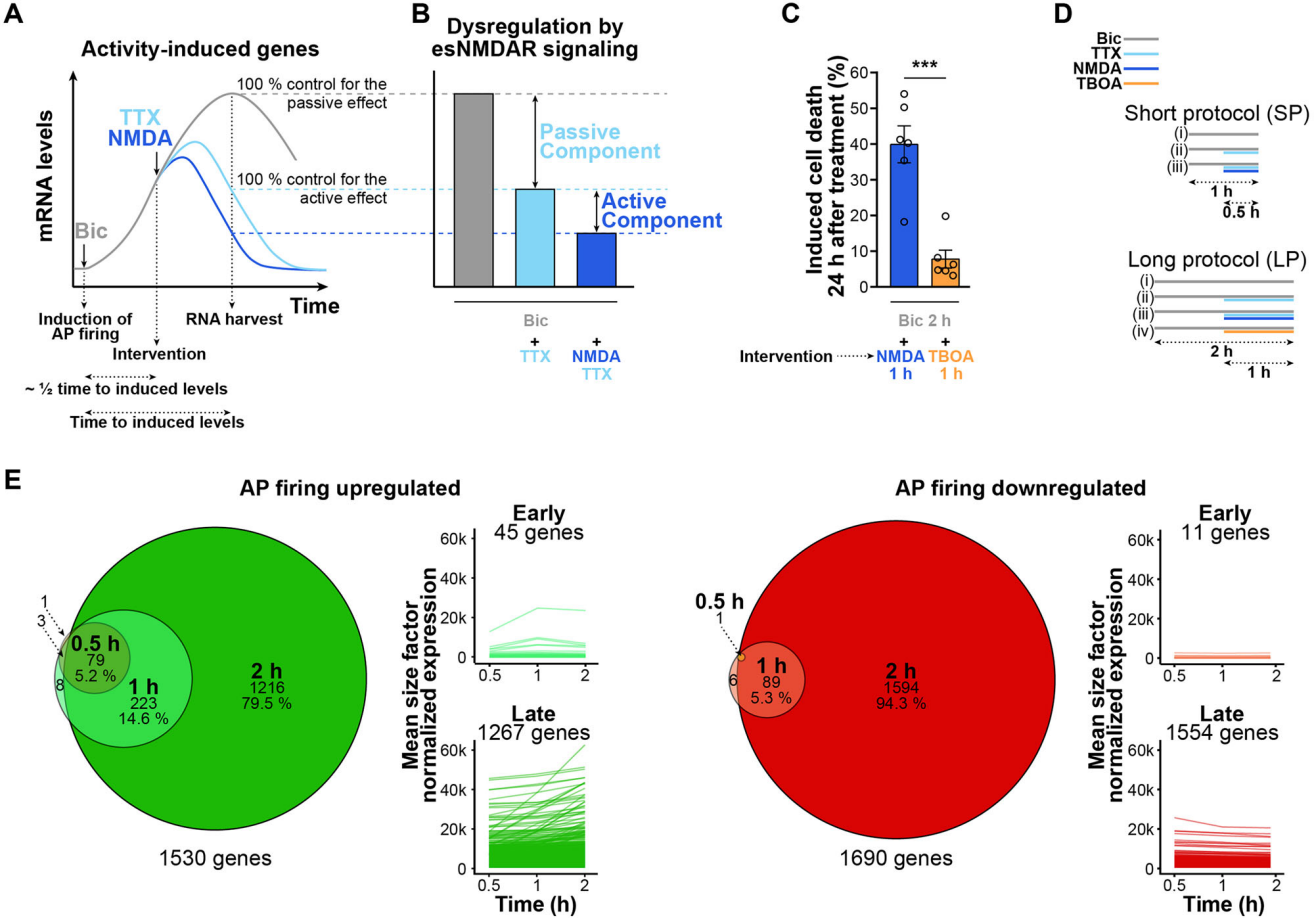
Principle for detecting dysregulated synaptic activity-induced gene expression by excitotoxic signaling in mouse hippocampal primary neurons. **A** Schematic of the theoretical expression levels over time of a typical activity-induced gene after initiation of strong excitatory synaptic activity in primary neuron cultures by bicuculline (Bic), which induces action potential (AP) firing, followed (or not) by interventions with tetrodotoxin (TTX) that blocks AP firing, and with high concentration (30 μM) of bath-applied N-methyl-D-aspartate (NMDA) that both silences APs (i.e., due to causing sustained membrane depolarization) and evokes excitotoxic signaling^30^. For capturing effects on synaptic activity-driven gene induction, we aimed to apply interventions before peak levels of expression, as indicated below the schematic. **B** Predicted relative activity-induced gene mRNA levels at the point of RNA harvest upon application of the excitotoxic interference protocol shown in (**A**). The difference in mRNA levels between Bic and Bic + TTX samples measures a passive component of transcriptional dysregulation, and the difference between Bic + TTX and Bic + TTX/NMDA samples measures an active component of excitotoxity-mediated transcriptional dysregulation. **C** Cell death evaluated by pyknotic nuclear Hoechst staining in mouse primary neuron cultures 24 h after induction of AP firing with Bic (50 µM), followed by an intervention with NMDA (30 µM) or DL-threo-β-benzyloxyaspartic acid (TBOA, 50 µM). *n* = 6 experiments on separate preparations. **D** Two AP firing interference protocols were devised for this study: a short protocol (SP), i.e., 1 h AP firing with a 0.5 h intervention; and a long protocol (LP), i.e., 2 h AP firing with a 1 h intervention. RNA samples for the indicated treatments (i), (ii), (iii), and (iv) (if applicable), and an untreated control RNA sample were collected (see “Materials and methods” for details). **E** Venn diagrams and line graphs show counts and counts with expression level trajectories, respectively, of synaptic activity-regulated genes. Differential gene expression analysis was performed using RNA-seq data obtained from primary neuron cultures that were either left untreated or were treated with Bic (50 µM) for 0.5, 1, or 2 h. Only genes displaying significantly up- or downregulated expression levels in Bic-treated samples compared to untreated samples are plotted. Responsive genes were categorized as being upregulated at “early” or “late” time points (significantly increased mRNA level maximum at 1 h or 2 h of AP firing, respectively), and as being downregulated at “early” or “late” time points (significantly decreased mRNA level minimum at 1 h or 2 h of AP firing, respectively). *n* = 5 experiments on separate preparations. **C** Mean ± SEM; ***p < 0.001; two-tailed *t*-test. **E** Differentially expressed genes cutoff FDR < 0.05; DESeq2 with Wald test and Benjamini–Hochberg correction.

Bath application of NMDA to primary hippocampal neuron cultures is a pervasive and markedly severe analog of excitotoxic conditions in vivo. In order to additionally model milder, confined neurotoxic glutamate signaling that would more closely resemble excitotoxicity in neurodegenerative disorders, we used the excitatory amino acid transporter inhibitor DL-threo-β-benzyloxyaspartic acid (TBOA). During synaptic activity, TBOA forces a glutamate spillover^31^ that can activate esNMDARs in proximity to excitatory synapses. Notably, TBOA is less acutely toxic than NMDA in primary neuronal cultures, causing an increase in neuronal death of less than 10% when added after the initiation of AP firing with Bic compared to the 40% increase that is observed when NMDA is added (Fig. 1C).

The planned assay for detecting the dysregulation of synaptic activity-driven gene induction by excitotoxic signals requires that interventions affecting AP firing take place during periods of high ongoing transcription. This ongoing transcription is most likely to fall within time windows that, for the specific gene of interest, precede the point at which maximal gene expression levels are detected. Since synaptic activity-regulated genes respond to neuronal activity with different transcriptional kinetics, we decided to use two experimental designs that would target the two major waves of gene induction typically detected upon stimulating excitatory activity^4,32^. Firstly, for capturing the effects on rapidly induced genes, including most immediate early genes with peak mRNA expression within an hour after onset of AP firing (e.g., *Arc*), we devised a short protocol (SP) wherein the intervention is applied for 0.5 h after 0.5 h of AP firing (Fig. 1D). Secondly, for genes with delayed kinetics, such as *Bdnf*, we devised a long protocol (LP), wherein the intervention is applied for 1 h after 1 h of AP firing (Fig. 1D).

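RNA was sequenced from mouse hippocampal primary neurons that were untreated (control) or treated with bicuculline (Bic, 50 µM), the antagonist of GABA type A receptors that induces AP firing, for 0.5, 1 or 2 h. Each of these 4 conditions had 5 libraries, 1 from each of 5 culture preparations with the replicate numbers 1, 3, 6, 7 and 8. The paper's RNA sequencing methods give day in vitro 11 for the treatments, and the sample labels give day 10 or 11. The authors prepared strand-specific libraries from poly-A RNA, sequenced them single-end with 75 cycles and aligned the reads with STAR (version 2.5.4b) to the mouse genome GRCm38 with the annotation of Ensembl release 94. They counted reads per gene with featureCounts (version 1.6.5) on the sense strand, without reads that mapped to several places or overlapped several genes, and deposited these raw counts without normalization. The counts on genes ranged from 11316580 to 50527649 per library in the controls (median 21039805), a 4.46-fold range. They ranged from 12338915 to 27638221 after 0.5 h Bic (median 16644936), from 17229802 to 44206367 after 1 h Bic (median 26689723) and from 18846520 to 42692080 after 2 h Bic (median 26239614). Differential expression between 2 conditions was tested on the libraries of those 2 conditions alone with edgeR's quasi-likelihood test and TMM normalization, over all genes with at least 1 read in any of them, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. Because every preparation contributed to every condition, each comparison was also fitted with the replicate number as a block. Over all genes with at least 1 read, this fit had infinite prior degrees of freedom, so that its p-values took no account of differences in variance between genes, and 21.5% of its calls on simulated counts were false, against 1.11% without the block. The block is therefore reported here over the genes that pass edgeR's filterByExpr (hereafter the paired fit), a setting chosen after the data were seen, in which 4.74% of the calls on simulated counts were false. The simulated dispersions came from a fit with the block, and their spread between genes from the paired fit. The share of 4.74% is therefore no independent check of the paired fit. Among the choices that could change the numbers of genes are the low-count filter, the block, the libraries that enter a fit and the choice between edgeR and the authors' DESeq2 test.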

We used RNA sequencing (RNA-seq) with samples of neurons treated for 0.5, 1, and 2 h with Bic to verify that these induction durations permit the analysis of manipulation-dependent expression differences for the majority of synaptic activity-responsive genes at the chosen time points (Fig. 1E). In total, we detected 1530 upregulated (FDR < 0.05) genes upon AP firing. 

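Of 30929 genes tested after 2 h Bic, 1311 had higher and 1478 had lower levels than in the control. After 1 h Bic, 297 genes were higher and 60 lower among 30765, and after 0.5 h Bic, 87 were higher and 0 lower among 30133, where 1104 genes had an unadjusted p-value under 0.05. In all, 1321 genes were upregulated at 1 or more of these time points. Upregulated genes in the paired fit numbered 80, 443 and 2195 after 0.5, 1 and 2 h, and 2225 at any of them. This fit called 2629 of the 2789 genes changed after 2 h. Libraries with the same replicate number deviated together from their condition means, with a mean correlation across 13601 expressed genes of 0.37 between the control and 0.5 h Bic, 0.51 between the control and 1 h Bic and 0.45 between the control and 2 h Bic. Among the alternatives, the replicate block over all genes with at least 1 read moved the number of upregulated genes most, to 2530.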

We filtered out those genes that were only very transiently upregulated (at the 0.5 h time point, but not at either 1 h or 2 h) and therefore not relevant for the planned assays. Genes that exhibited the highest transcript levels at 1 h were categorized as “early” upregulated genes and allocated to the SP analysis, while genes whose expression increased further between 1 and 2 h were categorized as “late” upregulated genes and allocated to the LP analysis (Fig. 1E). We estimate that almost 86% of the detected AP firing-induced genes (45 “early” and 1267 “late” upregulated, Supplementary Data 1) are covered by SP and LP assays for the detection of potential dysregulation by excitotoxicity. 

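Following Supplementary Table 1B, a gene was classed as “late” upregulated when it changed significantly after 2 h Bic and its mean normalized count rose from 0.5 to 1 h and did not fall from 1 to 2 h, and as “early” upregulated when it changed significantly after 1 h Bic and its mean was highest at 1 h. These rules gave 47 “early” and 1113 “late” upregulated genes, 1160 in all, and 1159 (87.7%) of the 1321 upregulated genes were in either class. Only 1 gene was upregulated after 0.5 h alone. The paired fit gave 83 “early” and 1748 “late” upregulated genes. Same-numbered libraries of 1 and 2 h Bic, whose means decide between the classes, deviated together with a mean correlation of 0.50. The paper allocates the “early” genes to the SP and the “late” genes to the LP by these peak times, and takes the share of upregulated genes in either class as the share that the assays cover.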

Of note, a similar number of genes was downregulated by AP firing as was upregulated (Fig. 1E, 11 “early” and 1554 “late” downregulated, Supplementary Data 1). Nevertheless, in this study, we focused on upregulated genes since activity-dependent gene induction is crucial for acquired neuroprotection and since overexpression of some of the induced genes has been shown to be sufficient for increasing neuronal resilience^2^.

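By the mirrored rules, 9 genes were “early” and 1339 “late” downregulated, and 1482 genes were downregulated at 1 or more time points. Of the genes changed after 2 h Bic, 47.0% were upregulated. By the paired fit, 22 genes were “early” and 2011 “late” downregulated, and 2294 were downregulated at 1 or more time points. The comparison of 1 with 0.5 h Bic, in which same-numbered libraries had a mean correlation of 0.42, was dominated by rising genes, with 192 up and 13 down (239 and 47 in the paired fit). In the comparison of 2 with 1 h Bic, 785 genes rose and 867 fell (1686 and 1921 in the paired fit).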

### Excitotoxicity signature of the synaptic activity-regulated transcriptome

To get a comprehensive overview of how excitotoxicity impacts synaptic activity-regulated gene expression, we performed an RNA-seq analysis of mouse hippocampal primary neuron samples collected with the SP and LP assay protocols (see Fig. 1D). 

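In the SP, neurons received Bic for 0.5 h and then, still in Bic, tetrodotoxin (TTX, 1 µM), which blocks AP firing, or TTX with NMDA (30 µM) for a further 0.5 h. In the LP, 1 h of Bic was followed by 1 h with TTX, with TTX and NMDA, or with TBOA (50 µM), which blocks glutamate uptake and lets glutamate spill over from synapses. Each of these 5 conditions had 1 library from each of the same 5 preparations, sequenced and counted in the same way as the Bic series, which made 45 libraries in 9 conditions. In the SP, the counts on genes ranged from 23060670 to 74009760 per library with TTX (median 33238242) and from 24411692 to 37251209 with TTX/NMDA (median 24831677). In the LP, they ranged from 23895011 to 64680212 with TTX (median 38220221), from 13467115 to 48077885 with TTX/NMDA (median 33539111) and from 11455443 to 81129276 with TBOA (median 33725693), a 7.08-fold range. The passive effect is the comparison of TTX with uninterrupted Bic of the same total duration (1 h for the SP, 2 h for the LP), the active effect that of TTX/NMDA with TTX, the total effect that of TTX/NMDA with Bic, and glutamate spillover that of TBOA with 2 h Bic. Over all 9 conditions, the deviations of same-numbered libraries from their condition means had a mean correlation of 0.43 across genes, against −0.11 for libraries of different preparations. The lowest correlation between log-scale counts of 2 libraries of 1 condition was 0.986, and no 2 libraries had identical counts.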

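The principal components were calculated from the rlog values, a log2-like transformation of the counts by DESeq2, of the 500 most variable genes over the 45 libraries. PC1 explained 51.1% and PC2 19.7% of the variance. The mean PC1 score was −10.9 ± 0.46 in the control, −5.74 ± 0.95 after 0.5 h Bic, 0.65 ± 1.07 after 1 h and 10.1 ± 1.23 after 2 h (SD, n = 5 preparations). Within each of the 5 preparations PC1 rose at every step, by 5.15 ± 1.2, 6.38 ± 1.5 and 9.43 ± 1.8 on average (exact two-sided sign-flip test, p = 0.0625 for each step, the smallest p that 5 preparations allow). The 0.5 h Bic library of preparation 1 lay at −7.38, apart from the other 4 between −5.66 and −5.00. With log2 CPM in place of rlog values, PC1 explained 31.6%, the largest move among the alternatives. With the preparation means removed first, as a replicate block, PC1 explained 63.1% and the 4 mean scores were −11.0, −5.96, 0.59 and 10.7. The correlations of same-numbered libraries in these steps averaged 0.37 from the control to 0.5 h, 0.42 from 0.5 to 1 h and 0.50 from 1 to 2 h.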

A principal component (PC) analysis of the transcriptomes showed that the duration of AP firing (Bic) correlates with PC1, which explains 51% of the expression variance in the experiment (Fig. 2A). 

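In the LP, TTX moved the libraries along PC1 by −4.10 ± 0.55 and along PC2 by −2.68 ± 0.67 relative to 2 h Bic of the same preparation (mean ± SD, n = 5). TTX/NMDA moved them by a further −3.62 ± 1.29 along PC1 and by 12.5 ± 1.50 along PC2 relative to TTX. In the SP, TTX moved the libraries along PC1 by −3.02 ± 1.51 relative to 1 h Bic, while the shift along PC2, −0.40 ± 1.47, had no common direction (exact two-sided sign-flip test, p = 0.625). TTX/NMDA then moved them by −5.03 ± 0.28 along PC1 and 3.09 ± 1.74 along PC2 relative to TTX. Each of the other 7 shifts had the same direction in 5 of 5 preparations and reached only the smallest p the test can give. Preparation 8 had a PC2 score of −4.78 in SP TTX, against −0.32 to 1.37 in the others. Same-numbered libraries deviated together in these comparisons, with mean correlations of 0.53 for the LP passive effect and 0.55 for the LP active effect. With the preparation means removed as a replicate block, the mean PC2 score was −1.49 for 2 h Bic, −5.81 for LP TTX and 8.34 for LP TTX/NMDA.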

AP firing blockade (Bic/TTX) shifted the expression patterns mostly along the PC1 axis, but when cells were challenged by the additional excitotoxic signal (Bic/TTX/NMDA) it shifted them also along PC2, demonstrating that the transcriptomes of those cells had changed distinctly. 

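Libraries treated with TBOA in the LP had a mean PC1 score of 7.34 ± 0.87 and a mean PC2 score of 0.69 ± 2.52 (SD, n = 5). Relative to 2 h Bic of the same preparation, TBOA moved them by −2.74 ± 1.01 along PC1 and by 2.66 ± 1.54 along PC2, while TTX/NMDA moved them by −7.72 ± 1.41 and 9.86 ± 1.96. Both TBOA shifts had the direction of the TTX/NMDA shift in 5 of 5 preparations. The TBOA shift of each preparation was projected on the mean shift from 2 h Bic to TTX/NMDA over the 5 preparations. It covered 30.2% ± 13.8 of the length of that mean shift (SD, n = 5), from 19.2% to 50.3%. Removing the preparation means as a replicate block left mean scores of 7.64 and 1.04 with TBOA, and same-numbered TBOA and 2 h Bic libraries had a mean correlation of 0.35.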

Glutamate spillover (Bic/TBOA) produced a small but clearly detectable shift of this sample cluster towards the Bic/TTX/NMDA group when compared to AP firing without interference, indicative of a similar but relatively weaker effect of the TBOA treatment (Fig. 2A). Data clustering by gene expression changes compared to untreated control confirmed that the excitotoxic intervention of AP firing caused divergent expression alterations to certain sets of genes. 

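For each condition, log2 ratios to the control were calculated from mean TMM-normalized counts with a pseudocount of 1, and 1388 genes had an SD above 0.5 across the 8 conditions. The number of such genes depended on the pseudocount more than on any other choice, with 4356 genes at a pseudocount of 0.5 and 283 at 10. Clustering these profiles by Euclidean distance with complete linkage first joined 1 h Bic with SP TTX (distance 20.7) and 2 h Bic with LP TBOA (20.9). LP TTX joined the latter pair at 28.4. SP TTX/NMDA was the last to join the conditions of up to 1 h (29.7), and LP TTX/NMDA the last to join all the others (56.0). These distances are between condition means and therefore carry no replicate error.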

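Across 13601 expressed genes (a mean CPM of at least 1), the median absolute log2 fold change of the passive effect was 0.06 in the SP and 0.12 in the LP. That of the active effect was 0.12 in the SP and 0.24 in the LP, and that of the total effect 0.12 and 0.23. A test of the difference between the protocols (interaction term in edgeR's quasi-likelihood test over the 20 libraries of the 4 groups) called 88 genes for the passive effect, 72.7% of them with a higher value in the LP, and 900 genes for the active effect, 28.1% of them higher in the LP. When each replicate was left out in turn, the share higher in the LP lay between 51.1% and 72.4% for the passive effect. With DESeq2, 181 genes were called for the passive effect, 83.4% of them higher in the LP. The paired fit called 323 and 4165 genes, with mean correlations of same-numbered libraries of 0.41 (SP) and 0.53 (LP) in the passive and of 0.41 (SP) and 0.55 (LP) in the active comparison. Over the heatmap genes, LP TTX/NMDA lay at a distance of 51.2 from LP TTX, and SP TTX/NMDA at 26.3 from SP TTX.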

While shorter treatments (SP) evidently caused less pronounced expression changes than longer treatments (LP), Bic/TTX/NMDA samples differed from the others in both cases (Fig. 2B). Decreasing as well as increasing effects on inductions were detectable upon excitotoxic interventions, especially with the LP (Fig. 2B).

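Over the genes used for clustering, TTX/NMDA raised 554 and lowered 176 by more than 1 on the log2 scale relative to 2 h Bic in the LP, and raised 165 and lowered 120 relative to 1 h Bic in the SP. Among all genes tested in the LP, 3768 were raised and 3593 lowered by TTX/NMDA compared to Bic, and 3807 were raised and 3861 lowered compared to TTX. TTX raised 969 and lowered 516, and TBOA raised 17 and lowered 174. In the SP, TTX/NMDA raised 280 and lowered 1071 compared to Bic, and raised 308 and lowered 1071 compared to TTX, and TTX raised 5 and lowered 80. The paired fit called more genes in most comparisons. It called 4927 up and 4100 down for the LP total effect, 5510 and 4674 for the LP active effect, 2450 and 2528 for the LP passive effect and 69 and 348 for spillover. For the SP it called 1804 and 2413 for the total, 931 and 1617 for the active and 5 and 71 for the passive effect. Of the 7361 genes called for the LP total effect, 6673 were also called by it, where same-numbered libraries had a mean correlation of 0.45.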

**Fig. 2:**
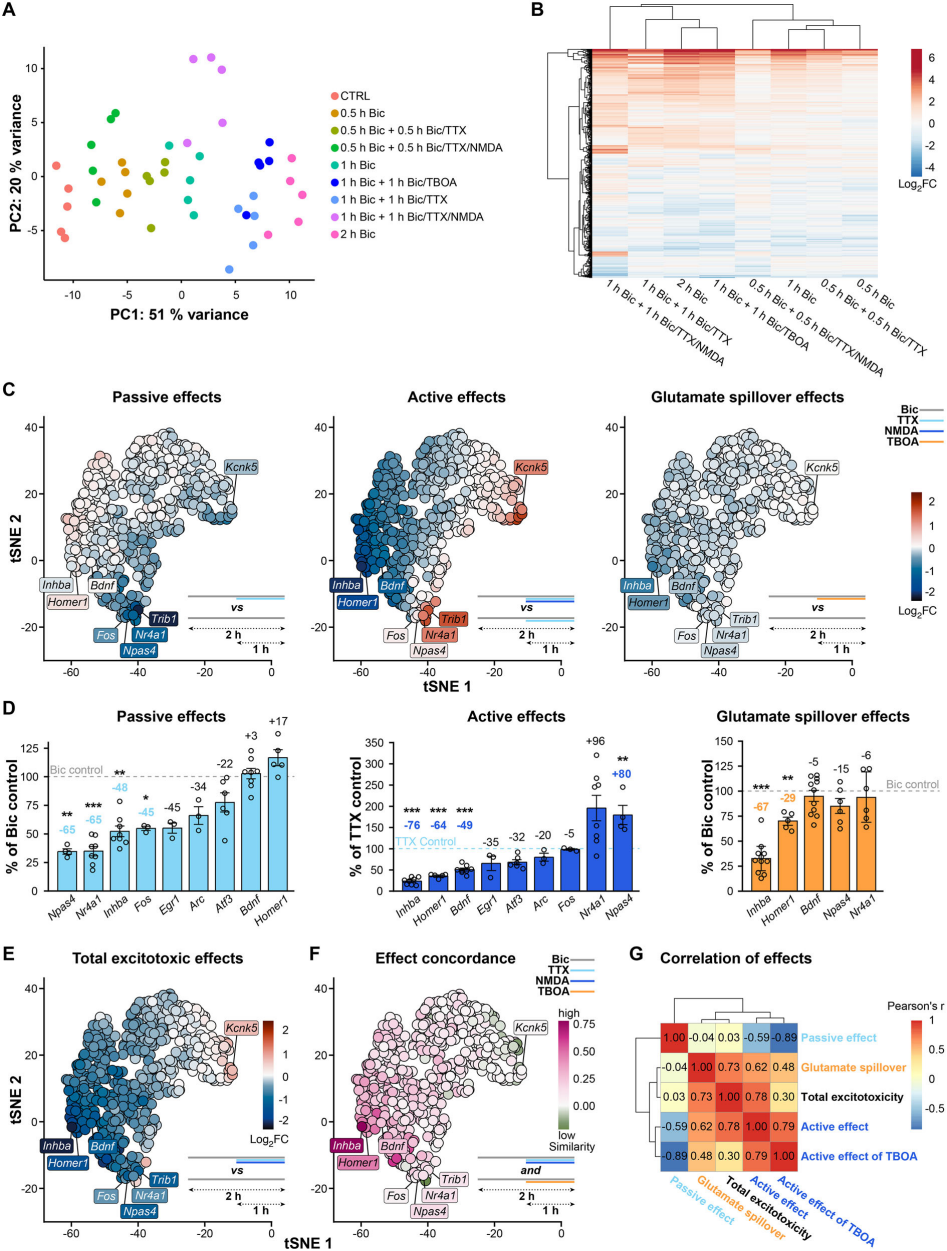
Dysregulation of transcriptomic responses to synaptic activity by excitotoxic esNMDAR signaling. Results of RNA-seq analysis of mouse hippocampal primary neurons treated according to protocols depicted in Fig. 1D. *n* = 5 experiments on separate preparations. **A** Principal component analysis of the expression profiles obtained for the indicated samples. **B** Heatmap of gene expression changes. Log_2_ fold change (FC) values relative to untreated controls, calculated with normalized read count means for each condition, were used to cluster genes and samples by Euclidean distance with complete linkage. 747 informative genes (rows) with log_2_FC standard deviation >0.5 across conditions were used. **C** t-SNE plots of “late” AP firing-upregulated genes embedding expression data of all the stimulation conditions applied. For discrete visualization of data points, only upregulated genes of the activity class “late.induced” are shown (569 genes, Supplementary Table 1B). Log_2_FC coloring is indicated in the legend together with the schematic representation of the applied treatments. **D** RT-qPCR-based quantifications and validations of the contribution of passive effects (by AP firing cessation with TTX) and active effects (via NMDAR stimulation) for esNMDAR signaling-evoked transcriptional dysregulation, and of the effect of glutamate spillover (by TBOA-mediated glutamate transporter block). Relative gene expression after SP or LP was measured, and the results for passive effects, active effects, and glutamate spillover are presented as the percentage of the mRNA levels in the indicated control condition. *n* = 3–10 experiments on separate preparations. *Bdnf*, *Bdnf* exon IV mRNA. **E**, **F** t-SNE plots as in (**C**). Log_2_FC coloring shows alterations in gene induction induced by Bic/NMDA/TTX as compared to Bic treatment (**E**). Gene-wise concordance of alterations in AP firing-induced gene expression evoked by Bic/TTX/NMDA as compared to Bic/TBOA (**F**). Log_2_FC values of the two conditions were used to calculate “similarity” that describes concordance in directionality and strength of changes (see “Materials and methods”). **G** Pearson correlation between gene induction alterations of “late” AP firing-upregulated genes. The following comparisons of induced gene expression levels obtained with the different conditions (LP, see Fig. 1C) were made: “Passive effect,” TTX vs control; “Glutamate spillover,” TBOA vs control; “Total excitotoxicity,” TTX/NMDA vs control; “Active effect,” TTX/NMDA vs TTX; “Active effect of TBOA,” TBOA vs TTX. t-SNE plots of the effects shown in (**C**) for AP firing “early” upregulated genes, as well as all downregulated genes, can be visualized with an online application (https://genome.leibniz-fli.de/shiny/shutoff/). **D** Mean ± SEM; significance levels were determined relative to the respective controls; *p < 0.05; **p < 0.01; ***p < 0.001; two-tailed one-sample *t*-tests with Bonferroni correction.

We zoomed in on the AP firing-upregulated genes in order to characterize transcriptional shut-off targets akin to *Bdnf*^5^. 

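After 0.5, 1 and 2 h Bic, 25994 genes were tested and not significantly changed at any of the time points. Of these, TTX/NMDA in the LP changed 5764 compared to 2 h Bic (22.2%), raising 2971 and lowering 2793. In the SP, TTX/NMDA changed 876 of them compared to 1 h Bic, while in the LP TTX changed 692 and TBOA 28. Genes not changed by Bic in the paired fit, which covers fewer genes of low count, numbered 10319 and TTX/NMDA changed 5555 of them in the LP, and the mean correlation of same-numbered libraries in that comparison was 0.45. Over all 32243 genes tested in the LP comparison the median log2 fold change was 0.11, while over the 13601 expressed genes it was 0.0046. Among the 2971 raised genes, 2244 were protein-coding and 601 were non-coding gene models. Among the genes named by rule and unchanged by Bic, Gm44799 (chromosome 8, 9658248 to 9659449, GRCm38), a model that lies inside the gene Fam155a on the same strand, rose from 5.14 ± 3.11 to 94.7 ± 13.5 normalized counts (SD, n = 5), a log2 fold change of 4.28 (standard error 0.28, adjusted p = 6.0e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 4.26 in the paired fit (adjusted p = 6.0e-08 from edgeR), and the change was far larger in preparation 6, 7334%, than in the others, 863% to 2229%. Gm42772 and Gm37814, also named by rule and unchanged by Bic, rose more in the same comparison, by 4.63 and 4.40 on the log2 scale. The largest fall was that of the lincRNA gene Gm49678 (chromosome 16, 75388544 to 75447293), with −2.11 (standard error 0.24, adjusted p = 1.9e-08 from edgeR's quasi-likelihood test).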

Notably, in addition to those genes that were upregulated by synaptic activity and whose expression was changed by excitotoxic stimulation, we also observed that a number of genes whose expression was unaltered by AP firing exhibited expression changes in response to the excitotoxic stimulation protocols (Supplementary Data 1). For the reasons described above, however, we focused specifically on the dysregulation of activity-driven gene induction. Thus, we first generated t-distributed stochastic neighbor embedding (t-SNE) plots of upregulated genes by merging expression data of all the conditions and color-coding the plots according to gene expression changes driven by the passive or the active effects of excitotoxicity, or by glutamate spillover (Fig. 2C, “late” upregulated genes; see https://genome.leibniz-fli.de/shiny/shutoff/ for an interactive online application that allows similar visualization of all data). Several patterns emerged from this analysis. Firstly, it was revealed that the expression of the most notable passive shut-off targets (e.g., *Npas4*, *Nr4a1*, and *Trib1*) was boosted by the NMDA-induced excitotoxic signal (Fig. 2C). 

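Npas4 (chromosome 19, 4984355 to 4990316, GRCm38) had 62183 ± 8496 normalized counts after 2 h Bic and 21868 ± 4230 with TTX in the LP (SD, n = 5), a log2 fold change of −1.52 (standard error 0.10, adjusted p = 1.5e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its active effect, 0.24 (standard error 0.10), was not significant (adjusted p = 0.081 from the same edgeR test), with an increase in 4 of 5 preparations and a mean change within them of 21.6% ± 22.3 (SD). It was significant in the paired fit, at 0.28 (adjusted p = 0.0022 from edgeR). Nr4a1 (chromosome 15, 101254269 to 101274795) fell from 25355 ± 3313 normalized counts to 6557 ± 2021 with TTX, a log2 fold change of −1.96 (standard error 0.12, adjusted p = 3.2e-13 from edgeR). With TTX/NMDA it reached 16492 ± 1670, 1.33 above TTX on the log2 scale (standard error 0.12, adjusted p = 1.9e-09 from edgeR). Trib1 (chromosome 15, 59648350 to 59657099) fell from 3504 ± 740 to 436 ± 87.6, by −3.02 (standard error 0.12, adjusted p = 2.8e-18 from edgeR), and TTX/NMDA raised it to 1424 ± 197, by 1.70 (standard error 0.11, adjusted p = 8.9e-13 from edgeR). Both rises were seen in 5 of 5 preparations, and in the paired fit they were 1.40 (adjusted p = 3.6e-10 from edgeR) and 1.74 (adjusted p = 3.6e-11 from edgeR). TTX/NMDA left all 3 genes below their level with Bic alone. Of the 218 “late” upregulated genes with passive shut-off, 55 (25.2%) were significantly raised by TTX/NMDA compared to TTX.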

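Over the 1113 “late” upregulated genes, the median log2 fold change of glutamate spillover (TBOA compared to 2 h Bic) was −0.15, and 87.0% of the genes lay below 0, while the median of the 13601 expressed genes was 0.0050. The 55 passive shut-off genes that TTX/NMDA boosted had a median of −0.69 for the passive effect, 0.58 for the active effect and −0.09 for spillover, with 78.2% below 0 for the last. For Npas4, Nr4a1 and Trib1, spillover gave log2 fold changes of −0.19, −0.17 and −0.19, each lower in 4 of 5 preparations and none significant (adjusted p = 0.46, 0.56 and 0.65 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.19, 0.23 and 0.26 in the paired fit). Leaving out replicate 8 made the fall of Npas4 (−16.6%) and of Trib1 (−15.6%) significant. Only 4 of the 1160 “early” and “late” upregulated genes were significantly raised by TBOA. Same-numbered TBOA and 2 h Bic libraries had a mean correlation of 0.35.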

Secondly, glutamate spillover, which is expected to engage both active and passive properties of excitotoxicity, generally decreased induction without the boosting effect of the NMDA treatment-mediated signaling seen for the passive shut-off target genes. 

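Bdnf (chromosome 2, 109674700 to 109727007, GRCm38) had 8564 ± 763 normalized counts after 2 h Bic, 8989 ± 863 with TTX, 3632 ± 546 with TTX/NMDA and 6958 ± 518 with TBOA in the LP (SD, n = 5). Its log2 fold change was −1.32 for the active effect (standard error 0.09, adjusted p = 1.7e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.29 for spillover (standard error 0.07, adjusted p = 0.028 from edgeR). The fall with spillover was not significant when genes were filtered with filterByExpr (−18.1%) or when replicate 1 was left out (−16.3%). Inhba (chromosome 13, 16011851 to 16031621) had 1327 ± 137 normalized counts after 2 h Bic, 1233 ± 133 with TTX, 275 ± 60.9 with TTX/NMDA and 629 ± 92.4 with TBOA. Its active effect was −2.19 (standard error 0.11, adjusted p = 5.0e-15 from edgeR) and its spillover effect −1.08 (standard error 0.08, adjusted p = 4.1e-10 from edgeR). Homer1 (chromosome 13, 93299635 to 93405129) had 18310 ± 1800, 23476 ± 2000, 5881 ± 1446 and 12435 ± 428 normalized counts in these 4 conditions. Its active effect was −2.01 (standard error 0.11, adjusted p = 4.2e-14 from edgeR) and its spillover effect −0.55 (standard error 0.06, adjusted p = 2.7e-06 from edgeR). Each of these 6 changes was a decrease in 5 of 5 preparations. Spillover in the paired fit gave −0.29 for Bdnf, −1.08 for Inhba and −0.54 for Homer1 (adjusted p = 0.0050, 1.7e-05 and 0.00020 from edgeR), with correlations of same-numbered TBOA and 2 h Bic libraries from −0.19 to 0.67. Over the 533 “late” upregulated genes with active shut-off, the median spillover effect was −0.20 and 97.2% lay below 0, against a median active effect of −0.59.

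**Figure D1:**
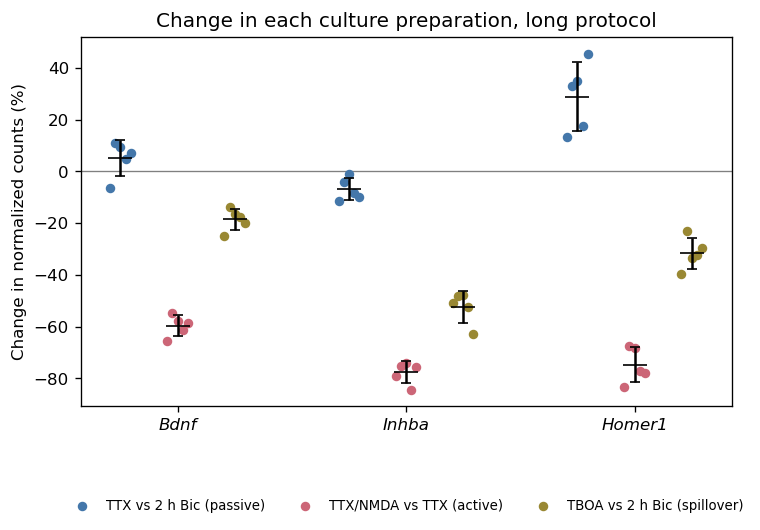
Change in TMM-normalized counts (percent, vertical axis) of Bdnf, Inhba and Homer1 in each of the 5 culture preparations of the LP, for the passive effect (TTX against 2 h Bic), the active effect (TTX/NMDA against TTX) and spillover (TBOA against 2 h Bic). Points are preparations and the bars give the mean ± SD; all 5 points lie below 0 for the active effect and spillover of each gene.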

And thirdly, the genes which were susceptible to active shut-off (e.g., *Bdnf*, *Inhba*, and *Homer1*) were mostly, albeit to a lesser extent, also negatively affected by glutamate spillover. Moreover, their activity-dependent induction appeared much less disturbed by simple AP firing termination (Fig. 2C, see also Supplementary Data 1), suggesting a dominant active shut-off mechanism acting on them.

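With TTX alone in the LP, Bdnf changed by 0.06 on the log2 scale (standard error 0.07, adjusted p = 0.67 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Inhba by −0.12 (standard error 0.08, adjusted p = 0.53 from edgeR). Homer1 rose by 0.35 (standard error 0.07, adjusted p = 0.0016 from edgeR), in 5 of 5 preparations by 28.9% ± 13.3 (SD). The paired fit gave 0.05 for Bdnf (adjusted p = 0.35 from edgeR), −0.12 for Inhba, which was then significant (adjusted p = 0.044 from edgeR), and 0.34 for Homer1 (adjusted p = 2.6e-05 from edgeR). TTX and 2 h Bic libraries of the same number had correlations between 0.28 and 0.64. The 533 active shut-off genes had a median passive effect of −0.02, with 56.8% below 0. The TTX libraries that select these genes also enter the passive effect, which can raise it. It was not measured in preparations left out of the selection.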

We validated and quantified these findings by RT-qPCR for a set of example genes (Fig. 2D). Blocking of AP firing with TTX at assay midpoint indeed lowered *Npas4* and *Nr4a1* mRNA levels to 35% of their mRNA levels if measured from samples induced without intervention, confirming that they are targets of passive shut-off. *Inhba*, *Homer1* and *Bdnf* were very strongly affected by active shut-off mechanisms, as their mRNA levels were reduced 76%, 64% and 49%, respectively, by the NMDA/TTX intervention compared to the TTX-only intervention (Fig. 2D). As anticipated from the RNA-seq results, *Inhba* and *Homer1* inductions were also decreased by glutamate spillover, which significantly reduced their stimulated expression levels relative to uninterrupted AP firing, while *Bdnf*, *Npas4* and *Nr4a1* inductions were not affected (Fig. 2D). It is worth noting that the effect of TTX/NMDA intervention was not different from the effect observed with NMDA intervention alone (Supplementary Fig. 1).

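Correlations of log2 fold changes were calculated across the 610 “late” upregulated genes that also passed a gene-wise F test over the Bic series at an adjusted p-value under 0.01, and they are correlations across genes, which are not independent replicates. The passive and the active effect had Pearson's r = −0.57. The TTX condition enters both effects with opposite sign, which can by itself make r negative. Calculated within each preparation, r was −0.54 ± 0.03 (SD, n = 5 preparations), from −0.59 to −0.51. In all, 10 correlations between pairs of effects were calculated. With the paired fit (544 genes) r was −0.59. Leaving out replicates moved r most, to between −0.64 and −0.59. Same-numbered libraries deviated together with correlations between 0.41 and 0.72 in the active comparison.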

Passive and active components of excitotoxicity differentially influence the expression of activity-induced genes, with gene induction alterations showing anticorrelated patterns (Fig. 2C, G; Pearson’s *r* (Passive effect, Active effect) = −0.59). However, with a few exceptions, the impact of active esNMDAR signaling largely predominates over the passive effect achieved by silencing synaptic activity, such that total excitotoxic effects are similar to the active effects (Fig. 2C, E, G; Pearson’s *r* (Total excitotoxicity, Active effect) = 0.78). Moreover, the consequences of AP firing intervention with TBOA, which stimulates glutamate spillover from synapses, resemble the induction-reducing effects of active esNMDAR signaling and correlate well with the total effect of acute excitotoxicity (Fig. 2F, G; Pearson’s *r* (Glutamate spillover, Active effect) = 0.62, and *r* (Glutamate spillover, Total excitotoxicity) = 0.73). This suggests that relatively weak esNMDAR activation that is subtoxic in short timescales (Fig. 1C), but potentially eventually lethal in chronic neurodegenerative diseases, involves active shut-off mechanisms of synaptic activity-responsive gene induction. 

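Total excitotoxicity and the active effect had r = 0.78 across the 610 genes, and within single preparations r was 0.75 ± 0.04 (SD, n = 5), while the passive and the total effect had r = 0.07. The paired fit gave 0.76 and 0.07. Over the 1113 “late” upregulated genes, the median log2 fold change was −0.13 for the passive, −0.25 for the active and −0.38 for the total effect, and 80.8% of the genes had a total effect below 0. The 533 active shut-off genes had a median total effect of −0.63. In the 55 passive shut-off genes boosted by NMDA, the median total effect was −0.0019, with 50.9% of the genes below 0. Same-numbered TTX/NMDA and 2 h Bic libraries had correlations from 0.22 to 0.55.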

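Glutamate spillover had r = 0.49 with the active effect and r = 0.66 with total excitotoxicity across these genes. Within single preparations the values were 0.31 ± 0.09, from 0.18 to 0.39, and 0.52 ± 0.12, from 0.39 to 0.68 (SD, n = 5). With log2 fold changes shrunk by DESeq2, spillover and the active effect had r = 0.63, the largest move among the alternatives, and spillover and total excitotoxicity had r = 0.73. These correlations were 0.56 and 0.71 in the paired fit. TBOA compared to TTX had r = 0.77 with the active and −0.85 with the passive effect, comparisons that share the TTX libraries. Same-numbered TBOA and 2 h Bic libraries had correlations between −0.19 and 0.67.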

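Total excitotoxicity changed Inhba in the LP by −2.30 on the log2 scale (standard error 0.11, adjusted p = 1.6e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is −79.8%, and by −79.1% ± 4.5 within preparations (SD, n = 5). Ranked by unshrunken log2 fold change, Inhba was number 7 of the 673 “early” and “late” upregulated genes with a significant total decrease. The 6 genes ahead of it were Mir335, Gm37642, Lce1f and A930023M06Rik, which are named here after their values were seen, and Sp7 and Serpinb2, with means of 5.17, 2.91, 2.72, 1.51, 23.2 and 102 normalized counts after 2 h Bic. With log2 fold changes shrunk by DESeq2, which pulls genes of low count towards 0, Inhba was number 1 of 768. It was number 3 of 1068 in the paired fit, and its total effect was −2.27 (adjusted p = 4.9e-09 from edgeR), with correlations of same-numbered libraries in this comparison averaging 0.45. Among all genes named by rule for spillover, Inhba had the third largest fall, after Hes5 (−1.65, standard error 0.26, adjusted p = 0.00033 from edgeR) and Mir132 (−1.11, standard error 0.14, adjusted p = 4.3e-06 from edgeR).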

The gene whose induction was most drastically reduced by excitotoxicity, being strongly affected both by bath-applied NMDA and spillover of synaptic glutamate, was *Inhba* (Fig. 2C, E, F), which encodes the prominent pro-survival protein inhibin β-A (monomer of activin A)^33,34^.

Together, these findings revealed that excitotoxic esNMDAR signaling, concurrent to glutamatergic synaptic activity, extensively and diversely perturbs activity-responsive gene expression, impacting approximately two-thirds of the activity-induced transcriptome. 

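Of the 1160 “early” and “late” upregulated genes, 802 (69.1%) had a significant passive or active effect in either direction, and 703 (60.6%) had passive or active shut-off. A significant total decrease with TTX/NMDA compared to Bic was found for 673 genes (58.0%) and a total increase for 73. The share with a passive or active effect was 85.8% in the paired fit, the largest move among the alternatives, and the share with shut-off 72.7%, with mean correlations of same-numbered libraries of 0.53 and 0.55 in the passive and active comparisons. When each replicate was left out in turn, the share with either effect lay between 64.8% and 71.6%. From these findings together, the paper concludes that esNMDAR signaling that coincides with synaptic activity disturbs the expression of activity-responsive genes widely and in diverse ways.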

For details on specific genes, an interactive online application that allows the generation of bar plots of their expression across conditions is available (https://genome.leibniz-fli.de/shiny/shutoff/). The activity-induced genes affected most strongly by excitotoxicity are listed in Table 1.

**Table 1:** Synaptic activity-regulated genes most affected by excitotoxic signaling-associated transcriptional shut-off

Gene	Induction category	Shut-off %	Passive %		Active %		TBOA %		Neuroprotective (Ref)		Brain disorder association (Ref)
*Inhba*	late	−78.1	No		Yes	−76.4	Yes	−43.7	Yes	^64^	HD, ALS^23,63^
*Pim1*	late	−76.0	Yes	−50.5	Yes	−46.4	Yes	−34.2	Yes	^98^	
*Csrnp1*	late	−75.6	Yes	−35.4	Yes	−60.2	Yes	−36.2			
*Ptchd1*	late	−74.3	No		Yes	−72.3	Yes	−24.1			ID/ASD^99^
*Ankrd33b*	late	−73.0	No		Yes	−74.5	Yes	−28.9			
*Kcna1*	late	−72.7	No		Yes	−75.3	Yes	−23.4			EA1/epilepsy^100^
*Mir212*	late	−71.9	Yes	−37.1	Yes	−46.5	Yes	−35.5	Yes	^67^	AD^65^
*Rnf217*	late	−71.6	No		Yes	−74.8	Yes	−28.2			
*Frmd6*	late	−71.3	No		Yes	−68.4	Yes	−32.9	Yes	^101^	AD^101^
*Mir132*	late	−69.1	Yes	−33.3	Yes	−44.0	Yes	−37.1	Yes	^66^	AD^65^
*Sstr1*	late	−69.0	Yes	−22.8	Yes	−54.3	No		Yes	^102^	HD, AD^102,103^
*Sp7*	late	−68.8	No		Yes	−66.4	No				
*Homer1*	late	−65.9	No		Yes	−72.9	Yes	−28.6	Yes	^104^	AD, SCZ, TBI^105^
*Phf21b*	late	−65.0	No		Yes	−67.5	Yes	−25.9			MD^106^
*Shisa2*	late	−64.6	Yes	−28.1	Yes	−47.1	No				
*Stil*	late	−64.5	No		Yes	−69.7	Yes	−21.8	Yes	^107^	Microcephaly^108^
*Btg2*	early	−64.1	Yes	−29.7	Yes	−45.4			Yes	^109^	
*Zdbf2*	late	−63.8	No		Yes	−70.3	Yes	−15.7			
*Ccn1*	early	−63.3	Yes	−45.7	No				Yes	^110^	
*Pcdh8*	late	−63.3	Yes	−24.9	Yes	−49.8	Yes	−20.5			

“Induction category” specifies whether peak expression of the gene occurred early (1 h) or late (2 h) after induction of AP firing with bicuculline (50 μM) in mouse hippocampal primary cultures. “Shut-off %” represents the total induction reduction with NMDA/TTX intervention during AP firing. “Passive %” reflects induction reduction with TTX intervention compared to no intervention. “Active %” quantifies the induction reduction with NMDA/TTX intervention versus TTX intervention. “TBOA %” indicates induction reduction with TBOA intervention compared to no intervention. “Neuroprotective (Ref)” and “Brain disorder association (Ref)” show if the gene product is linked to neuroprotection or brain disorders, with example references provided.

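Percent changes were calculated from the unshrunken log2 fold changes of edgeR. In the LP, TTX/NMDA compared to 2 h Bic changed Pim1 by −78.6%, Csrnp1 by −76.5%, Ankrd33b by −75.6%, Ptchd1 by −75.4%, Kcna1 by −74.5%, Rnf217 by −73.0% and Frmd6 by −72.2%. Sstr1 changed by −71.7%, Phf21b by −67.2%, Stil by −66.9%, Shisa2 by −65.9%, Zdbf2 by −65.3% and Pcdh8 by −64.2%. Sp7 changed by −81.9%, from only 23.2 ± 7.90 normalized counts after 2 h Bic (SD, n = 5). Ccn1, an “early” gene, changed by −70.9% in the SP compared to 1 h Bic. Each of these 15 decreases was seen in 5 of 5 preparations and was significant, with adjusted p-values from 1.7e-18 for Csrnp1 to 5.9e-07 for Sp7 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted p-values of these genes in the paired fit lay between 6.8e-10 for Csrnp1 and 2.7e-05 for Sp7 (edgeR), and same-numbered libraries had a mean correlation of 0.45 in the LP and 0.53 in the SP comparison. Ptchd1 fell by 79.8% in preparation 1, more than in the other 4, where it fell by 72.7% to 74.7%.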

The top 20 genes by shut-off % are shown.

*HD* Huntington’s disease, *ALS* amyotrophic lateral sclerosis, *ID* intellectual disability, *ASD* autism spectrum disorder, *EA1* episodic ataxia type 1, *AD* Alzheimer’s disease, *SCZ* schizophrenia, *TBI* traumatic brain injury, *MD* major depression.

### Selective susceptibility to esNMDAR signaling-mediated transcriptional shut-off

We next sorted and counted the genes upregulated by synaptic activity according to their responses to TTX (i.e., passive effects) or TTX/NMDA intervention (comparison with TTX; i.e., active effects) (Fig. 3A). We took a conservative approach, categorizing only the genes for which statistical analysis results were available for all pair-wise condition comparisons (i.e., a gene was excluded if expression levels were not detectable in one or more conditions). We classified 35 “early” upregulated genes and found that the induction of the majority of them, measured at the 1 h time point, was susceptible to excitotoxicity-mediated shut-off (~43% to passive and ~31% to active). 

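Of the 47 “early” upregulated genes, all of which were tested in both SP comparisons, 18 (38.3%) had passive shut-off and 11 (23.4%) had active shut-off, measured at 1 h. No effect of either kind was found for 21 genes (44.7%). TTX/NMDA raised 9 of the 47 compared to TTX, among them 7 with passive shut-off. Of 83 “early” genes in the paired fit, 15 had passive and 17 active shut-off. The number with passive shut-off fell to 8 with filterByExpr and no block, and lay between 10 and 23 when each replicate was left out. Same-numbered libraries of SP TTX and 1 h Bic had correlations from 0.10 to 0.66.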

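In the SP, passive and active shut-off coincided in 5 of the “early” upregulated genes. Arc (chromosome 15, 74669083 to 74672570, GRCm38) had 24867 ± 5558 normalized counts after 1 h Bic, 14517 ± 2582 with TTX and 6824 ± 1601 with TTX/NMDA (SD, n = 5). Its passive effect was −0.78 on the log2 scale (standard error 0.11, adjusted p = 7.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and its active effect −1.10 (standard error 0.12, adjusted p = 5.1e-08 from edgeR). Dusp1 (chromosome 17, 26505590 to 26562128) had 6042 ± 714, 2978 ± 328 and 2099 ± 430 normalized counts, a passive effect of −1.03 (standard error 0.08, adjusted p = 9.8e-12 from edgeR) and an active effect of −0.51 (standard error 0.09, adjusted p = 0.00056 from edgeR). Each of these decreases was seen in 5 of 5 preparations. Active effects in the paired fit were −1.10 for Arc (adjusted p = 0.00012 from edgeR) and −0.52 for Dusp1 (adjusted p = 0.0025 from edgeR), and same-numbered SP TTX/NMDA and TTX libraries had correlations from 0.02 to 0.72. In the LP, the active effect had the opposite direction, 1.12 for Arc and 2.21 for Dusp1.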

Five “early” upregulated genes, including the well-known activity-induced genes *Arc* and *Dusp1*, were affected by both passive and active shut-off (Fig. 3A, Supplementary Data 1). 

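All 1113 “late” upregulated genes were tested in both LP comparisons, and TTX/NMDA lowered 533 (47.9%) and raised 151 (13.6%) of them compared to TTX. Of 1748 genes in the paired fit, 865 were lowered. When each replicate was left out in turn, between 410 and 581 genes had active shut-off. No effect of TTX or of TTX/NMDA compared to TTX was found for 337 genes (30.3%), and this share was 39.4% among the 556 genes of lower and 21.2% among the 557 genes of higher mean count (two-sided Fisher's exact test across genes, p = 3.6e-11). Same-numbered libraries had a mean correlation of 0.55 in the active comparison.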

Among the 1137 “late” upregulated synaptic activity-responsive genes, the active NMDA-induced shut-off mechanism prevailed, as approximately half of these genes were induced to significantly lower levels upon the TTX/NMDA intervention compared to the TTX-only intervention. Moreover, most of the active shut-off targets (in total ~35% of all “late” upregulated genes, including *Bdnf*) were not significantly influenced by simple AP firing cessation. 

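Of the 533 active shut-off genes, 420 (37.7% of the 1113) had no significant passive effect. A further 72 were lowered and 41 were raised by TTX, whose libraries also enter the selection of these genes. In the paired fit, 405 of 865 active shut-off genes had no significant passive effect. Bdnf fell by 59.9% in the LP with TTX/NMDA compared to TTX, against a change of 4.32% with TTX, and within preparations these were −59.7% ± 4.1 and 5.1% ± 6.9 (SD, n = 5). Same-numbered libraries had correlations of at least 0.28 in the passive comparison.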

Still, a considerable fraction of the “late” upregulated genes (~29%) were passive shut-off targets as well. 

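Passive shut-off was found for 218 of the 1113 “late” upregulated genes (19.6%), of which 91 had no active effect, 72 had active shut-off as well and 55 were raised by TTX/NMDA. With DESeq2 over genes with at least 2 reads, a setting added after the data were seen, 329 “late” upregulated genes had passive shut-off. The paired fit moved the number most, to 768 of 1748, with a mean correlation of same-numbered TTX and 2 h Bic libraries of 0.53. With all 9 conditions in 1 fit it was 140.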

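No “late” upregulated gene was significantly raised both by TTX and by TTX/NMDA compared to TTX, and neither was any “early” one; 4835 and 10642 genes of all classes had an unadjusted p-value under 0.05 in the 2 LP comparisons. TTX raised 42 “late” genes, 41 of which TTX/NMDA lowered, and TTX/NMDA raised 96 on which TTX had no significant effect. The paired fit had 4 “late” genes raised in both comparisons, in which same-numbered libraries had mean correlations of 0.53 and 0.55.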

None of the synaptic activity-induced genes were boosted by both AP firing cessation and esNMDAR signaling, although some genes were more strongly induced with the TTX-only or the TTX/NMDA intervention (Fig. 3A, Supplementary Data 1).

**Fig. 3:**
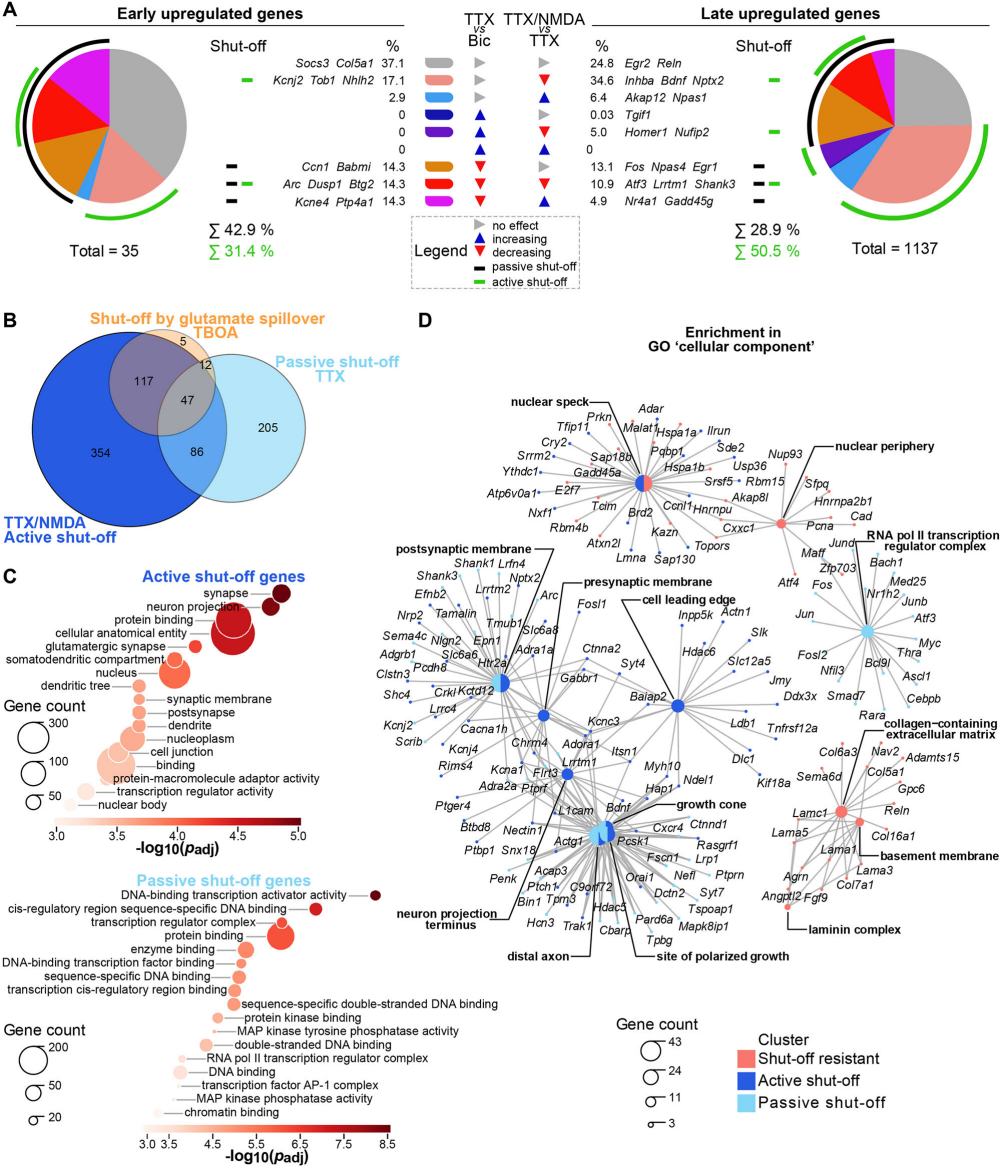
Characterization of the activity-induced gene set susceptible to esNMDAR-driven shut-off. **A** Pie charts showing proportions of “early” and “late” upregulated genes whose induction was either not affected, or was decreased or increased by TTX or TTX/NMDA intervention as indicated. “Shut-off” refers to a significantly decreased induction. Passive shut-off denotes that induction was significantly reduced by termination of AP firing (TTX). Active shut-off denotes that induction was significantly reduced by the additional excitotoxic signal instigated by NMDA (TTX/NMDA) compared to the induced mRNA levels obtained with the TTX-only intervention. Example genes are listed for every dysregulation class. **B** Venn diagram of synaptic activity-induced genes that display significantly reduced responses due to transcriptional shut-off initiated by glutamate spillover (TBOA), or due to passive (TTX) or active (TTX/NMDA) shut-off associated with esNMDAR activation. Gene counts belonging to each group are indicated. **C** GO term overrepresentation obtained with g:Profiler g:GOSt among all “early” and “late,” activity-induced genes that underwent active or passive shut-off upon excitotoxic signaling in mouse primary neurons. GO terms are from the sources “molecular function” and “cellular component”. For active shut-off genes, the most significantly enriched terms are shown; for passive shut-off genes, a selection from the top significance is shown to avoid highly redundant terms. Gene counts denote the intersection of genes allocated to the GO term and the query. Benjamini–Hochberg FDR correction (*p*_adj_) was used. **D** Net plot generated with clusterProfiler compareCluster of the top overrepresented GO terms from the source “cellular component” across shut-off resistant and active or passive shut-off susceptible AP firing-upregulated genes. Results with Benjamini–Hochberg FDR correction cutoff at 0.05 are shown.

To explore the potential functional significance of distorted activity-responsive gene induction caused by excitotoxic conditions, we used gene ontology (GO) analyses. As was evident from the t-SNE plots and correlation analysis (Fig. 2C, F, G), glutamate spillover during excitatory synaptic activity causes a milder version of active esNMDAR signaling-mediated gene dysregulation that was modeled here by the TTX/NMDA intervention. Specifically, 91% (164 out of 181) of the TBOA intervention-affected genes overlapped with those impacted by TTX/NMDA (Fig. 3B). 

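TBOA lowered 125 of the 1160 “early” and “late” upregulated genes, and 118 of these (94.4%) had active shut-off, 36 (28.8%) passive shut-off and 30 (24.0%) both. Only 1 was lowered by TBOA and had neither shut-off. All 125 also had a significant total decrease with TTX/NMDA compared to Bic. For “late” genes both comparisons use the same 2 h Bic libraries, which can by itself create a part of this overlap. For “early” genes, the effect of TBOA in the LP was set beside shut-off in the SP. TBOA lowered 238 genes in the paired fit, of which 89.5% had active shut-off, and same-numbered TBOA and 2 h Bic libraries had a mean correlation of 0.35. The number of TBOA-lowered genes was 62 with filterByExpr and no block, and between 75 and 228 when each replicate was left out in turn.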

We therefore concentrated on the active and passive shut-off targets, defined here via TTX/NMDA and TTX interventions, that contained more genes (604 and 350, respectively) and were partially overlapping (133 genes in common, Fig. 3B).

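Over “early” and “late” upregulated genes together, 544 had active and 236 passive shut-off, and 77 had both. Genes with both shut-offs numbered 336 in the paired fit, with mean correlations of same-numbered libraries of 0.53 and 0.55 in the passive and active comparisons of the LP.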

GO term overrepresentation analysis showed that activity-induced genes that are susceptible to shut-off by excitotoxic esNMDAR signaling comprise a substantial portion of genes encoding synaptic proteins, particularly those that function in glutamatergic synapses (Fig. 3C). Active shut-off also affected the induction of a diverse set of activity-regulated nuclear protein-encoding genes. 

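The network plot in Fig. 3D names 19 genes linked to the RNA polymerase II transcription regulator complex, and 16 of them were “early” or “late” upregulated here. TTX lowered 15 of the 19 significantly when adjusted over all genes tested, and 18 when adjusted over the list alone, which the paper drew from these data. The passive effect was below 0 for all 19, with a median of −0.49 on the log2 scale, from −0.89 for Junb to −0.07 for Atf4. The active effect lowered 6 and raised 1 of them and had a median of −0.03. In the paired fit the passive effect lowered 18 of the 19 and the active effect lowered 7 and raised 6, with mean correlations of same-numbered libraries of 0.53 and 0.55 in the LP comparisons behind them. Term enrichment was not analysed here.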

Passive shut-off primarily inhibited activity-dependent upregulation of sequence-specific DNA-binding transcription factors or transcriptional regulators (Fig. 3C). To gain deeper insight into the cellular dynamics potentially influenced by the observed changes in gene expression profiles, we compared GO term enrichments among gene clusters formed by differential responses to AP firing interventions. In this analysis, the most revealing with respect to term distribution were enrichments within the GO source “cellular component” (Fig. 3D). The results provided further evidence that transcriptional regulation may be perturbed specifically by the passive termination in AP firing. In particular, the functional and/or structural dysregulation of synaptic membranes, likely involving their activity-dependent plasticity, appears to be a general outcome of excitotoxicity, since enrichment of terms such as “postsynaptic membrane,” “growth cone,” and “site of polarized growth” were shared by active and passive shut-off gene clusters (Fig. 3D). Active esNMDAR signaling during synaptic activity may, on the other hand, have more specific effects on presynaptic terminals (Fig. 3D, enriched terms “presynaptic membrane,” “cell leading edge,” and “neuron projection terminus”). Into this analysis, we included the part of the activity-induced gene program that, according to our RNA-seq results, was resistant to excitotoxic shut-off mechanisms. Enrichments among this group of genes revealed that the activity-driven gene expression response that targets the extracellular milieu may remain comparatively intact in excitotoxic conditions (enriched terms, e.g., “collagen-containing extracellular matrix” and “basement membrane”). 

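Fig. 3D links 16 genes to the extracellular matrix, the basement membrane or laminin complexes, 12 of which were “early” or “late” upregulated here. None of the 16 had passive or active shut-off, with 4835 and 10642 genes at an unadjusted p-value under 0.05 in the LP comparisons behind these calls, and 9 had no effect in either direction. Adjusted over the list alone, which the paper drew from these data, 0 had passive and 1 had active shut-off. The other 7, Col6a3, Gpc6, Lama5, Col16a1, Lama1, Col7a1 and Angptl2, were significantly raised by TTX/NMDA compared to TTX, by 0.47 to 0.88 on the log2 scale. The median active effect over the 16 genes was 0.14 and the median passive effect −0.13. The calls differed in the paired fit, in which 5 of the 16 had passive shut-off, 1 had active shut-off, 9 were raised by the active effect and 4 had no effect in either direction, with mean correlations of same-numbered libraries of 0.53 and 0.55 in the LP comparisons.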

Also, activity-regulated changes to splicing factor abundancies may partially be protected (Fig. 3D, enriched term “nuclear speck”).

Together, these results show that excitotoxicity may cause ineffective upregulation of transcription regulatory protein expression by silencing AP generation. Moreover, they indicate that excitotoxic conditions additionally diminish the induction of genes encoding synaptic proteins primarily via active esNMDAR signaling. The active and passive shut-off effects combined could thus substantially downgrade the adaptive, synaptic plasticity-promoting function of the activity-driven genomic response.

### ERK/MAPK-ELK1/SRF pathway is suppressed by excitotoxic esNMDAR signaling

A key event in the esNMDAR signaling-driven reduction of activity-dependent *Bdnf* induction is CREB shut-off^5^. Indeed, calcium signaling through calcium/calmodulin (CaM)-dependent protein kinase IV (CaMKIV) to CREB and CREB binding protein (CBP) is the central mechanism that controls activity-induced gene expression^3,35,36^, including the induction of such genes as *Bdnf*^37–39^. The second major branch of synapse-to-nucleus signaling is the Ras/extracellular-signal-regulated kinase (ERK)/mitogen-activated protein kinase (MAPK) cascade^40^ that phosphorylates ETS-like protein 1 (ELK1), a ternary complex factor required for serum response factor (SRF)-dependent transcription^35,41^, which controls, in part, the induction of *Arc* and *Egr1*^42^, for example. Because negative regulation of ERK function by esNMDAR activity has been demonstrated^43^, it is likely that esNMDAR signaling during synaptic activity also affects the ERK-ELK1 pathway. Thus, we next used the AP firing intervention protocol to analyze by immunoblotting the phosphorylation statuses of ERK1/2 and ELK1, and, as a control, CREB. Since synaptic activity-stimulated intracellular signaling cascades are rapidly induced and short-lived (see e.g.,^43–45^), we reduced the experiment duration to a total of 20 min, using a 10-min intervention protocol. Also, we included the condition with NMDA intervention alone to investigate whether the effects of esNMDAR stimulation with or without TTX addition are comparable.

We detected a reduction in CREB phosphorylation (Ser 133) with TTX and a more pronounced reduction following interventions with either NMDA or TTX/NMDA (Fig. 4A), indicating that passive and active shut-off components were both at play. ERK1/2 phosphorylation (Thr 202/Tyr 204) was greatly reduced by all of the applied interventions, with TTX addition during AP firing producing the largest effect (Fig. 4B). Phosphorylation of ELK1 (Ser 383) was not affected by terminating AP firing with TTX, but was strongly reduced when TTX/NMDA or NMDA were applied (Fig. 4C), suggesting that ELK1 phosphorylation is relatively stable and needs strong stimulated activity of a phosphatase, probably calcineurin^46,47^, for inactivation. In sum, these results show that esNMDAR stimulation during synaptic activity can silence both major branches of intracellular synapse-to-nucleus signaling pathways.

**Fig. 4:**
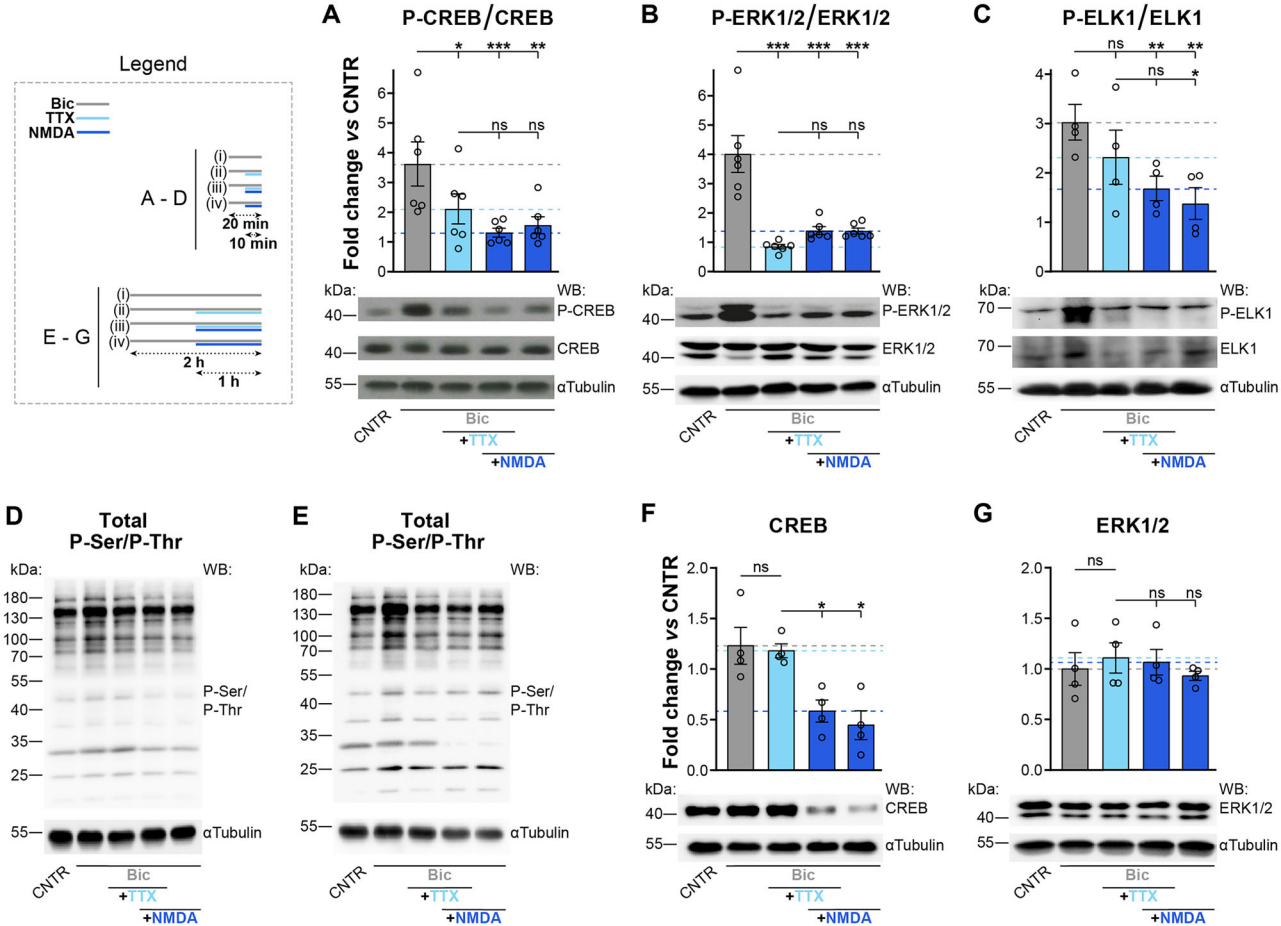
Passive and active excitotoxicity-associated suppression of CREB, ERK1/2, and ELK1. Mouse hippocampal primary neuron cultures were left untreated or were treated as indicated in the panels and in the legend with (i), (ii), (iii), and (iv) (see “Materials and methods” for details). Western blotting was performed. **A**–**C** Quantifications and representative immunoblots of the phosphorylation statuses of functionally relevant sites for the designated proteins. Phosphorylation levels normalized to the total levels of the respective protein are shown. The 20 min treatment protocol was applied. *n* = 4–6 experiments on separate preparations. **D**, **E** Representative immunoblots of total serine and threonine phosphorylation (P-Ser and P-Thr, respectively). The 20 min protocol (**D**) and LP (**E**) were used. **F**, **G** Quantifications and representative immunoblots of CREB and ERK1/2 expression levels. Quantifications are normalized to αtubulin. The LP was applied. *n* = 4 experiments on separate preparations. **A**–**C**, **F**, **G**, Mean ± SEM; ns not significant, *p < 0.05; **p < 0.01; ***p < 0.001; RM one-way ANOVAs with Tukey’s tests. kDa kilodalton, WB Western blotting with antibodies against the indicated targets.

To exclude the possibility that excitotoxicity-induced protein dephosphorylation occurs globally rather than target-specifically, we analyzed the total Ser/Thr phosphorylation status in the cell lysates obtained with the AP firing intervention protocols. We found that 20 min, but also 2 h of AP bursting caused small increases in overall phosphorylation, and interventions with TTX, TTX/NMDA, or NMDA did not result in any obvious decrease in phosphorylation (Fig. 4D, E). Moreover, to exemplify that the reported excitotoxicity-associated degradation of CREB^48^ is specific to CREB, we analyzed the expression of total CREB and ERK1/2. We found that while ERK1/2 levels remained stable in all conditions, CREB levels declined after 1 h, but not after 10 min, of active esNMDAR signaling (TTX/NMDA or NMDA) (Fig. 4F, G, 1 h treatment; see Fig. 4A, B for the 10 min treatment).

These results indicate that in addition to CREB shut-off, esNMDAR signaling inhibits ERK1/2 and ELK1 activities by reducing their phosphorylation.

### Memantine partially inhibits excitotoxicity-associated shut-off of *Inhba* and *Bdnf*

Given that excitotoxic pathology is observed in various neurodegenerative disorders^7^, we next asked if it is possible to ameliorate the excitotoxicity-driven shut-off of synaptic activity-driven gene expression by antagonizing esNMDAR signaling in primary neuron cultures. A suitable treatment would ideally block esNMDARs and thereby save neurons from dying while leaving sNMDAR signaling and activity-driven gene induction unaffected. We selected memantine, an NMDAR open-channel blocker that preferentially inhibits esNMDARs independent of NMDAR subunit composition^26,49^. However, since memantine can also interfere with sNMDAR function at higher concentrations, we compared its capacity to inhibit excitotoxic cell death and its compatibility with activity-regulated transcription at a low (10 µM) and a high (100 µM) concentration. As a control for complete NMDAR inhibition, we included APV, a competitive NMDAR inhibitor, in combination with MK801, an NMDAR open-channel blocker. Our results showed that when primary hippocampal cells were challenged with NMDA after 1 h of AP firing, all the tested NMDAR inhibition conditions efficiently prevented neuronal death (Fig. 5A). However, while the presence of 10 µM memantine allowed for nearly unaltered induction of *Inhba*, *Bdnf*, *Npas4* and *Nr4a1*, the high dose strongly inhibited activity-dependent expression of these genes (Fig. 5B). APV/MK801 reduced *Npas4* and *Nr4a1* inductions, but did not significantly lower *Inhba* and *Bdnf* upregulation (Fig. 5B), possibly because of relatively larger contribution of other calcium sources, such as VGCCs^50,51^, to the transcriptional activation of these genes.

**Fig. 5:**
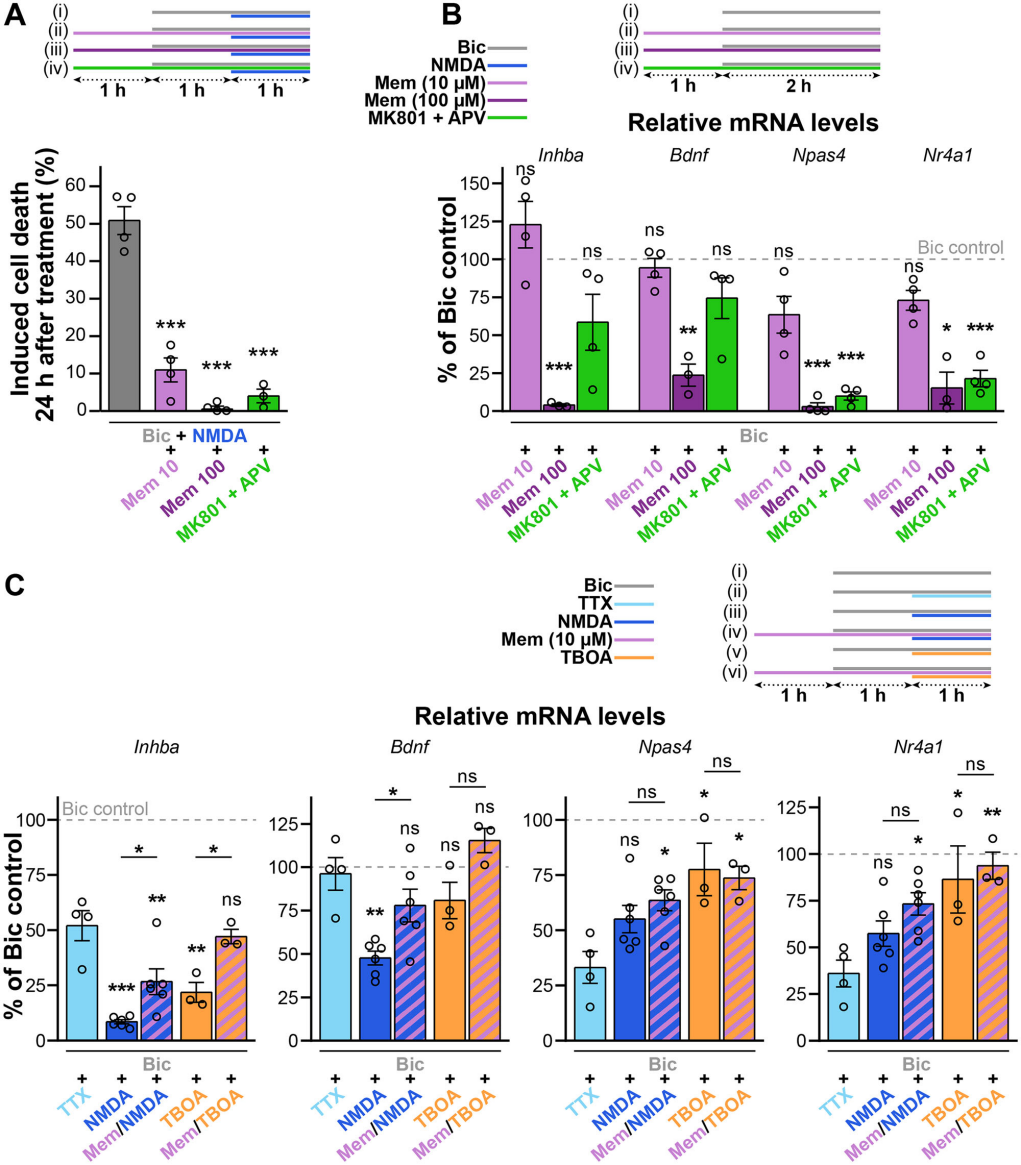
Rescue of excitotoxicity-associated activity-driven dyregulation of gene induction by the NMDAR antagonist memantine. AP firing was induced in mouse primary neuron cultures with the addition of bicuculline (Bic, 50 µM) for the conditions specified within the schematics. The effects of the low-affinity uncompetitive NMDAR antagonist memantine (Mem; 10 or 100 µM) or the NMDAR open-channel blocker MK801 (10 µM) and the competitive NMDAR inhibitor 2-amino-5-phosphonopentanoic acid (APV, 50 µM) were assessed. **A** Cell death evaluated by pyknotic nuclear Hoechst staining in mouse primary neuron cultures 24 h after an excitotoxic insult (NMDA, 30 µM). *n* = 3–4 experiments on separate preparations.Quantifications of the effects of NMDAR inhibition on AP firing-dependent gene induction (**B**) or on esNMDAR signaling-evoked dysregulation of AP firing-dependent gene induction (**C**). NMDA (30 µM) and TBOA (50 µM) model strong and mild excitotoxic conditions, respectively; TTX (1 µM) intervention is shown for comparison as the passive effect of excitotoxic signaling (**C**). RT-qPCR results are presented as the percentage of the mRNA levels measured in samples treated with Bic only (Bic, 50 µM); *n* = 3–4 (**B**) or *n* = 3–6 (**C**) experiments on separate preparations. *Bdnf*, *Bdnf* exon IV mRNA. **A**–**C**, Mean ± SEM; significances are relative to controls or as indicated with lines; ns not significant, *p < 0.05; **p < 0.01; ***p < 0.001; one-way ANOVAs with Dunnett’s (**A**) or Šidák’s (**C**) tests; two-tailed one-sample *t*-tests with Bonferroni correction (**B**).

Next, we investigated the potential of memantine to interfere with the esNMDAR signaling-induced shut-off of activity-dependent gene induction in excitotoxic conditions. We applied the LP with or without 10 µM memantine and used both NMDA and TBOA for modeling strong and mild excitotoxic conditions, respectively. We found that *Inhba* induction was significantly decreased by the active component of the esNMDAR signaling-associated shut-off (NMDA, <10% of Bic-only control) and by glutamate spillover (TBOA, ~20% of Bic-only control), and that *Inhba* induction in these conditions was partially or fully rescued by memantine, respectively (Fig. 5C). Similarly, NMDA intervention of AP firing resulted in the expected shut-off of *Bdnf* induction, which was prevented in the presence of memantine (Fig. 5C). TBOA did not significantly affect *Bdnf* expression (Fig. 5C). *Npas4* and *Nr4a1*, targets of the passive shut-off (see Fig. 2C, D), responded to AP firing and subsequent NMDA or TBOA interventions with slightly increased inductions, which were not affected by memantine (Fig. 5C). These results indicate that memantine at a low concentration can save neurons from death in excitotoxic conditions without significantly compromising activity-dependent transcription. In addition, memantine can at least partially protect neurons from the excitotoxicity-related active transcriptional shut-off process that is stimulated by esNMDAR signaling.

### Inhibition of esNMDAR signaling restores normal expression levels of downregulated activity-responsive genes in a mouse model of Huntington’s disease

Toxic esNMDAR signaling and CREB shut-off are part of the pathogenic mechanism in HD^17,52^, raising the possibility that dysregulation of activity-responsive gene expression may contribute to the disorder. To assess the potential of inhibiting toxic signaling originating from esNMDARs to normalize such dysregulation, we used the zQ175 mouse model of HD, which harbors an expanded CAG repeat knock-in in its *Htt* gene^53^. Mice were subjected to a 2-month oral administration regime of either memantine or the TwinF interface inhibitor, FP802, a recently developed small molecule neuroprotectant that detoxifies esNMDARs^27^ (Fig. 6A). FP802 disrupts the interaction of NMDARs with TRPM4, which is responsible for the toxic properties of esNMDARs^27^. Recent studies have shown the therapeutic potential of FP802 in the SOD1^G93A^ mouse model of ALS, where it stopped the degeneration of spinal motor neurons and retinal ganglion cells^22,23^. Guided by our transcriptomic results with cultured cells (Figs. 2 and 5), we investigated the expression of prominent active shut-off and passive shut-off targets, performing RT-qPCR analysis of *Inhba*, *Bdnf*, and *Homer1*, as well as *Nr4a1* and *Npas4* expression in the striatum and the motor cortex, the two brain regions primarily affected in HD^54^. To validate the model, we first analyzed striatal expression of *Ppp1r1b* (encoding dopamine- and cAMP-regulated phosphoprotein, 32 kDa; DARPP-32), a medium spiny neuron marker, the downregulation of which correlates with disease progression^55,56^. We detected a reduction of *Ppp1r1b* mRNA levels in the striatum of zQ175 mice, indicative of HD-associated striatal pathology (Fig. 6C). Treatment of zQ175 mice with FP802 rescued the expression levels of *Ppp1r1b* (Fig. 6C), suggesting that FP802 can mitigate HD disease progression. We also detected a trend—albeit not statistically significant—towards increased levels of *Ppp1r1b* in zQ175 mice treated with memantine compared to controls (one-way analysis of variance (ANOVA) with Tukey’s test, *p* = 0.2; Fig. 6C).

**Fig. 6:**
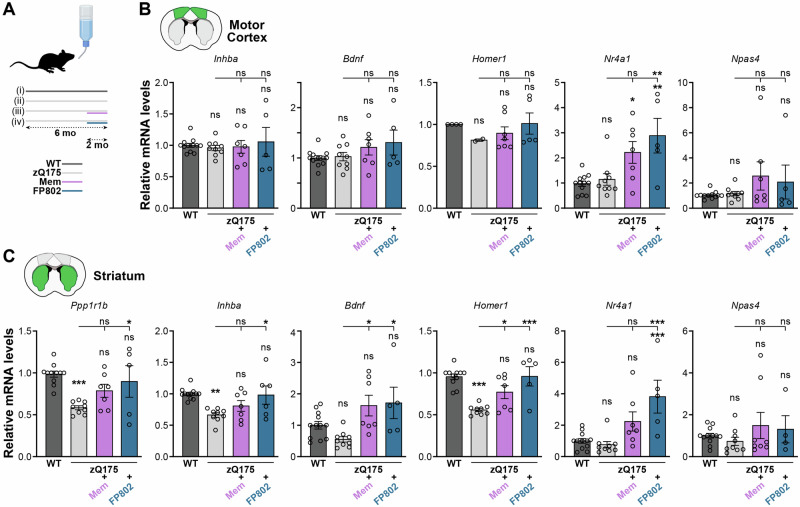
Rescue of transcriptional dysregulation in a mouse model of Huntington’s disease with esNMDAR signaling inhibitors. **A** Schematic of the protocol. Huntington’s disease model mice whose *Htt* gene exon 1 is replaced by the human *HTT* exon 1 sequence with an expanded CAG repeat tract (zQ175) were left untreated or were dosed via the drinking water for 2 months (mo) with either memantine (Mem 10 mg/kg/day) or the TwinF interface inhibitor FP802 (40 mg/kg/day). Untreated wild-type (WT) mice served as a reference control. Image was created in https://BioRender.com. RT-qPCR results of relative mRNA levels of the indicated genes in the motor cortex (**B**) and striatum (caudate putamen) (**C**) after the treatment regimen specified in (**A**). WT, *n* = 12; zQ175, *n* = 9; zQ175/Mem, *n* = 7; zQ175/FP802, *n* = 5 mice. *Bdnf*, *Bdnf* exon IV mRNA. **B**, **C**, Mean ± SEM; significances are relative to WT control or as indicated with lines; ns not significant, *p < 0.05; **p < 0.01; ***p < 0.001; one-way ANOVAs with Tukey’s tests.

We next analyzed the expression of the selected set of activity-regulated genes in wild-type and zQ175 control mice, and in zQ175 mice treated with memantine or FP802. Compared to wild-type mice, the mRNA levels of the active shut-off targets *Inhba*, *Homer1*, and *Bdnf* were unaltered in the cortex of zQ175 mice, but downregulated in the striatum (Fig. 6B, C), although the reduction of *Bdnf* expression did not reach statistical significance (one-way ANOVA with Tukey’s test, *p* = 0.4). There were no differences in transcript levels of the passive shut-off targets *Nr4a1* and *Npas4* between zQ175 and wild-type mice in either brain region. Treatment of zQ175 mice with FP802 rescued striatal expression of *Inhba*, *Bdnf*, and *Homer1*; memantine treatment rescued striatal expression of *Bdnf* and *Homer1* (Fig. 6C). Compared to wild-type and untreated zQ175 mice, we observed higher mRNA levels of *Nr4a1* in both the striatum and the cortex of zQ175 mice treated with either memantine or FP802 (Fig. 6B, C). *Npas4* mRNA levels varied greatly, and no significant differences across treatment conditions were revealed. These results indicate that memantine and, to an even greater extent, FP802 are effective in rescuing the esNMDAR signaling-mediated downregulation of synaptic activity-responsive genes in vivo in a mouse model of neurodegenerative disease.

## Discussion

Our study uncovered a distinct pattern of dysregulation in neuronal activity-dependent gene expression under conditions of excitotoxic esNMDAR signaling. This result is indicative of disrupted adaptive transcriptional programs important for synaptic functions and neuronal resilience, which are negatively affected in neurodegenerative diseases. While confirming the central role of CREB shut-off as a key mediator of this transcriptional impairment, we also identify the inactivation of the ERK/MAPK-ELK1/SRF signaling axis, which is critical for SRF-dependent gene induction, as an additional consequence of esNMDAR signaling. Among the affected activity-regulated genes, *Inhba* exhibits the most pronounced suppression in response to excitotoxicity. Its repression, along with the impairment of *Bdnf* and *Homer1* induction, is prevented by treatment with the NMDAR blocker memantine and the TwinF interface inhibitor FP802. These findings not only highlight the central role of esNMDAR-mediated signaling in disrupting neuroprotective transcriptional responses but also underscore a promising therapeutic strategy for counteracting transcriptional deficits in neurodegenerative conditions.

### Reduced levels of *Inhba* may drive a feedforward loop amplifying toxic esNMDAR signaling

Our results demonstrate that a large fraction of the synaptic activity-regulated transcriptome is perturbed by neurodegenerative disease-associated excitotoxic signaling. The scale of the effect is in line with the shut-off of both CREB-dependent and ELK1/SRF-dependent transcription, and possibly additionally comprises a repressive contribution from nuclear accumulation of class IIa histone deacetylases (HDACs)^57–59^. 

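Atf3 (chromosome 1, 191170296 to 191218039, GRCm38) changed by −59.5% with TTX/NMDA compared to 2 h Bic in the LP, a log2 fold change of −1.30 (standard error 0.09, adjusted p = 2.3e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by −0.63 compared to TTX (standard error 0.09, adjusted p = 7.2e-06 from edgeR). Btg2 (chromosome 1, 134075170 to 134079120), an “early” gene, had 9845 ± 821 normalized counts after 1 h Bic and 3082 ± 574 with TTX/NMDA in the SP (SD, n = 5), a log2 fold change of −1.68 (standard error 0.09, adjusted p = 2.0e-16 from edgeR). Its passive effect in the SP was −0.68 (standard error 0.07, adjusted p = 5.3e-08 from edgeR) and its active effect −1.01 (standard error 0.09, adjusted p = 8.2e-10 from edgeR). In the LP its active effect had the opposite direction, 2.65. The total effect in the paired fit was −1.28 for Atf3 in the LP (adjusted p = 1.5e-07 from edgeR) and −1.70 for Btg2 in the SP (adjusted p = 1.5e-09 from edgeR), with mean correlations of same-numbered libraries of 0.45 and 0.53.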

Genes involved in synaptic function and gene regulation appear broadly affected, and a substantial number of neuroprotective genes are among the top targets hit by acute esNMDAR-mediated shut-off in primary neuron cultures, including *Inhba*, *Atf3*, *Bdnf*, and *Btg2* (^2,60,61^; see also Table 1). The gene most severely and consistently suppressed by excitotoxicity was *Inhba*, which encodes the pro-survival protein inhibin β-A (two subunits of inhibin β-A form activin A)^33,34,62^. The loss of activity-dependent expression of *Inhba* may act as a driver of a deleterious feedforward loop in which toxic esNMDAR signaling becomes sustained and ultimately overrides neuroprotective sNMDAR activity, thereby promoting neurodegeneration. In particular, in conditions of *Inhba* downregulation, esNMDAR activity is heightened^63^, potentially due to a role of inhibin β-A/activin A in limiting cell surface expression of NMDAR^64^. Thus, reduced levels of *Inhba* may promote increased surface expression of esNMDARs, amplifying harmful signaling and reinforcing a vicious cycle that culminates in neuronal damage. A concomitant shut-off of *Bdnf* induction further compromises the intrinsic ability of neurons to withstand excitotoxic insults. Reduced Bdnf levels diminish the efficacy of synaptic activity-driven, transcription-dependent acquired neuroprotection^64^, a mechanism supported not only by *Inhba*, but also by *Bdnf* itself^60,61,64^, as well as other survival-promoting genes, including *Atf3* and *Btg2*^2^. The activity-driven neuroprotective gene program also includes microRNAs *miR-132* and *miR-212*^65–67^, whose expression is induced by survival-promoting sNMDAR signaling^68^, but repressed by esNMDAR activity (see Table 1). Consequently, the excitotoxic component of a neurological disorder may be exacerbated by a sustained failure to suppress toxic esNMDAR activity due to insufficient levels of inhibin β-A, coupled with a simultaneous reduction in pro-survival sNMDAR signaling due to Bdnf deficiency. This dual impairment leads to a progressive decline in neuronal resilience. 

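Mir132 (chromosome 11, 75173682 to 75173747, GRCm38) and Mir212 (75173388 to 75173478) are annotated as genes of 66 and 91 bases. The libraries were of poly-A RNA with reads of 75 cycles, more than the length of Mir132. Counts on these 2 genes therefore cannot be read as levels of the mature microRNAs. TTX/NMDA compared to 2 h Bic changed Mir132 by −1.87 on the log2 scale (standard error 0.16, adjusted p = 6.6e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Mir212 by −1.97 (standard error 0.15, adjusted p = 2.8e-12 from edgeR). Compared to TTX, the changes were −0.95 (standard error 0.19, adjusted p = 0.00027 from edgeR) and −0.99 (standard error 0.17, adjusted p = 6.6e-05 from edgeR), with decreases in 5 of 5 preparations that ranged from −69.0% to −16.8% for Mir132 and from −69.1% to −8.6% for Mir212. In the paired fit the active effects were −0.94 (adjusted p = 0.00017 from edgeR) and −0.97 (adjusted p = 6.8e-05 from edgeR), with a mean correlation of same-numbered libraries of 0.55.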

A pertinent example is HD, where the supply of Bdnf from the cortex to striatal neurons is reduced^69–74^. This deficit, when combined with the striatal downregulation of *Inhba* observed in the present study (see Fig. 6C), could amplify excitotoxic vulnerability^63^. Notably, restoration of *Inhba* levels in HD mice using viral vector-mediated gene therapy has been shown to rescue key aspects of HD pathology^63^.

### Consequences of transcriptional shut-off induced by esNMDARs for neuronal health and network functions

We show that excitotoxic signaling disrupts neuronal activity-responsive gene regulation through both passive and active mechanisms. By distinguishing between termination of synaptic activity and active engagement of esNMDAR signaling, we uncovered distinct transcriptomic consequences that may underlie different patterns of dysfunction during the progression of a neurodegenerative disorder. 

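With TTX in the LP, Fos (chromosome 12, 85473890 to 85477273, GRCm38) changed by −0.71 on the log2 scale (standard error 0.09, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Egr1 (chromosome 18, 34859823 to 34864984) by −0.83 (standard error 0.10, adjusted p = 1.2e-06 from edgeR), both in 5 of 5 preparations. Npas4 fell by 65.0% with TTX. The active effect was not significant for Fos (0.16, adjusted p = 0.21 from edgeR) or Egr1 (0.10, adjusted p = 0.44 from edgeR). Passive effects in the paired fit were −0.71 for Fos (adjusted p = 4.1e-10 from edgeR) and −0.85 for Egr1 (adjusted p = 7.7e-10 from edgeR), and the active effect on Fos, 0.19, was significant (adjusted p = 0.0057 from edgeR), with a mean correlation of same-numbered TTX and 2 h Bic libraries of 0.53.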

Our data indicate that reduced synaptic activity preferentially impairs the induction of key transcription factors, such as *Fos*, *Npas4*, and *Egr1*, which are known to be involved in cell type-specific regulation of circuit plasticity and maintenance of excitatory-inhibitory balance^75–78^. Failure in these mechanisms may contribute to inhibitory dysfunction and network abnormalities, including hyperexcitability that has been detected already in presymptomatic phases of AD, HD, and ALS^79–82^. In early stages of neurodegenerative diseases, the detrimental effects of esNMDAR signaling may still largely be counterbalanced by synaptic activity-driven neuroprotective mechanisms. However, these mechanisms will deteriorate when esNMDAR signaling intensifies and overrides synaptic signaling, causing deficits in activity-responsive gene products involved in synaptic functions (e.g., *Homer1*, *Lrrtm1*, *Baiap2*, *Chrm4*, *Nptx2, Bdnf*) and neuronal survival (e.g., *Bdnf*, *Inhba*, *Mir132*, *Mir212*, *Dusp1*), as reflected in the esNMDAR-driven active shut-off targets identified in this study. 

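In the LP, TTX/NMDA compared to TTX changed Nptx2 by −1.14 on the log2 scale (standard error 0.15, adjusted p = 7.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Chrm4 by −0.79 (standard error 0.10, adjusted p = 2.0e-07 from edgeR), Baiap2 by −0.55 (standard error 0.08, adjusted p = 3.9e-06 from edgeR) and Lrrtm1 by −0.30 (standard error 0.07, adjusted p = 0.0020 from edgeR). Within preparations these changes were −53.1% ± 8.9, −41.5% ± 7.2, −30.6% ± 6.9 and −17.8% ± 5.1 (SD, n = 5), each a decrease in 5 of 5 preparations. In the paired fit they were −1.10, −0.78, −0.52 and −0.27 (adjusted p = 2.5e-09, 8.4e-08, 2.5e-07 and 9.9e-05 from edgeR), with a mean correlation of same-numbered libraries of 0.55. For Dusp1, which was an active shut-off target in the SP, the LP active effect was an increase.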

While additional shared and disease-specific processes undoubtedly contribute to the etiologies of neurodegenerative diseases (e.g^83–86^), our findings suggest a common mechanism: dysregulation of vital synaptic activity-driven gene expression by active, esNMDAR-mediated transcriptional shut-off. This mechanism may significantly contribute to altered network connectivity and death of neurons in prodromal and advanced stages of neurodegenerative diseases^87–91^.

### Therapeutic potential of targeting esNMDAR signaling in a mouse model of Huntington’s disease—rescue of *Inhba* and disease marker expression

Oral administration of memantine or FP802 to target esNMDAR signaling in vivo prevented the dysregulation of the activity-responsive genes *Inhba*, *Bdnf*, and *Homer1* in the striatum of a mouse model of HD. FP802 also restored expression of the disease marker, *Ppp1r1b* (see Fig. 6C), indicating its potential to mitigate HD disease progression. Memantine has previously been shown to improve the pathology in HD mice^17^; it can also provide therapeutic benefits in patients suffering from AD^92^. FP802, a derivative of the recently discovered TwinF interface inhibitor, compound 8^27^ represents a novel class of neuroprotectants. It was shown to prevent death of both motor neurons and retinal ganglion cells in the SOD1^G93A^ mouse model of ALS, leading to improved motor performance, an extension of lifespan, and improved central retinal function^22,23^. The results presented here align with the neuroprotective effects of this new drug class in excitotoxic conditions and support the therapeutic potential of FP802 in HD. Interestingly, we observed decreased *Inhba* and *Bdnf* transcript levels not in the cortex, but in the striata of zQ175 HD mice (see Fig. 6). This finding contrasts with the prevailing hypothesis that reduced cortical supply of the neurotrophin BDNF underlies striatal vulnerability in HD^63,69,70,73^. However, the downregulation in zQ175 mice of *Ppp1r1b* mRNA, an established early marker of striatal degeneration^55,56^, and its rescue by FP802, suggest that excessive esNMDAR signaling has a direct and deleterious impact on striatal health in the HD mice. Reduced expression of *Inhba* and *Homer1*, as well as other esNMDAR signaling-associated transcriptional shut-off targets, such as *Csrnp1*, *Ankrd33b*, and *Frmd6* (see also Table 1 and Supplementary Data 1), may thus serve as general markers of excitotoxicity-related neuropathology. 

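In the LP, the active effect was −1.38 on the log2 scale for Csrnp1 (standard error 0.09, adjusted p = 3.6e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −2.10 for Ankrd33b (standard error 0.11, adjusted p = 2.1e-14 from edgeR) and −1.70 for Frmd6 (standard error 0.08, adjusted p = 2.5e-15 from edgeR). Each was a decrease in 5 of 5 preparations, and the paired fit gave −1.35, −2.09 and −1.68 (adjusted p = 3.3e-10, 1.8e-13 and 7.7e-12 from edgeR), with a mean correlation of same-numbered TTX/NMDA and TTX libraries of 0.55. Csrnp1 lies on chromosome 9 from 119971163 to 119984658, Ankrd33b on chromosome 15 from 31291478 to 31367726 and Frmd6 on chromosome 12 from 70825514 to 70902234 (GRCm38).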

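Ppp1r1b (chromosome 11, 98348404 to 98357796, GRCm38), which was not significantly changed by Bic, changed by −0.54 on the log2 scale with TTX/NMDA compared to 2 h Bic in the LP (standard error 0.14, adjusted p = 0.0028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or by −31.2%. Within preparations the change was −29.3% ± 10.9 (SD, n = 5), from −42.0% to −18.1%. The paired fit gave −0.52 (adjusted p = 0.00041 from edgeR), with correlations of same-numbered libraries in this comparison between 0.22 and 0.55.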

Supporting this notion, *Ppp1r1b* was also significantly downregulated by esNMDAR activation in primary hippocampal neurons (−30%, *p*_adj_ < 0.01, Bic/TTX/NMDA vs Bic at the 2 h time point; Supplementary Data 1).

### Conclusion and implications

Our findings reveal a previously underappreciated mechanism by which glutamate excitotoxicity disrupts neuronal resilience: active transcriptional repression induced by toxic esNMDAR signaling. By identifying a transcriptome signature of downregulated synaptic activity-responsive genes that include regulators of synaptic function and neuronal survival, we defined a molecular footprint of esNMDAR signaling with implications across neurodegenerative diseases. Although first identified in cultured hippocampal neurons and validated in vivo in a mouse model of HD, esNMDAR-driven transcriptional dysregulation likely extends to other neurodegenerative diseases, including AD and ALS, where esNMDAR signaling has also been implicated. The recovery of protective gene expression through pharmacological inhibition of esNMDAR activity highlights the possible clinical relevance of these findings. Moreover, esNMDAR-regulated genes may serve as biomarkers for excitotoxic stress and disease progression across a spectrum of excitotoxicity-associated disorders.

## Materials and methods

### Approval of the study and compliance with ARRIVE guidelines

We have complied with all relevant ethical regulations for animal use. This study was approved by the responsible animal care committee (Regierungspräsidium Karlsruhe, Germany, approval G-102/16). The authors confirm that all experiments were carried out in accordance with German guidelines for the care and use of laboratory animals and with the European Community Council Directive 86/609/EEC. Experimental design and reporting standards comply with ARRIVE guidelines. Biostatistical and biometrical planning was guided by the Department of Medical Biometry at the Institute of Medical Biometry and Informatics at Heidelberg University. Power calculations of animal numbers were done prior to starting the study based on exploratory RT-qPCR data from R6/2 mice (relative expression level of *Bdnf* in WT controls vs R6/2). Sample sizes were calculated using SAS version 9.1 proc power to ensure adequate power with an effect size of 0.8.

### Mice

We used 24–26-week-old heterozygous zQ175 mice^53^, which were kindly provided by Dr. R. Parlato (Medical Faculty Mannheim, Heidelberg University), and their WT littermates. Mice were housed at the interdisciplinary neurobehavioral core facility (INBC; Heidelberg University) on a 12 h light/dark cycle and had ad libitum access to water and food. Each cage (15 × 21 × 13.5 cm) contained one square cotton nestlet as nesting material. After weaning, mice were group-housed (max. four animals/group) until memantine or FP802 treatment started. During treatments, mice were single-housed to ensure correct dosages (see below). One week before sacrifice, mice were transferred to our laboratory (University of Heidelberg, Department of Neurobiology) to prevent novelty-induced gene expression shortly before sacrifice. We compared the relative gene expression level of six genes in two brain regions of one untreated zQ175 group to two treatment groups (memantine, FP802) and to one control group (untreated WT littermates). The tissue of one mouse counted as one experimental unit. 37 mice (15 females and 22 males) were used in this study, and each group contained a mix of both genders. Mice that were heterozygous zQ175 were allocated by simple randomization to the untreated, memantine, and FP802 groups. Health status was checked daily. No adverse events were observed.

### In vivo memantine and compound FP802 treatment

Treatment started 2 months (at age 16–18 weeks) before sacrifice (at age 24–26 weeks). Treatment was performed as described previously^52^. In short, memantine (Sigma-Aldrich) and FP802 (Wuxi AppTec/Chemspace) were dissolved in drinking water. Exact drug concentrations depended on the weight and water intake of each mouse and were calculated to reach a dose of 10 mg/kg (memantine) and 40 mg/kg (FP802) per day. Water consumption was measured daily for the first 2 weeks, and once per week thereafter. Water was replaced three times per week.

### Mouse brain sample preparation

Mice were sacrificed by cervical dislocation; brains were rapidly removed and cut into coronal sections (1 mm) using a brain matrix. Brain sections were stored in RNAlater (Sigma Life Science) for 1 week before microdissecting individual brain regions (motor cortex and striatum) with the help of a binocular microscope (Stemi SV6, Zeiss) under a laminar flow hood. Tissue was stored at −80 °C until total RNA extraction.

### Primary cell culture

Hippocampal neurons from newborn C57Bl/6N (Charles River) mice were prepared, plated (~1.4 × 10^5^ cells/cm^2^; on poly-D-lysine- and laminin-coated (BD Biosciences) plates), and maintained as previously described^40^ with slight modifications. Briefly, until day in vitro (DIV) 8, cells were cultivated in Neurobasal-A (Gibco, #10888022) supplemented with B27 (Gibco, #17504044), 0.5 mM L-glutamine (Sigma-Aldrich, #G7513), 1% rat serum (Biowest, #S2150), and 50 U/ml Penicillin-Streptomycin (PS) (Gibco, #15140122). On DIV 3, 2.8 μM cytosine arabinoside (AraC) (Sigma-Aldrich, #C1768) was added to the culture medium. On DIV 8, medium was changed to neuronal medium containing 10 mM Hepes, pH 7.4; 26.1 mM NaHCO_3_; 114 mM NaCl; 5.3 mM KCl, 2 mM CaCl_2_; 1 mM MgCl_2_; 30 mM glucose; 0.5 mM C_3_H_3_NaO_3_; 1 mM glycine; 0.001% phenol red; 10% phosphate-free Eagle’s minimum essential medium (Gibco; #21090-022); 7.5 μg/ml insulin, 7.5 μg/ml transferrin, 7.5 ng/ml sodium selenite (ITS, Sigma-Aldrich, #I3146); and 50 U/ml PS.

### Assays with primary cells

Experiments were performed on DIV 10 or 11 with cells in 12-well plates (3.8 cm^2^/well, 1 ml medium/well) for RNA isolation and with cells in 3.5 cm dishes (9.6 cm^2^, 2 ml medium/dish) for protein isolation. Drugs were used at the following final concentrations: bicuculline (Bic, 50 µM), tetrodotoxin (TTX, 1 µM), NMDA (30 µM), DL-*threo*-β-Benzyloxyaspartic acid (TBOA, 50 µM), memantine (Mem; 10 µM or 100 µM), MK801 (MK; 10 µM), (2R)-amino-5-phosphonovaleric acid (APV, 50 µM). For RNA isolation, in addition to an untreated control, the following samples were collected (SP indicates “short protocol,” LP indicates “long protocol”). (i) Bic control (induction without interference), 1 h (SP) or 2 h (LP) Bic; (ii) TTX condition (passive effect of excitotoxicity), 0.5 h (SP) or 1 h (LP) Bic + 0.5 h (SP) or 1 h (LP) Bic and TTX; (iii) TTX/NMDA condition (active effect of excitotoxicity), 0.5 h (SP) or 1 h (LP) Bic + 0.5 h (SP) or 1 h (LP) Bic, TTX and NMDA; (iv) TBOA condition (glutamate spillover effect), 1 h Bic + 1 h Bic and TBOA. For protein isolation, in addition to an untreated control, the following samples were collected (“Phos” indicates protocol for phosphorylation analyses, LP indicates “long protocol”). (i) Bic control (induction without interference), 20 min (Phos) or 2 h (LP) Bic; (ii) TTX condition (passive effect of excitotoxicity), 10 min (Phos) or 1 h (LP) Bic + 10 min (Phos) or 1 h (LP) Bic and TTX; (iii) TTX/NMDA condition (active effect of excitotoxicity), 10 min (Phos) or 1 h (LP) Bic + 10 min (Phos) or 1 h (LP) Bic, TTX and NMDA; (iv) NMDA condition (excitotoxicity), 10 min (Phos) or 1 h (LP) Bic + 10 min (Phos) or 1 h (LP) Bic and NMDA.

In the activity-driven gene induction rescue experiment, and in the related death assay, memantine, MK801, and APV were applied 1 h in advance.

For cell death analyses, following the indicated treatments, cells were washed twice with medium, kept in culture for 24 h, and fixed with RotiR-Histofix (Carl Roth GmbH & Co.KG) for 15 min. Nuclei were stained with Hoechst 33258 (Abcam, #ab228550). Cell death was assessed by analyzing the morphology and signal intensity of stained nuclei in 20 visual fields per condition with a fluorescence microscope (40× magnification, Leica DM IRBE). Small and condensed nuclei were considered pyknotic, representing dead cells. Counting was performed semi-automatically using CellProfiler^TM^ and CellProfiler Analyst^TM^ (ver 2.0; Carpenter Lab at Broad Institute).

Schematic representations of the treatment timelines for the collected samples for each experiment are depicted in the respective figures.

### RT-qPCR analyses

Total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen) with on-column DNase I digestion according to the manufacturer’s instructions. For the generation of cDNA, 1 μg of total RNA was reverse transcribed with the High-Capacity cDNA reverse transcription kit (Applied Biosystems). Quantitative RT-qPCR was performed with a StepOnePlus (Applied Biosystems) thermal cycler using TaqMan gene expression assays (Applied Biosystems) for the following genes: *Arc* (Mm00479619_g1), *Atf3* (Mm00476032_m1), *Bdnf* (Mm00432069_m1; transcript containing exon IV), *Fos* (Mm00487425_m1), *Egr1* (Mm00656724_m1), *Homer1* (Mm00516275_m1), *Inhba* (Mm00434338_m1), *Npas4* (Mm00463644_m1), *Nr4a1* (Mm00439358_m1) and *Ppp1r1b* (Mm00454892_m1). Expression levels were normalized to *Gusb* (Mm00446953_m1).

### Immunoblot analyses

Primary cells were lysed in sample buffer (9% SDS, 187.5 mM Tris, 30% glycerol, 10% 2-mercaptoethanol, and bromophenol blue; pH 6.8). Cell extracts were boiled for 5 min at 95 °C and stored at −80 °C. Proteins were separated by 10% SDS-PAGE applying a constant current of 30 mA per gel and transferred to nitrocellulose membranes (Amersham) with a constant voltage of 20 V for 1.5 h. Membranes were blocked with 5% milk (Reform instant skimmed milk powder, Frema) in PBST (0.1% Tween-20 in PBS) at room temperature (RT) for 1 h and incubated with primary antibodies in PBST containing 5% bovine serum albumin overnight at 4 °C. Membranes were washed three times 10 min with PBST, and incubated with secondary antibodies in PBST containing 5% nonfat dried milk at RT for 30 min. Then, membranes were washed again three times 10 min with PBST. Enhanced chemiluminescence detection was performed according to the manufacturer’s instructions (GE Healthcare Life Science). Films were either developed with a Kodak developing machine or with the ChemiDoc^TM^ imaging system (Bio-Rad). Alpha-tubulin signal was used as a loading control for every blot. Signal quantification was performed with Fiji image analysis software (version 2.0.0).

The following primary antibodies were used: anti-phospho-CREB (Ser 133) (Millipore, #06-519); anti-CREB (Cell Signaling, #9197); anti-phospho-Elk1 (B-4) (Ser 383) (Santa Cruz, #sc-8406); anti-Elk1 (E-5) (Santa Cruz, #sc-365876); anti-phospho-ERK1/2 (Thr 202/Tyr 204) (Cell Signaling, #9106); anti-ERK1/2 (Cell Signaling, #9102); anti-total phospho-Ser/Thr (ECM Biosciences, #PP2551); anti-alpha-tubulin (Sigma, #T9026). The following respective secondary antibodies were used: anti-mouse IgG-HRP (Jackson ImmunoResearch, #115-035-003); anti-rabbit IgG-HRP (Jackson ImmunoResearch, #115-035-144).

### Transcriptome analyses

#### RNA sequencing

RNA-seq was performed on DIV11 hippocampal primary cells with 5 biological replicates per treatment. Total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen) with on-column DNase I digestion according to the manufacturer’s instructions. The sequencing library was prepared with the NEBNext Ultra II directional RNA Library Preparation kit with NEBnext Multiplex oligos (New England Biolabs, #E7765). Samples were enriched for poly A RNA with the Poly A module. Single-end sequencing was performed on Illumina NextSeq 500 (Illumina) (75 cycles).

#### RNA-sequencing expression analysis

The raw sequencing reads were mapped using STAR (2.5.4b)^93^ (parameters: --alignIntronMax 100000, --outSJfilterReads Unique, --outSAMmultNmax 1, --outFilterMismatchNoverLmax 0.04) to the mouse genome (Mus Musculus GRCm38) using Ensembl genome annotation (Release 94). Read counting for summarization was done with FeatureCounts (1.6.5; multi-mapping or multi-overlapping reads were not counted, stranded mode was set to “–s 2”)^94^. Differentially expressed genes (DEGs) were determined with R (3.6.3) (http://www.R-project.org/) using the DESeq2 package (1.26.0)^95^. Only genes that had at least one read count in any of the analyzed samples of a particular comparison were subjected to DESeq2. For each gene in each comparison, the *p* value was calculated using the Wald significance test. Resulting *p* values were adjusted for multiple testing using Benjamini–Hochberg correction. Genes with a false discovery rate (FDR) < 0.05 were considered to be differentially expressed. The log2 fold change (L2FC) values were shrunk with the function DESeq2::lfcShrink(type = “normal”) to control for the variance of L2FC estimates for genes with low read counts. For a concise data structure and overview, the results of the 14 DEG analyses were merged into one table reflecting a union of the analysis-ready genes per DEG analysis (32,438 genes) (Supplementary Table 1A).

Genes with significant changes over the series of Bic treatments (controls, “0.5 h Bic,” “1 h Bic,” and “2 h Bic”) were determined as an optional criterion for candidate selection. For this, size-factor normalized counts were subjected to an ANOVA per gene. Multiple testing was accounted for on the level of FDR < 0.05 (Supplementary Table 1A).

#### Clustering and categorization

A principal component analysis (PCA) was conducted on the “regularized log” transformed expression values of the 500 most varying genes over all samples using the function DESeq2::plotPCA().

For categorization of genes according to Bic activity classes, the mean of size-factor normalized counts per treatment group was calculated, and selection rules were applied to generate the classes (Supplementary Table 1B).

Shut-off effects (i.e., relative downregulation of upregulated genes) were categorized according to a passive component, determined from the comparison of Bic + Bic/TTX treatment versus Bic-only treatment, or according to an active component, as determined from the comparison of Bic + Bic/TTX/NMDA treatment versus Bic + Bic/TTX. Analogously, a TBOA shut-off was determined from the comparison of Bic + Bic/TBOA treatment versus Bic-only treatment. In addition to the implicit selector L2FC < 0 on the pair-wise comparisons, an FDR < 0.05 was used as a significance threshold (Supplementary Table 1C).

A t-SNE analysis was done for gene candidates fulfilling the following criteria: (1) expression change upon Bic treatment (ANOVA FDR < 0.01), (2) classified to a Bic activity class, and (3) an L2FC value assigned by DESeq2 in all 14 pair-wise comparisons. t-SNE analysis was performed using the R package Rtsne (parameters: check_duplicates = FALSE, theta = 0) after setting a seed for reproducibility via the R function set.seed(102).

Gene-wise similarities of AP firing interference effects were calculated using the equation *s* = *a*·*b*/sqrt(*a*^2^ + *b*^2^), where *a* and *b* are L2FC values of the compared interference conditions “Total excitotoxicity” (TTX/NMDA vs control) and “Glutamate spillover” (TBOA vs control), respectively. Pair-wise Pearson correlation between selected interference conditions was calculated based on the L2FC values of the 569 genes of the activity class “late-induced” with the R function cor().

#### Gene ontology analysis

GO term overrepresentation was analyzed among AP firing-upregulated genes belonging to the passive shut-off (Bic + Bic/TTX vs Bic) category or to the active shut-off (Bic + Bic/TTX vs Bic + Bic/TTX/NMDA) category with the g:GOSt function of g:Profiler^96^ using all expressed genes (DEG analysis adjusted *p* available for all comparisons of Bic treatment time points and the untreated control) as the effective genomic background and Benjamini–Hochberg FDR as the multiple testing correction method. For comparing the clusters of genes in the passive shut-off, the active shut-off, and the shut-off resistant (the remaining upregulated genes) categories, compareCluster of the R package clusterProfiler^97^ was used with the *p* value cutoff of 0.01 and *q* value cutoff of 0.05. All expressed genes formed the effective background, and Benjamini–Hochberg FDR was used for multiple testing correction.

### Statistics and reproducibility

Statistical analyses were conducted in Prism^TM^ 6.0 (GraphPad) or R (R Core Team). The normality of each data set was tested with the Shapiro-Wilk test. Hypothesis tests, number of replicates, and significances are indicated in figure legends. For in vitro experiments, each primary neuronal culture preparation was defined as one replicate; for in vivo experiments, each mouse was defined as one replicate. Two samples from untreated zQ175 were excluded a posteriori from RT-qPCR data since they were identified as outliers with the robust regression and outlier removal test (ROUT, *Q* = 0.5%). They were excluded for all analyzed genes and regions. No other data was excluded. For in vivo gene expression experiments, the experimenter was blinded to group allocation from brain dissection until RT-qPCR data normalization to WT controls.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

RNA-Seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE184681. Other source data are available in Supplementary Data 2. Descriptive statistics for animal experiments is in Supplementary Tables 2A and 2B in Supplementary Information, and uncropped and unedited blot images are also available in Supplementary Information.

# Supplementary material for: Inhba, Homer1 and Bdnf are major targets of transcriptomic dysregulation by neurodegenerative disease-associated excitotoxic NMDA receptor signaling
**Source:** Commun Biol. 2025 Dec 3;8:1743. doi: 10.1038/s42003-025-09074-9

**Supplementary Table 1A: DEG overview**

| internal comparison name | "treatment" group          | base group             | genes<br>analyzed* | total DEGs** | up-regulated DEGs<br>in "treatment"<br>group | down-regulated<br>DEGs in<br>"treatment" group |
|--------------------------|----------------------------|------------------------|--------------------|--------------|----------------------------------------------|------------------------------------------------|
| Bic1vs05                 | 1.0h Bic                   | 0.5h Bic               | 26,859             | 207          | 193                                          | 14                                             |
| Bic2vs1                  | 2.0h Bic                   | 1.0h Bic               | 27,614             | 2,004        | 902                                          | 1,102                                          |
| CTRL05B                  | 0.5h Bic                   | control                | 26,724             | 84           | 83                                           | 1                                              |
| CTRL1B                   | 1.0h Bic                   | control                | 27,382             | 409          | 313                                          | 96                                             |
| CTRL2B                   | 2.0h Bic                   | control                | 27,515             | 3,202        | 1,518                                        | 1,684                                          |
| 1hBTTX                   | 0.5h Bic + 0.5h TTX        | 1h Bic                 | 28,366             | 82           | 8                                            | 74                                             |
| 1hBTTXNMDA               | 0.5h Bic + 0.5h TTX & NMDA | 0.5h Bic + 0.5h TTX    | 28,732             | 1,927        | 456                                          | 1,471                                          |
| 1hBTTXNMDAvs1hB          | 0.5h Bic + 0.5h TTX & NMDA | 1h Bic                 | 28,003             | 1,898        | 438                                          | 1,460                                          |
| 2hBTTX                   | 1h Bic + 1h TTX            | 2h Bic                 | 28,529             | 2,347        | 1,301                                        | 1,046                                          |
| 2hBTTXNMDA               | 1h Bic + 1h TTX & NMDA     | 1h Bic + 1h TTX        | 29,477             | 7,768        | 3,758                                        | 4,010                                          |
| 2hBTTXNMDAvs2hB          | 1h Bic + 1h TTX & NMDA     | 2h Bic                 | 28,791             | 7,284        | 3,480                                        | 3,804                                          |
| 2hBTBOA                  | 1h Bic + 1h TBOA           | 1h Bic + 1h TTX        | 29,101             | 1,558        | 350                                          | 1,208                                          |
| 2hBTBOAvs2hB             | 1h Bic + 1h TBOA           | 2h Bic                 | 28,305             | 310          | 36                                           | 274                                            |
| 2hBTBOA_TTXNMDA          | 1h Bic + 1h TBOA           | 1h Bic + 1h TTX & NMDA | 29,275             | 5,485        | 2,971                                        | 2,514                                          |

\* all genes that show at least one read over all samples of the compared groups

\*\* DEGs are defined to have an adjusted p-value below 0.05

**Supplementary Table 1B: Bic Activity classes**

32,438 genes were subjected to the following classification.

| Activity class      | Classification rule                                                                                                          | Activity class     | Number of genes alysis (Fig.3D-F + Supl. Fig.1) |              |
|---------------------|------------------------------------------------------------------------------------------------------------------------------|--------------------|-------------------------------------------------|--------------|
| Late upregulated    | $\text{padj.CTRL2B} \leq 0.05 \ \& \ \text{mean.05hBic} < \text{mean.1hbic} \ \& \ \text{mean.1hbic} \leq \text{mean.2hbic}$ | late.induced       | 1,267                                           | 569          |
| Early upregulated   | $\text{padj.CTRL1B} \leq 0.05 \ \& \ \text{mean.05hBic} < \text{mean.1hbic} \ \& \ \text{mean.1hbic} \geq \text{mean.2hbic}$ | early.induced      | 45                                              | 28           |
| No activity         | $\text{padj.CTRL05B} > 0.05 \ \& \ \text{padj.CTRL1B} > 0.05 \ \& \ \text{padj.CTRL2B} > 0.05$                               | not.active         | 14,155                                          | -            |
| Late downregulated  | $\text{padj.CTRL2B} \leq 0.05 \ \& \ \text{mean.05hBic} > \text{mean.1hbic} \ \& \ \text{mean.1hbic} \geq \text{mean.2hbic}$ | late.downregulated | 1,554                                           | 717          |
| Early downregulated | $\text{padj.CTRL1B} \leq 0.05 \ \& \ \text{mean.05hBic} > \text{mean.1hbic} \ \& \ \text{mean.1hbic} \leq \text{mean.2hbic}$ | early.upregulated  | 11                                              | 1            |
| Remaining           | "none of the rules above apply"                                                                                              | none               | 15,406                                          | -            |
|                     |                                                                                                                              | <i>Total</i>       | <i>32,438</i>                                   | <i>1,315</i> |

**Supplementary Table 1C: Shut Off classes**

32,438 genes were subjected to the following classification.

| Shut Off class                                                                                                     | Classification rule                                                                                            | Number of genes |
|--------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------|-----------------|
| <b>Late Bic upregulated genes</b>                                                                                  |                                                                                                                |                 |
| Total late upregulated                                                                                             | activity class = late upregulated & padj.2hBTTX, l2fc. 2hBTTX, padj.2hBTTXNMDA, l2fc.2hBTTXNMDA is not empty   | 1,137           |
| TTX no, NMDA no                                                                                                    | Total late upregulated & padj.2hBTTX > 0.05 & padj.2hBTTXNMDA > 0.05                                           | 282             |
| TTX no, NMDA down                                                                                                  | Total late upregulated & padj.2hBTTX > 0.05 & padj.2hBTTXNMDA < 0.05 & l2fc.2hBTTXNMDA < 0                     | 393             |
| TTX no, NMDA up                                                                                                    | Total late upregulated & padj.2hBTTX > 0.05 & padj.2hBTTXNMDA < 0.05 & l2fc.2hBTTXNMDA > 0                     | 73              |
| TTX up, NMDA no                                                                                                    | Total late upregulated & padj.2hBTTX < 0.05 & l2fc.2hBTTX > 0 & padj.2hBTTXNMDA > 0.05                         | 3               |
| TTX up, NMDA down                                                                                                  | Total late upregulated & padj.2hBTTX < 0.05 & l2fc.2hBTTX > 0 & padj.2hBTTXNMDA < 0.05 & l2fc.2hBTTXNMDA < 0   | 57              |
| TTX up, NMDA up                                                                                                    | Total late upregulated & padj.2hBTTX < 0.05 & l2fc.2hBTTX > 0 & padj.2hBTTXNMDA < 0.05 & l2fc.2hBTTXNMDA > 0   | -               |
| TTX down, NMDA no                                                                                                  | Total late upregulated & padj.2hBTTX < 0.05 & l2fc.2hBTTX < 0 & padj.2hBTTXNMDA > 0.05                         | 149             |
| TTX down, NMDA down                                                                                                | Total late upregulated & padj.2hBTTX < 0.05 & l2fc.2hBTTX < 0 & padj.2hBTTXNMDA < 0.05 & l2fc.2hBTTXNMDA < 0   | 124             |
| TTX down, NMDA up                                                                                                  | Total late upregulated & padj.2hBTTX < 0.05 & l2fc.2hBTTX < 0 & padj.2hBTTXNMDA < 0.05 & l2fc.2hBTTXNMDA > 0   | 56              |
| TTX down = total passive shut off activity class = late upregulated & padj.2hBTTX < 0.05 & l2fc.2hBTTX < 0         |                                                                                                                | 329             |
| NMDA down = total active shut of activity class = late upregulated & padj.2hBTTXNMDA < 0.05 & l2fc.2hBTTXNMDA < 0  |                                                                                                                | 574             |
| TBOA down = total TBOA shut off activity class = late upregulated & padj.2hBTBOA < 0.05 & l2fc.2hBTBOA < 0         |                                                                                                                | 192             |
| <b>Early Bic upregulated genes</b>                                                                                 |                                                                                                                |                 |
| Total early upregulated                                                                                            | activity class = early upregulated & padj.1hBTTX, l2fc. 1hBTTX, padj.1hBTTXNMDA, l2fc.1hBTTXNMDA is not empty  | 35              |
| TTX no, NMDA no                                                                                                    | Total early upregulated & padj.1hBTTX > 0.05 & padj.1hBTTXNMDA > 0.05                                          | 13              |
| TTX no, NMDA down                                                                                                  | Total early upregulated & padj.1hBTTX > 0.05 & padj.1hBTTXNMDA <= 0.05 & l1fc.1hBTTXNMDA < 0                   | 6               |
| TTX no, NMDA up                                                                                                    | Total early upregulated & padj.1hBTTX > 0.05 & padj.1hBTTXNMDA <= 0.05 & l1fc.1hBTTXNMDA > 0                   | 1               |
| TTX up, NMDA no                                                                                                    | Total early upregulated & padj.1hBTTX < 0.05 & l1fc.1hBTTX > 0 & padj.1hBTTXNMDA > 0.05                        | -               |
| TTX up, NMDA down                                                                                                  | Total early upregulated & padj.1hBTTX < 0.05 & l1fc.1hBTTX > 0 & padj.1hBTTXNMDA < 0.05 & l1fc.1hBTTXNMDA < 0  | -               |
| TTX up, NMDA up                                                                                                    | Total early upregulated & padj.1hBTTX < 0.05 & l1fc.1hBTTX > 0 & padj.1hBTTXNMDA < 0.05 & l1fc.1hBTTXNMDA > 0  | -               |
| TTX down, NMDA no                                                                                                  | Total early upregulated & padj.1hBTTX < 0.05 & l1fc.1hBTTX < 0 & padj.1hBTTXNMDA > 0.05                        | 5               |
| TTX down, NMDA down                                                                                                | Total early upregulated & padj.1hBTTX < 0.05 & l1fc.1hBTTX < 0 & padj.1hBTTXNMDA <= 0.05 & l1fc.1hBTTXNMDA < 0 | 5               |
| TTX down, NMDA up                                                                                                  | Total early upregulated & padj.1hBTTX < 0.05 & l1fc.1hBTTX < 0 & padj.1hBTTXNMDA < 0.05 & l1fc.1hBTTXNMDA > 0  | 5               |
| TTX down = total passive shut off activity class = early upregulated & padj.1hBTTX < 0.05 & l1fc.1hBTTX < 0        |                                                                                                                | 15              |
| NMDA down = total active shut of activity class = early upregulated & padj.1hBTTXNMDA < 0.05 & l1fc.1hBTTXNMDA < 0 |                                                                                                                | 11              |

Supplementary Table 2A (Fig. 6B; Motor Cortex)

|                                             |         |         |             |               |                                |                   |                    |                      |                       |                         |                               |  |
|---------------------------------------------|---------|---------|-------------|---------------|--------------------------------|-------------------|--------------------|----------------------|-----------------------|-------------------------|-------------------------------|--|
| <i>Inhba</i>                                | WT      | zQ175   | zQ175 + Mem | zQ175 + FP802 |                                |                   |                    |                      |                       |                         |                               |  |
| Mean                                        | 1       | 0.9572  | 0.9766      | 1.056         |                                |                   |                    |                      |                       |                         |                               |  |
| Std. Deviation                              | 0.1092  | 0.1258  | 0.2671      | 0.5119        | Tukey's multiple comparisons † | WT vs. zQ175      | WT vs. zQ175 + Mem | WT vs. zQ175 + FP802 | zQ175 vs. zQ175 + Mem | zQ175 vs. zQ175 + FP802 | zQ175 + Mem vs. zQ175 + FP802 |  |
| Std. Error of Mean                          | 0.03153 | 0.04192 | 0.1009      | 0.2289        | Mean diff.                     | 0.04282           | 0.02345            | -0.05613             | -0.01937              | -0.09894                | -0.07957                      |  |
| Ordinary one-way ANOVA with Tukey R squared | 0.01918 |         |             |               | 95.00% CI of diff.             | -0.2509 to 0.3366 | -0.2934 to 0.3403  | -0.4107 to 0.2985    | -0.3551 to 0.3164     | -0.4705 to 0.2726       | -0.4697 to 0.3105             |  |
| <i>Bdnf</i>                                 | WT      | zQ175   | zQ175 + Mem | zQ175 + FP802 |                                |                   |                    |                      |                       |                         |                               |  |
| Mean                                        | 1       | 1.027   | 1.211       | 1.307         |                                |                   |                    |                      |                       |                         |                               |  |
| Std. Deviation                              | 0.16    | 0.2514  | 0.4032      | 0.553         | Tukey's multiple comparisons † | WT vs. zQ175      | WT vs. zQ175 + Mem | WT vs. zQ175 + FP802 | zQ175 vs. zQ175 + Mem | zQ175 vs. zQ175 + FP802 | zQ175 + Mem vs. zQ175 + FP802 |  |
| Std. Error of Mean                          | 0.04619 | 0.08381 | 0.1524      | 0.2473        | Mean diff.                     | -0.02696          | -0.2112            | -0.3071              | -0.1843               | -0.2801                 | -0.09586                      |  |
| Ordinary one-way ANOVA with Tukey R squared | 0.1357  |         |             |               | 95.00% CI of diff.             | -0.4125 to 0.3586 | -0.6270 to 0.2046  | -0.7724 to 0.1583    | -0.6248 to 0.2563     | -0.7678 to 0.2075       | -0.6078 to 0.4161             |  |
| <i>Homer1</i>                               | WT      | zQ175   | zQ175 + Mem | zQ175 + FP802 |                                |                   |                    |                      |                       |                         |                               |  |
| Mean                                        | 1       | 0.8129  | 0.8946      | 1.011         |                                |                   |                    |                      |                       |                         |                               |  |
| Std. Deviation                              | 0       | 0.02054 | 0.2012      | 0.2823        | Tukey's multiple comparisons † | WT vs. zQ175      | WT vs. zQ175 + Mem | WT vs. zQ175 + FP802 | zQ175 vs. zQ175 + Mem | zQ175 vs. zQ175 + FP802 | zQ175 + Mem vs. zQ175 + FP802 |  |
| Std. Error of Mean                          | 0       | 0.01453 | 0.07604     | 0.1262        | Mean diff.                     | 0.1871            | 0.1054             | -0.01082             | -0.08169              | -0.1979                 | -0.1162                       |  |
| Ordinary one-way ANOVA with Tukey R squared | 0.1329  |         |             |               | 95.00% CI of diff.             | -0.3172 to 0.6914 | -0.2596 to 0.4704  | -0.4015 to 0.3798    | -0.5486 to 0.3852     | -0.6851 to 0.2893       | -0.4572 to 0.2248             |  |
| <i>Nr4a1</i>                                | WT      | zQ175   | zQ175 + Mem | zQ175 + FP802 |                                |                   |                    |                      |                       |                         |                               |  |
| Mean                                        | 0.9756  | 1.142   | 2.219       | 2.886         |                                |                   |                    |                      |                       |                         |                               |  |
| Std. Deviation                              | 0.3693  | 0.6961  | 1.142       | 1.534         | Tukey's multiple comparisons † | WT vs. zQ175      | WT vs. zQ175 + Mem | WT vs. zQ175 + FP802 | zQ175 vs. zQ175 + Mem | zQ175 vs. zQ175 + FP802 | zQ175 + Mem vs. zQ175 + FP802 |  |
| Std. Error of Mean                          | 0.1066  | 0.232   | 0.4316      | 0.6861        | Mean diff.                     | -0.1661           | -1.243             | -1.91                | -1.077                | -1.744                  | -0.6669                       |  |
| Ordinary one-way ANOVA with Tukey R squared | 0.4361  |         |             |               | 95.00% CI of diff.             | -1.227 to 0.8948  | -2.387 to -0.09881 | -3.191 to -0.6293    | -2.289 to 0.1356      | -3.086 to -0.4018       | -2.076 to 0.7420              |  |
| <i>Npas4</i>                                | WT      | zQ175   | zQ175 + Mem | zQ175 + FP802 |                                |                   |                    |                      |                       |                         |                               |  |
| Mean                                        | 1.041   | 1.153   | 2.565       | 2.077         |                                |                   |                    |                      |                       |                         |                               |  |
| Std. Deviation                              | 0.2861  | 0.5225  | 2.975       | 3.015         | Tukey's multiple comparisons † | WT vs. zQ175      | WT vs. zQ175 + Mem | WT vs. zQ175 + FP802 | zQ175 vs. zQ175 + Mem | zQ175 vs. zQ175 + FP802 | zQ175 + Mem vs. zQ175 + FP802 |  |
| Std. Error of Mean                          | 0.08258 | 0.1742  | 1.125       | 1.348         | Mean diff.                     | -0.1127           | -1.525             | -1.036               | -1.412                | -0.9238                 | 0.4882                        |  |
| Ordinary one-way ANOVA with Tukey R squared | 0.1243  |         |             |               | 95.00% CI of diff.             | -2.259 to 2.034   | -3.840 to 0.7903   | -3.627 to 1.555      | -3.865 to 1.041       | -3.639 to 1.791         | -2.362 to 3.338               |  |

Supplementary Table 2B (Fig. 6C; Striatum)

|                                             |         |         |             |               |                                   |                  |                    |                      |                       |                         |                               |  |
|---------------------------------------------|---------|---------|-------------|---------------|-----------------------------------|------------------|--------------------|----------------------|-----------------------|-------------------------|-------------------------------|--|
| <i>Pp1r1b</i>                               | WT      | zQ175   | zQ175 + Mem | zQ175 + FP802 |                                   |                  |                    |                      |                       |                         |                               |  |
| Mean                                        | 0.9856  | 0.5842  | 0.7868      | 0.8981        |                                   |                  |                    |                      |                       |                         |                               |  |
| Std. Deviation                              | 0.1215  | 0.07242 | 0.2044      | 0.422         | Tukey's multiple comparisons test | WT vs. zQ175     | WT vs. zQ175 + Mem | WT vs. zQ175 + FP802 | zQ175 vs. zQ175 + Mem | zQ175 vs. zQ175 + FP802 | zQ175 + Mem vs. zQ175 + FP802 |  |
| Std. Error of Mean                          | 0.03664 | 0.02414 | 0.07725     | 0.1887        | Mean diff.                        | 0.4014           | 0.1988             | 0.08752              | -0.2027               | -0.3139                 | -0.1113                       |  |
| Ordinary one-way ANOVA with Tukey R squared | 0.4215  |         |             |               | 95.00% CI of diff.                | 0.1525 to 0.6504 | -0.06905 to 0.4666 | -0.2113 to 0.3863    | -0.4818 to 0.07650    | -0.6229 to -0.004953    | -0.4356 to 0.2131             |  |
| <i>Inhba</i>                                | WT      | zQ175   | zQ175 + Mem | zQ175 + FP802 |                                   |                  |                    |                      |                       |                         |                               |  |
| Mean                                        | 1       | 0.6637  | 0.8073      | 0.9803        |                                   |                  |                    |                      |                       |                         |                               |  |
| Std. Deviation                              | 0.08784 | 0.1086  | 0.2265      | 0.3583        | Tukey's multiple comparisons test | WT vs. zQ175     | WT vs. zQ175 + Mem | WT vs. zQ175 + FP802 | zQ175 vs. zQ175 + Mem | zQ175 vs. zQ175 + FP802 | zQ175 + Mem vs. zQ175 + FP802 |  |
| Std. Error of Mean                          | 0.02536 | 0.03621 | 0.08562     | 0.1463        | Mean diff.                        | 0.3363           | 0.1927             | 0.01969              | -0.1436               | -0.3166                 | -0.173                        |  |
| Ordinary one-way ANOVA with Tukey R squared | 0.378   |         |             |               | 95.00% CI of diff.                | 0.1037 to 0.5689 | -0.05821 to 0.4435 | -0.2441 to 0.2834    | -0.4095 to 0.1222     | -0.5946 to -0.03858     | -0.4665 to 0.1205             |  |
| <i>Bdnf</i>                                 | WT      | zQ175   | zQ175 + Mem | zQ175 + FP802 |                                   |                  |                    |                      |                       |                         |                               |  |
| Mean                                        | 1       | 0.5511  | 1.627       | 1.712         |                                   |                  |                    |                      |                       |                         |                               |  |
| Std. Deviation                              | 0.4208  | 0.2567  | 0.8652      | 1.119         | Tukey's multiple comparisons test | WT vs. zQ175     | WT vs. zQ175 + Mem | WT vs. zQ175 + FP802 | zQ175 vs. zQ175 + Mem | zQ175 vs. zQ175 + FP802 | zQ175 + Mem vs. zQ175 + FP802 |  |
| Std. Error of Mean                          | 0.1215  | 0.08555 | 0.327       | 0.5005        | Mean diff.                        | 0.4489           | -0.6266            | -0.7124              | -1.076                | -1.161                  | -0.08574                      |  |
| Ordinary one-way ANOVA with Tukey R squared | 0.3566  |         |             |               | 95.00% CI of diff.                | -0.3231 to 1.221 | -1.459 to 0.2061   | -1.644 to 0.2196     | -1.958 to -0.1932     | -2.138 to -0.1847       | -1.111 to 0.9394              |  |
| <i>Homer1</i>                               | WT      | zQ175   | zQ175 + Mem | zQ175 + FP802 |                                   |                  |                    |                      |                       |                         |                               |  |
| Mean                                        | 0.9539  | 0.5575  | 0.7703      | 0.9586        |                                   |                  |                    |                      |                       |                         |                               |  |
| Std. Deviation                              | 0.1106  | 0.05712 | 0.2047      | 0.2582        | Tukey's multiple comparisons test | WT vs. zQ175     | WT vs. zQ175 + Mem | WT vs. zQ175 + FP802 | zQ175 vs. zQ175 + Mem | zQ175 vs. zQ175 + FP802 | zQ175 + Mem vs. zQ175 + FP802 |  |
| Std. Error of Mean                          | 0.03334 | 0.01904 | 0.07736     | 0.1155        | Mean diff.                        | 0.3965           | 0.1836             | -0.004639            | -0.2129               | -0.4011                 | -0.1882                       |  |
| Ordinary one-way ANOVA with Tukey R squared | 0.5804  |         |             |               | 95.00% CI of diff.                | 0.2072 to 0.5858 | -0.02005 to 0.3872 | -0.2318 to 0.2225    | -0.4251 to -0.0006097 | -0.6360 to -0.1662      | -0.4349 to 0.05839            |  |
| <i>Nr4a1</i>                                | WT      | zQ175   | zQ175 + Mem | zQ175 + FP802 |                                   |                  |                    |                      |                       |                         |                               |  |
| Mean                                        | 1       | 0.7571  | 2.236       | 3.819         |                                   |                  |                    |                      |                       |                         |                               |  |
| Std. Deviation                              | 0.529   | 0.6164  | 1.62        | 2.34          | Tukey's multiple comparisons test | WT vs. zQ175     | WT vs. zQ175 + Mem | WT vs. zQ175 + FP802 | zQ175 vs. zQ175 + Mem | zQ175 vs. zQ175 + FP802 | zQ175 + Mem vs. zQ175 + FP802 |  |
| Std. Error of Mean                          | 0.1527  | 0.2055  | 0.6122      | 1.047         | Mean diff.                        | 0.2429           | -1.236             | -2.819               | -1.479                | -3.062                  | -1.583                        |  |
| Ordinary one-way ANOVA with Tukey R squared | 0.4658  |         |             |               | 95.00% CI of diff.                | -1.233 to 1.719  | -2.828 to 0.3559   | -4.601 to -1.038     | -3.165 to 0.2079      | -4.929 to -1.195        | -3.543 to 0.3763              |  |
| <i>Npas4</i>                                | WT      | zQ175   | zQ175 + Mem | zQ175 + FP802 |                                   |                  |                    |                      |                       |                         |                               |  |
| Mean                                        | 1       | 0.7326  | 1.486       | 1.308         |                                   |                  |                    |                      |                       |                         |                               |  |
| Std. Deviation                              | 0.3957  | 0.5811  | 1.77        | 1.298         | Tukey's multiple comparisons test | WT vs. zQ175     | WT vs. zQ175 + Mem | WT vs. zQ175 + FP802 | zQ175 vs. zQ175 + Mem | zQ175 vs. zQ175 + FP802 | zQ175 + Mem vs. zQ175 + FP802 |  |
| Std. Error of Mean                          | 0.1142  | 0.1937  | 0.6258      | 0.6489        | Mean diff.                        | 0.2674           | -0.4865            | -0.3076              | -0.7538               | -0.5749                 | 0.1789                        |  |
| Ordinary one-way ANOVA with Tukey R squared | 0.07894 |         |             |               | 95.00% CI of diff.                | -0.9828 to 1.518 | -1.781 to 0.8077   | -1.944 to 1.329      | -2.132 to 0.6239      | -2.279 to 1.129         | -1.557 to 1.915               |  |

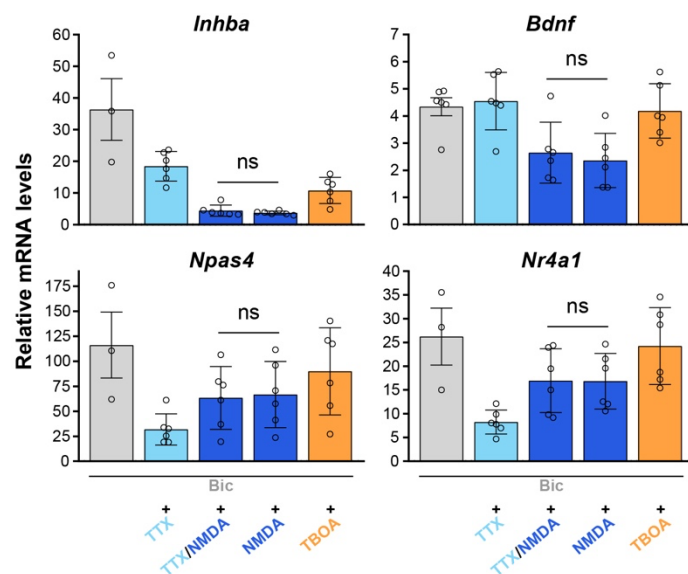

**Supplemental Figure 1. The effects of action potential (AP) firing interference with TTX/NMDA or NMDA are highly similar.** RT-qPCR quantifications of passive (TTX; i.e., AP firing cessation) and active (TTX/NMDA or NMDA; i.e., NMDAR signaling) effects of esNMDAR signaling-evoked transcriptional dysregulation, and of the effect of TBOA-evoked glutamate spillover (TBOA; i.e., glutamate transporter block). Relative gene expression after LP (see Fig. 1D) was measured and the results are presented as fold change of the mRNA levels compared to control condition.  $n = 3-6$ . Mean  $\pm$  SEM; ns = not significant; one-way ANOVAs with Tukey's test.

**Fig. 4A: P-CREB and CREB, short protocol (10 min + 10 min), n=6**

Sample order always from left to right.

1 = untreated Ctrl

2 = 20 min Bic

3 = 10 min Bic + 10 min Bic/TTX

4 = 10 min Bic + 10 min Bic/TTX/NMDA

5 = 10 min Bic + 10 min Bic/NMDA

**Experiment 2:**

Tubulin (upper band) and P-CREB (lower band)

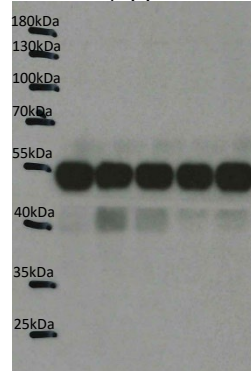

Tubulin (upper band) and CREB (lower band)

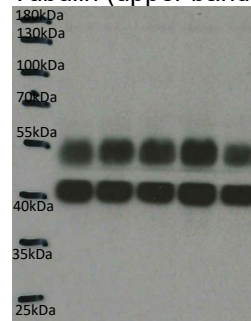

**Experiment 4:**

P-CREB

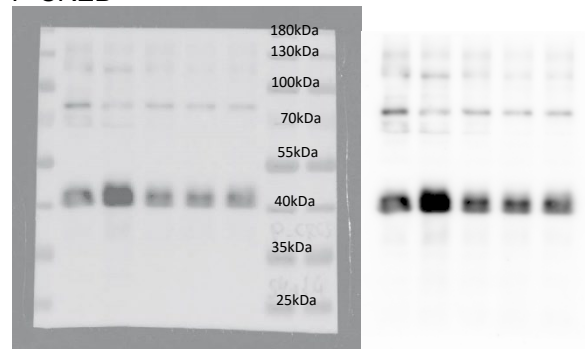

### Tubulin

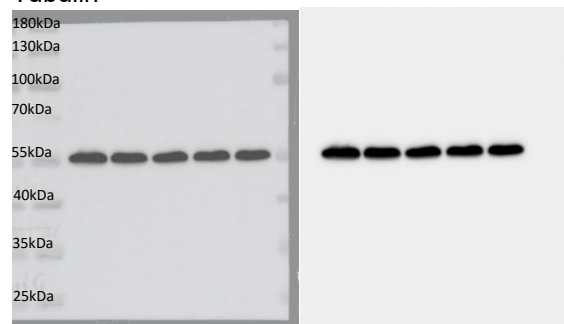

### CREB

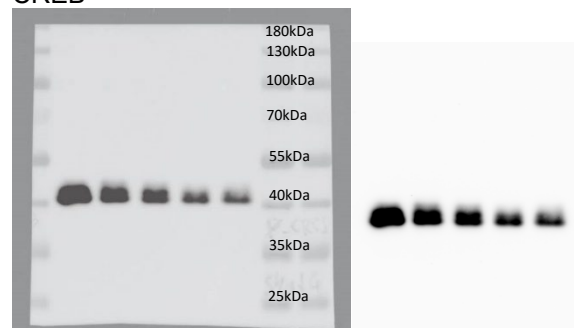

### Tubulin

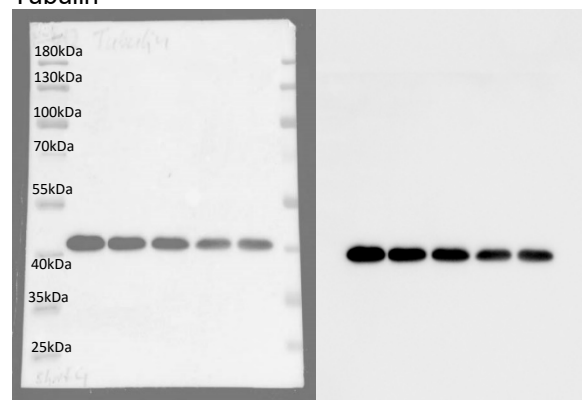

### Experiment 5:

#### P-CREB

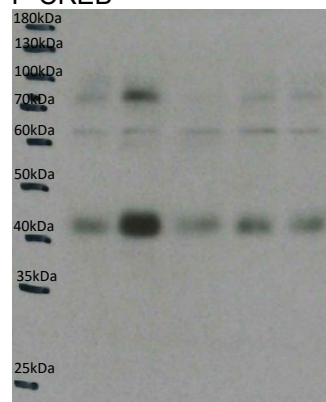

### CREB

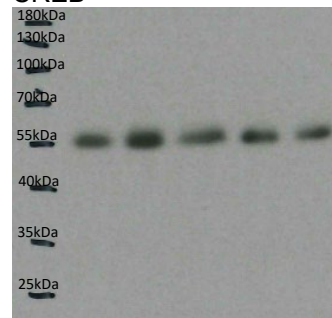

### Tubulin

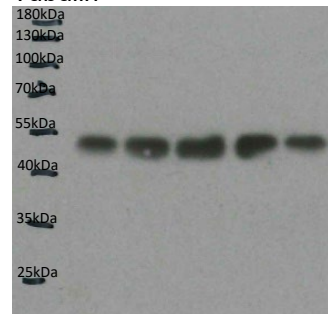

### Experiment 6:

#### P-CREB

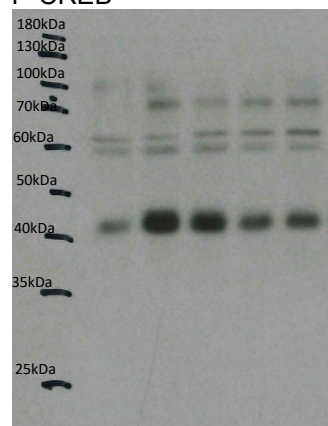

### CREB

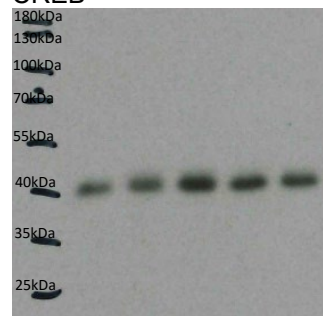

### Tubulin

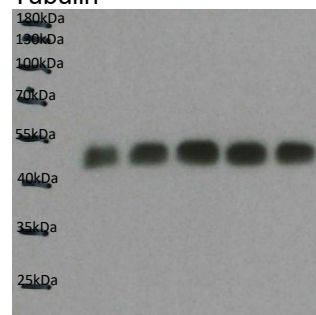

### Experiment 7:

#### P-CREB

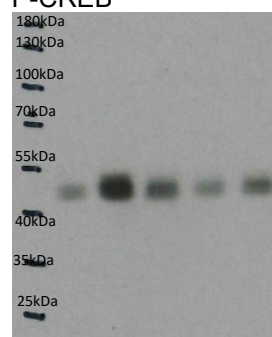

#### CREB

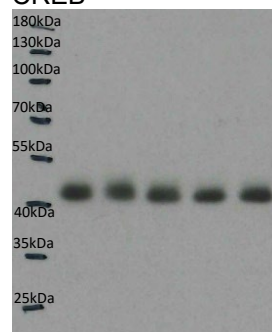

### Tubulin

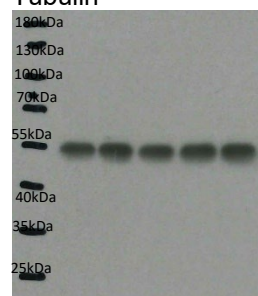

**Experiment 8:**

**P-CREB**

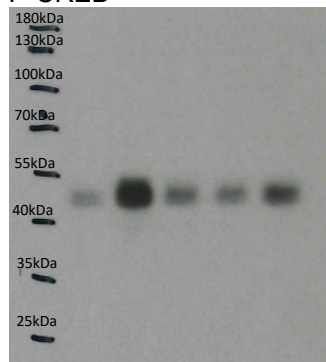

**CREB**

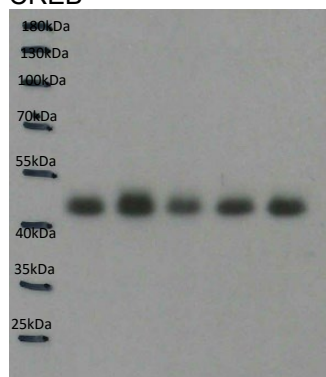

**Tubulin**

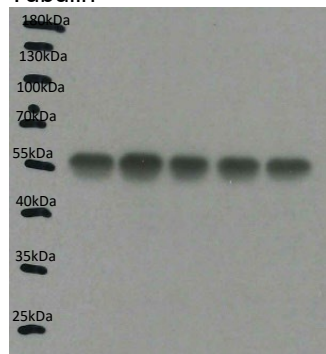

**Fig. 4B: P-ERK1/2 and ERK1/2, short protocol (10 min + 10 min), n=6**

Sample order always from left to right.

1 = untreated Ctrl

2 = 20 min Bic

3 = 10 min Bic + 10 min Bic/TTX

4 = 10 min Bic + 10 min Bic/TTX/NMDA

5 = 10 min Bic + 10 min Bic/NMDA

**Experiment 6:**  
**P-ERK1/2**

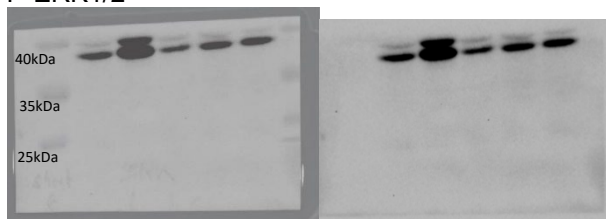

**ERK1/2**

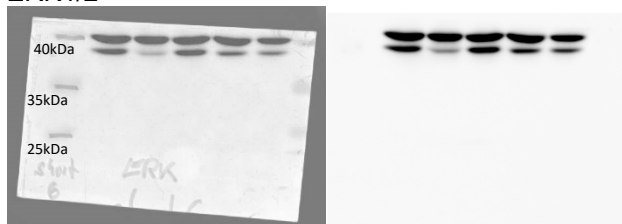

**Tubulin**

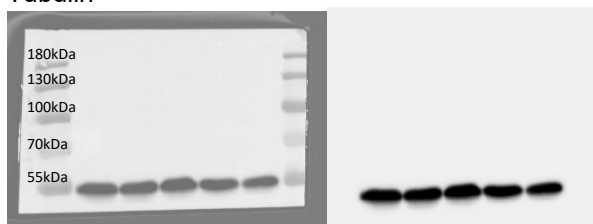

**Experiment 7:**  
**P-ERK1/2**

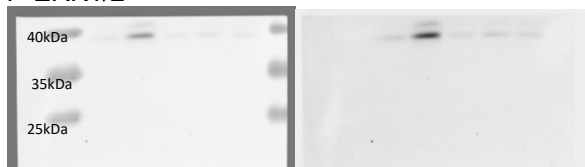

**ERK1/2**

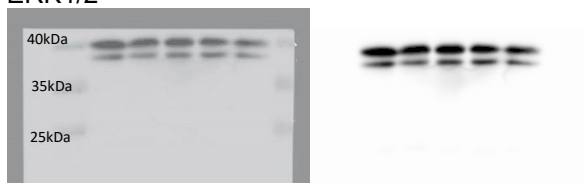

**Tubulin**

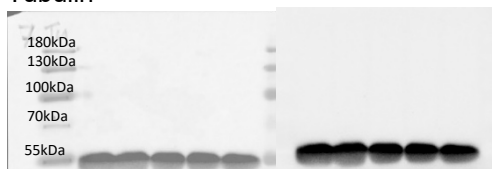

*Experiment 2:*  
P-ERK1/2; ERK1/2; Tubulin

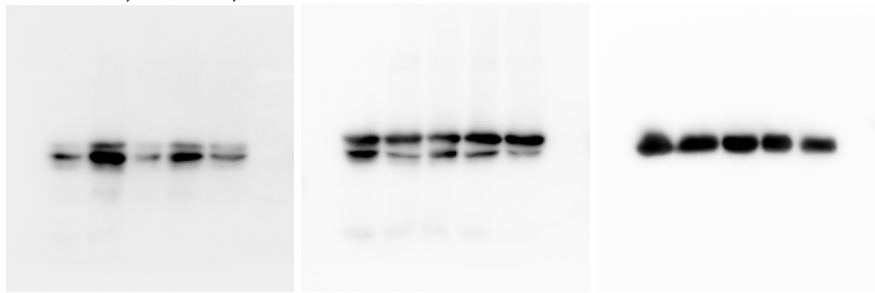

*Experiment 3:*  
P-ERK1/2; ERK1/2; Tubulin

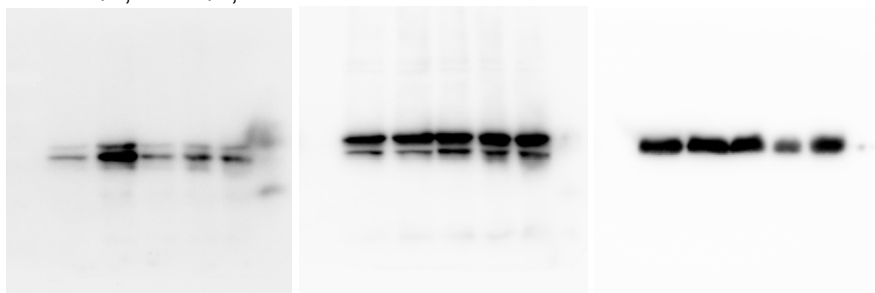

*Experiment 4:* P-ERK1/2; ERK1/2; Tubulin

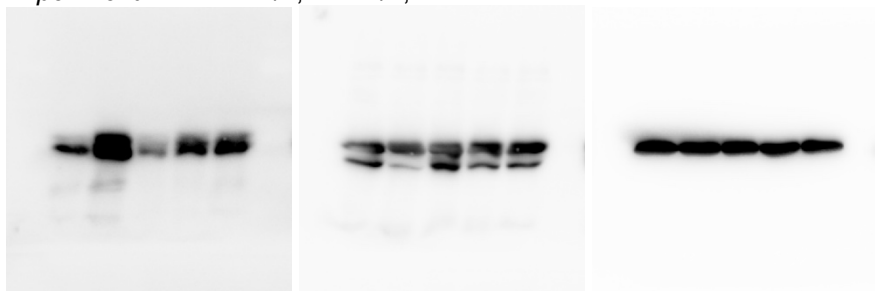

*Experiment 8:* P-ERK1/2; ERK1/2; Tubulin

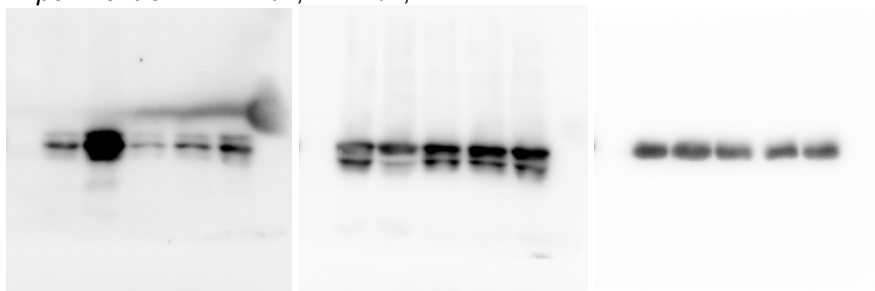

Composite image; experiments 4, 8, 2, 3; protein size markers + P-ERK1/2

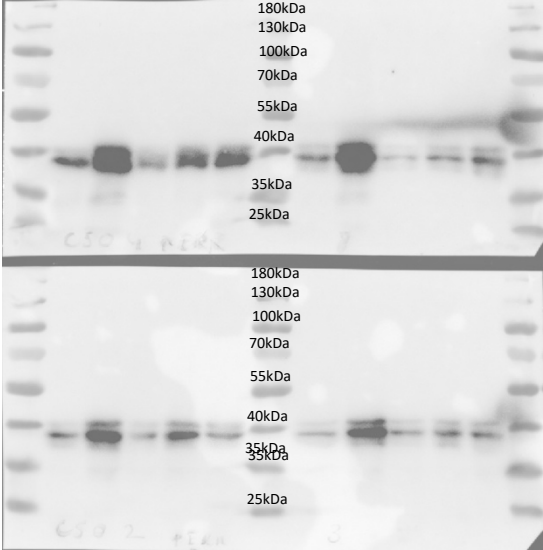

Composite image; experiments 4, 8, 2, 3; protein size markers + ERK1/2

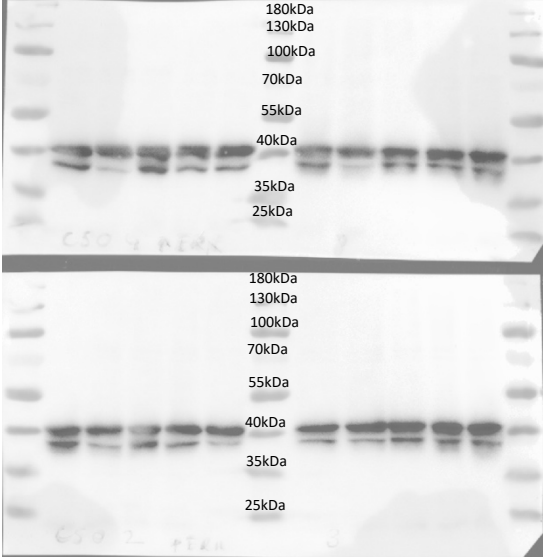

Composite image; experiments 4, 8, 2, 3; protein size markers + Tubulin

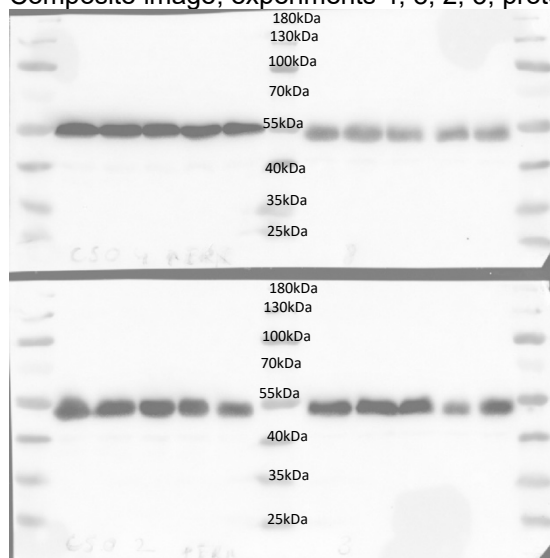

**Fig. 4C: P-ELK1 and ELK1, short protocol (10 min + 10 min), n=4**

Sample order always from left to right.

1 = untreated Ctrl

2 = 20 min Bic

3 = 10 min Bic + 10 min Bic/TTX

4 = 10 min Bic + 10 min Bic/TTX/NMDA

5 = 10 min Bic + 10 min Bic/NMDA

*Experiment 3:*

P-ELK1; ELK1

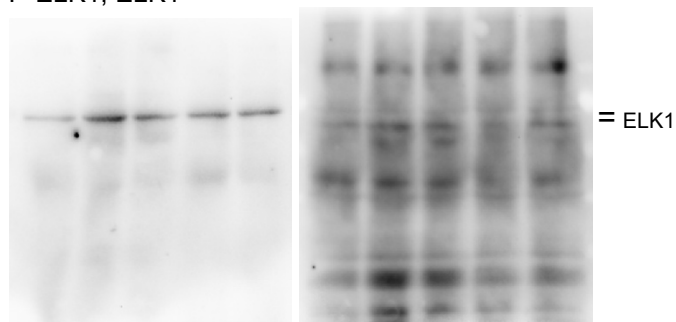

Tubulin (P-ELK1 blot); Tubulin (ELK1 blot)

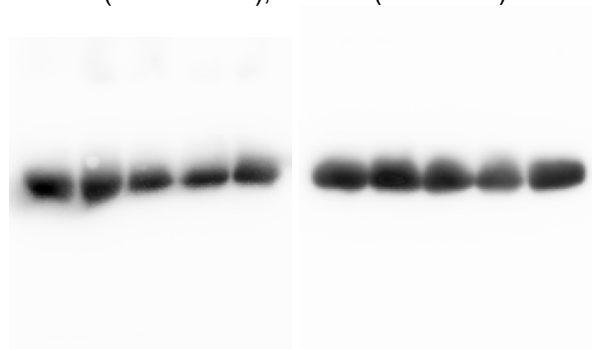

*Experiment 4:*  
P-ELK1; ELK1

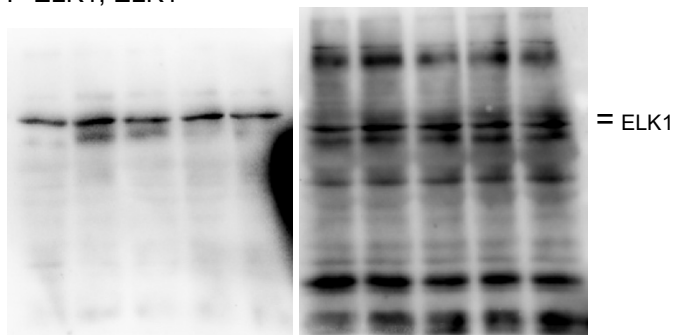

Tubulin (P-ELK1 blot); Tubulin (ELK1 blot)

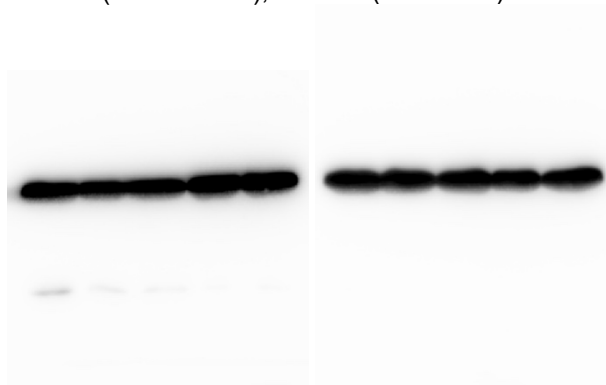

*Experiment 7:*  
P-ELK1; ELK1

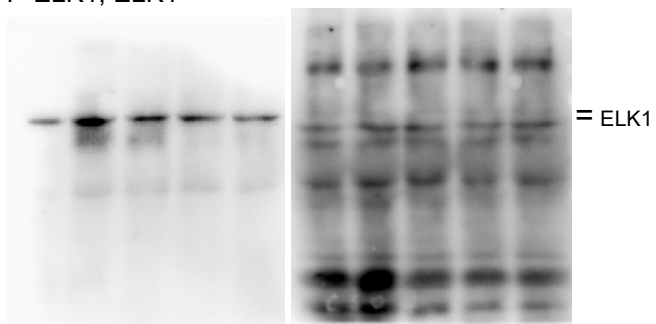

Tubulin (P-ELK1 blot); Tubulin (ELK1 blot)

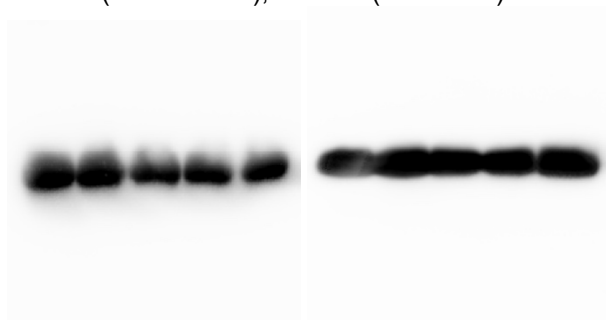

*Experiment 8:*  
P-ELK1; ELK1

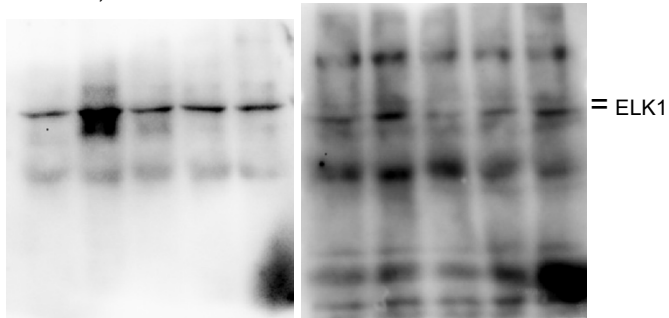

Tubulin (P-ELK1 blot); Tubulin (ELK1 blot)

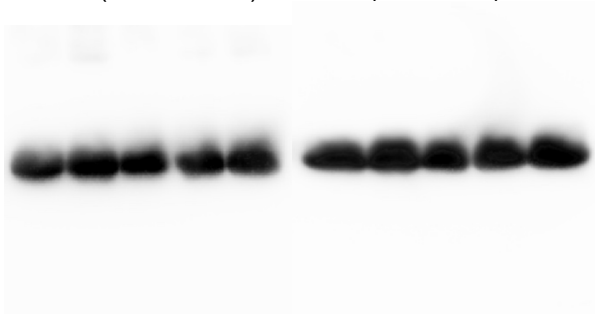

Composite image; experiments 3, 4, 7, 8; protein size markers + P-ELK1

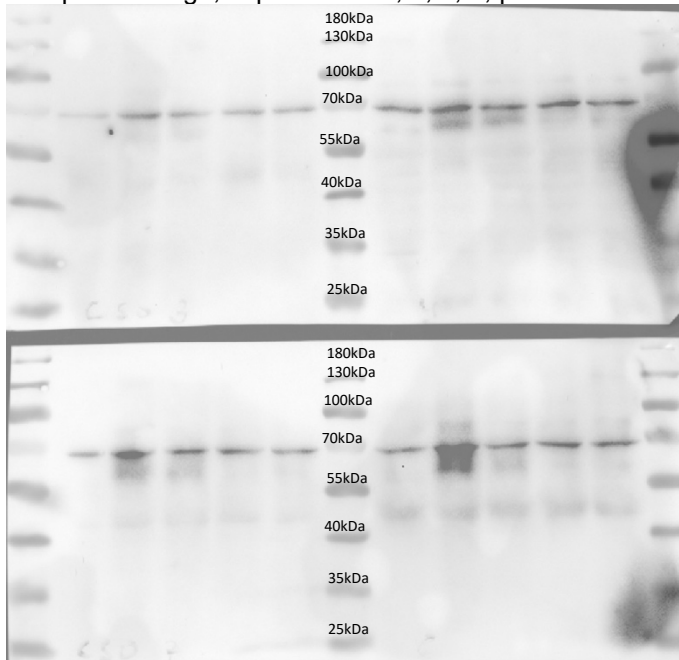

Composite image; experiments 3, 4, 7, 8; protein size markers + ELK1

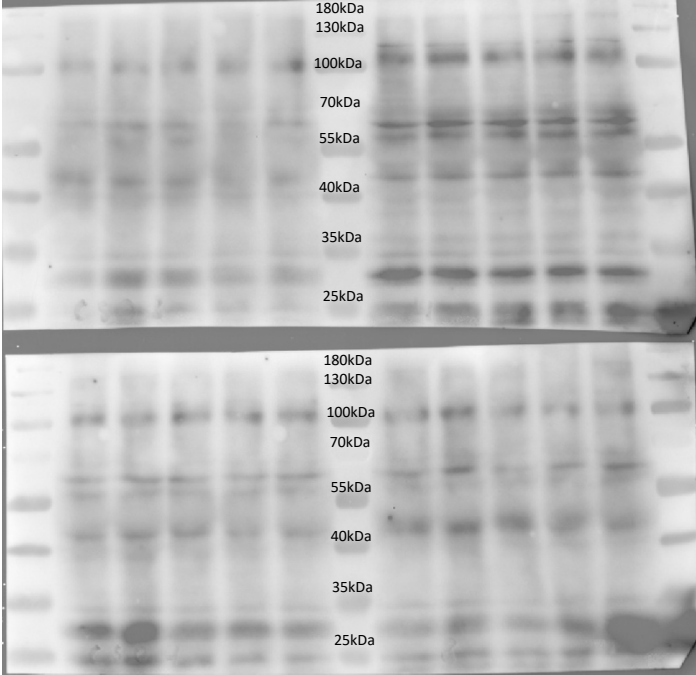

Composite image; experiments 3, 4, 7, 8; protein size markers + Tubulin

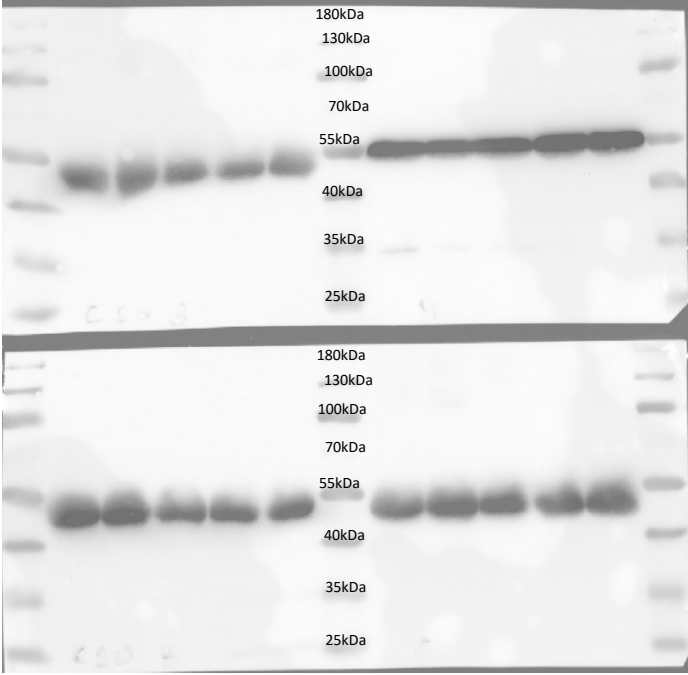

**Fig. 4F: CREB, long protocol (1 h + 1 h), n=4**

Sample order always from left to right.

1 = untreated Ctrl

2 = 20 min Bic

3 = 10 min Bic + 10 min Bic/TTX

4 = 10 min Bic + 10 min Bic/TTX/NMDA

5 = 10 min Bic + 10 min Bic/NMDA

**Experiment 1:**

CREB

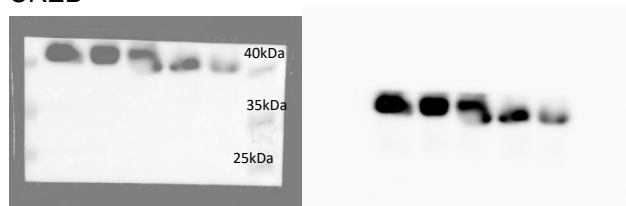

Tubulin

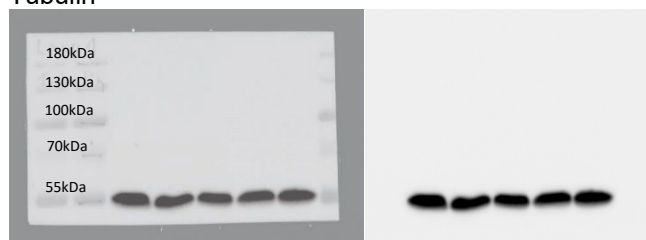

**Experiment 2:**

CREB

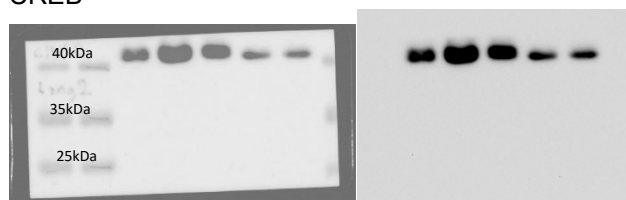

Tubulin

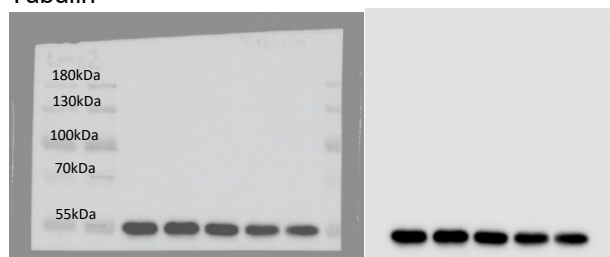

**Experiment 3:**

Tubulin (upper band) and CREB (lower band)

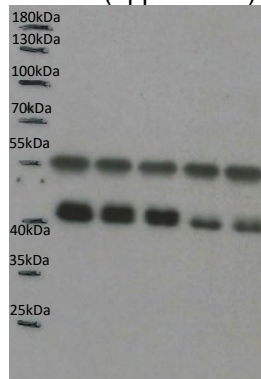

**Experiment 4:**

CREB

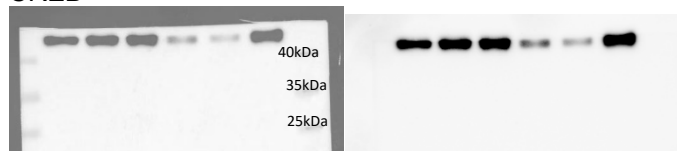

Tubulin

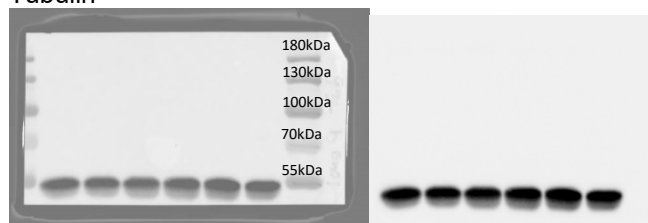

**Fig. 4G: ERK1/2, long protocol (1 h + 1 h), n=4**

Sample order always from left to right.

1 = untreated Ctrl

2 = 20 min Bic

3 = 10 min Bic + 10 min Bic/TTX

4 = 10 min Bic + 10 min Bic/TTX/NMDA

5 = 10 min Bic + 10 min Bic/NMDA

**Experiment 1:**

ERK1/2

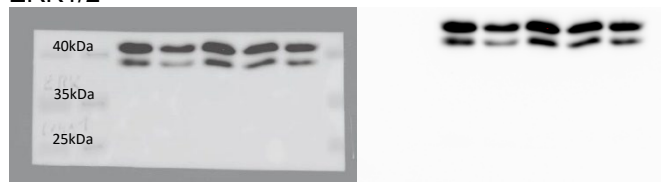

Tubulin

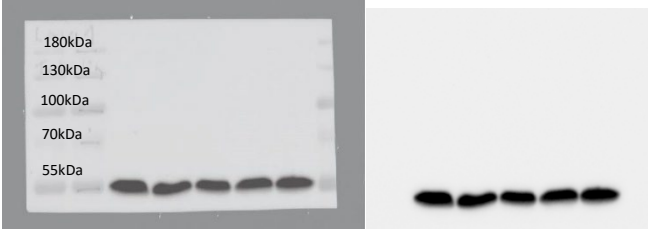

Experiment 2:  
ERK1/2

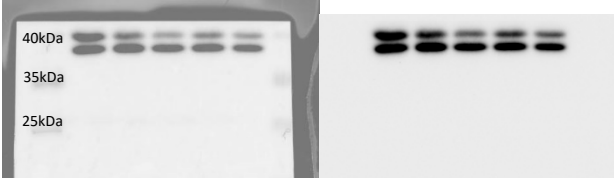

Tubulin

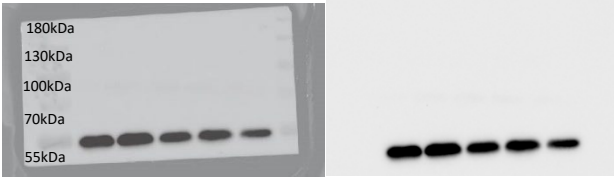

Experiment 3:  
ERK1/2

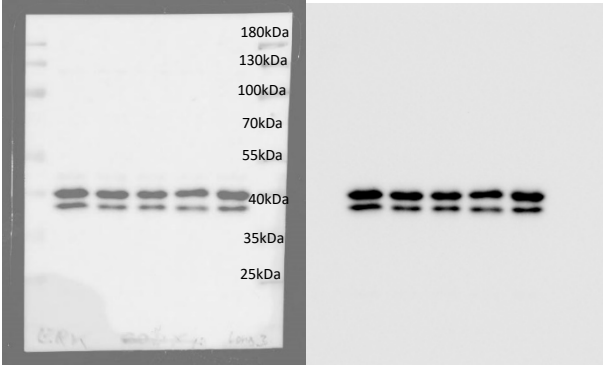

Tubulin

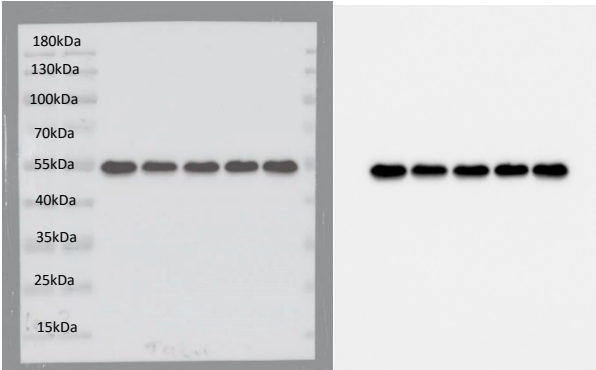

*Experiment 4:*  
ERK1/2

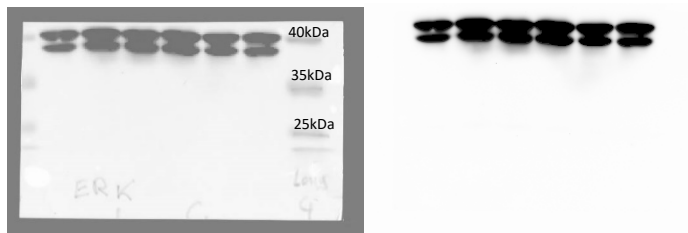

Tubulin

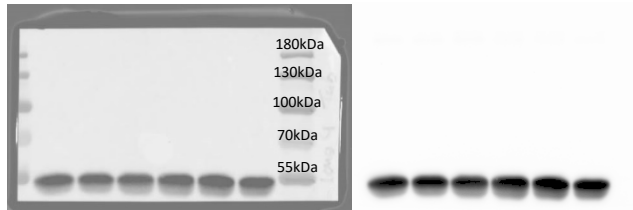

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Inhba, Homer1 and Bdnf are major targets of transcriptomic dysregulation by neurodegenerative disease-associated excitotoxic NMDA receptor signaling
**Source:** Commun Biol. 2025 Dec 3;8:1743. doi: 10.1038/s42003-025-09074-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

# Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** “Combined, comprehensive analyses results of the RNA sequencing experiment conducted in this study”

**File name:** Supplementary Data 2

**Description:** “Source data of results shown in Fig. 1C and Figs. 4 – 6.”

# Supplementary material for: Inhba, Homer1 and Bdnf are major targets of transcriptomic dysregulation by neurodegenerative disease-associated excitotoxic NMDA receptor signaling
**Source:** Commun Biol. 2025 Dec 3;8:1743. doi: 10.1038/s42003-025-09074-9
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Illumina bcl2fastq2 Conversion Software v2.20 for transferring base calls to reads was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | Open source software used:<br>Read mapping: STAR (2.5.4b) (Dobin et al., 2013)<br>Read counting: FeatureCounts (1.6.5) (Liao et al., 2014)<br>RNA-seq expression analysis: R (3.6.3) ( <a href="http://www.R-project.org/">http://www.R-project.org/</a> )<br>Differentially expressed genes: DESeq2 R package (1.26.0) (Love et al., 2014)<br>tSNE analysis: Rtsne R package (0.15) ( <a href="https://github.com/jkrijthe/Rtsne">https://github.com/jkrijthe/Rtsne</a> )<br>clusterProfiler R package (v4.10.0) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data of this publication have been deposited in NCBI's Gene Expression Omnibus (GSE184681).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size of in vitro experiments was determined from experience of our previous CREB shut-off study (Hardingham et al., 2002). Animal number was predetermined with a power calculation (80% power) based on exploratory RTqPCR data from R6/2 Huntington's disease model mice.

### Data exclusions

Two samples from untreated zQ175 were excluded from RTqPCR data since they were identified as outliers with the robust regression and outlier removal test (ROUT, Q=0.5%). They were excluded for all analyzed genes and regions. No other data was excluded.

### Replication

In vitro RTqPCR data was gained from eight independent preparations of primary neurons, in vitro sequencing data from five independent preparations and in vivo RTqPCR data from two different litters.

### Randomization

Allocation of treatment conditions on cell culture plates was randomized. Assignment of treatment groups for WT and zQ175 mice was randomized.

### Blinding

The scientist performing brain dissections for in vivo samples was blinded to the genotype of the animals. All other applied quantification

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

The following primary antibodies were used: anti-phospho-CREB (Ser133) (Millipore, #06-519); anti-CREB (Cell Signaling, #9197); anti-phospho-Elk1 (Ser383) (Santa Cruz, #sc-8406); anti-phospho-ERK1/2 (Thr 202/ Tyr 204) (Cell Signaling, #9106); anti-ERK1/2 (Cell Signaling, #9102); anti-total phospho-Ser/Thr (ECM Biosciences, #PP2551); anti-alpha-tubulin (Sigma, #T9026). The following respective secondary antibodies were used: anti-mouse IgG-HRP (Jackson ImmunoResearch, #115-035-003); anti-rabbit IgG-HRP (Jackson ImmunoResearch, #115-035-144).

### Validation

Millipore, #06-519 is highly published and validated in EMSA, IHC, IHC(P), IP, WB to detect phospho-CREB (Ser133) also known as active transcription factor CREB, cAMP responsive element binding protein 1. Evaluated by Western Blotting in Forskolin treated BALB/3T3 clone A31 cell lysate. Western Blotting Analysis: A 1:1,000 dilution of this antibody detected phospho CREB (Ser133) in 10 µg of Forskolin treated BALB/3T3 clone A31 cell lysate.

Cell Signaling, #9197 has 1184 product citations. It detects endogenous levels of total CREB-1 protein. The antibody does not cross-react with other ATF/CREB family members.

Santa Cruz, #sc-8406 is a mouse monoclonal IgG1 κ p-Elk-1 Antibody, cited in 88 publications that is recommended for detection of p-Elk-1 phosphorylated at Ser 383 of mouse, rat and human origin by WB, IP, IF, IHC(P) and ELISA.

Cell Signaling, #9106 has 1956 product citations. It detects endogenous levels of p44 and p42 MAP Kinase (Erk1 and Erk2) when dually phosphorylated at Thr202 and Tyr204 of Erk1 (Thr185 and Tyr187 of Erk2), but not singly phosphorylated at Thr202 or Tyr204. This antibody does not cross-react with the corresponding phosphorylated residues of either SAPK/JNK or p38 MAP kinase.

Cell Signaling, #9102 has 7994 product citations. It detects endogenous levels of total p44/42 MAP kinase (Erk1/Erk2) protein. In some cell types, this antibody recognizes p44 MAPK more readily than p42 MAPK. The antibody does not recognize either JNK/SAPK or p38 MAP kinase.

ECM Biosciences, #PP2551 has 11 product citations. It was cross-adsorbed to unphosphorylated peptide then affinity purified using a mix of phosphoserine and phosphothreonine peptides (without carrier). The antibody detects many serine or threonine phosphorylated proteins by western blot, immunocytochemistry, and ELISA.

Sigma, #T9026 is a Merck enhanced validation mouse monoclonal anti-α-Tubulin antibody.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

We used 24-26-week-old C57B/6J background zQ175 mice and their WT littermates. zQ175 mice have a chimeric human/mouse exon 1 of the huntingtin gene, carrying the expanded CAG repeat region and the human polyproline region of ~188 CAG repeats.

### Wild animals

The study did not involve wild animals.

### Reporting on sex

37 mice were used in this study, each analyzed group contained a mix of both genders (in total 15 female; 22 male).

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

This study was approved by the responsible animal care committee (Regierungspräsidium Karlsruhe, Germany, approval G-102/16). The authors confirm that all experiments were carried out in accordance with German guidelines for the care and use of laboratory animals and with the European Community Council Directive 86/609/EEC.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

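RNA was sequenced from mouse hippocampal primary neurons in 9 conditions with 5 libraries each, 45 in all. The conditions were an untreated control, bicuculline (Bic, 50 µM) for 0.5, 1 or 2 h, and interventions in which Bic was followed by tetrodotoxin (TTX, 1 µM), TTX with NMDA (30 µM) or TBOA (50 µM). In the SP, the intervention with TTX or TTX/NMDA lasted for the second 0.5 h of 1 h, and in the LP the intervention with TTX, TTX/NMDA or TBOA lasted for the second 1 h of 2 h. Each condition has 1 library from each of 5 culture preparations, which the sample labels number 1, 3, 6, 7 and 8 in every condition. The pairing of libraries by preparation comes from these replicate numbers.

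The authors deposited 1 table of read counts per gene, without normalization. According to the paper, the libraries were strand-specific libraries of poly-A RNA, and single-end reads of 75 cycles were aligned with STAR 2.5.4b to GRCm38 with the annotation of Ensembl release 94. The authors counted reads with featureCounts 1.6.5, leaving out reads that mapped to several places or overlapped several genes, so counts of overlapping genes and of genes with close copies are uncertain. They tested differential expression with DESeq2 1.26.0 in R 3.6.3 and shrank the log2 fold changes. Values given here were calculated from the deposited counts. The table holds 54532 gene identifiers, of which 54409 were paired with a symbol by the GENCODE vM21 annotation of GRCm38, which also gave positions and gene types. All columns of the table belong to the 45 libraries.

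Counts on genes ranged from 11316580 to 81129276 per library (median 26239614), and between 20363 and 26896 genes had at least 1 read in a library. The 10 largest genes took between 2.37% and 2.93% of the counts of a library. The depth sets how small a change can be called. In counts simulated from the means and library sizes of these data with 200 genes changed by 1 on the log2 scale, edgeR without a block recovered 178 (89.0%), with 1.11% of its calls false, and DESeq2 recovered 172 (86.0%). Counts simulated with no change gave no call among 29265 genes with edgeR without a block, where 750 genes had an unadjusted p-value under 0.05.

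Each comparison used the libraries of its 2 conditions alone and the genes with at least 1 read in any of them, with TMM normalization and edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3). Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. There were 14 such comparisons, and 2 tests of an interaction, in which the passive or the active effect was compared between LP and SP over the 20 libraries of 4 conditions. The classes of genes follow the rules of Supplementary Tables 1B and 1C, with TBOA shut-off taken from TBOA compared to 2 h Bic, as in Supplementary Data 1. Passive, active and total effects on “early” genes are those of the SP, and those on “late” genes are those of the LP. TBOA was applied in the LP only, so its effect on “early” genes is that of the LP. The components come from rlog values (DESeq2 1.42.0) of the 500 most variable genes. Changes of a gene within a preparation were calculated from TMM-normalized counts with a pseudocount of 0.5 and are given without a test. Shifts of component scores and of the mitochondrial share within preparations were tested with an exact two-sided sign-flip test. It cannot give a p-value below 0.0625 with 5 preparations. Correlations of effects are across genes, which are not independent replicates. Expressed genes are the 13601 with a mean of at least 1 CPM (counts scaled to the total of the library, without TMM factors). Other calculations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

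The fit with the replicate number as a block had infinite prior degrees of freedom in every comparison when all genes with at least 1 read were kept, so its test took no account of differences in variance between genes. In the simulated counts 21.5% of its calls were false, and 24.4% in the test of an interaction. No p-value of that fit is given. The paired fit used in the text combines the block with edgeR's filterByExpr. It was added after the data were seen. It recovered 181 (90.5%) of the 200 simulated genes with 4.74% of its calls false, and 4.26% in the test of an interaction. The dispersions of all simulated counts came from a fit with the block. Their spread between genes was that of the paired fit, and genes of low count were given it too. These shares are therefore no independent check of the paired fit, and the simulations were not repeated.

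The genes named are those that the paper names for its RNA-seq data in the text, in Table 1 or as labels of Fig. 2C and Fig. 3A. For TTX/NMDA and for TBOA compared to 2 h Bic, the 5 largest rises and the 5 largest falls are named as well, among genes with an adjusted p-value under 0.05, the same direction in all 5 preparations and a mean CPM of at least 1 in either condition. Ptp4a1 is left out, because its symbol stands for overlapping gene models. Other genes are said to be named after their values were seen.

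The alternatives were the replicate block, DESeq2's Wald test, RLE size factors, filterByExpr, all 9 conditions in 1 fit, each preparation left out in turn, a class rule that also asks for the direction of change, shrunken log2 fold changes, other transformations and numbers of genes for the components, and other pseudocounts for the heatmap genes. A filter of at least 2 reads, DESeq2 with that filter and the paired fit were added after the data were seen. Term enrichment, RT-qPCR, western blots, cell death assays and the mouse model were not analysed here.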

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

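Of the tests in this part, that of RNA from introns, including its split at 0.5 CPM, the paired fit, the comparisons of the mitochondrial share with the control, the check of preparation 8 on PC2 and the size of the changes made by RLE size factors were chosen after results had been seen, and the others before. The patterns themselves were noticed in these data and tested on the same data.

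In 6 of 107 groups of 5 preparations, 1 preparation lay apart from the other 4, with a gap to the nearest of them that was more than 0.71 of the range of the group (Dixon's criterion). Chance gives this in about 1 of 20 groups, or 5.35 of 107. Preparations 1 and 8 were the distant ones in 2 groups each and preparations 3 and 6 in 1 group each. The PC1 score of preparation 1 after 0.5 h Bic was −7.38, against −5.66 to −5.00 in the others. The PC2 score of preparation 8 in SP TTX was −4.78, against −0.32 to 1.37. With TTX/NMDA compared to 2 h Bic in the LP, Ptchd1 changed by −79.8% in preparation 1 and by −74.7% to −72.7% in the others, and Serpinb2, which had a mean of only 102 normalized counts after 2 h Bic, changed by −41.4% in preparation 8 and by −95.9% to −84.3% in the others. In the same comparison Gm44799 changed by 7334% in preparation 6 and by 863% to 2229% in the others, with only 0.711 normalized counts in the lowest 2 h Bic library. With TBOA, 9430064I24Rik changed by 169.8% in preparation 3 and by 47.5% to 79.7% in the others, and its rise was not significant without replicate 3. The PC2 distance goes with a deviation of the whole preparation. Preparation 8 had the lowest PC2 score in 9 of 9 conditions, and in components calculated after the preparation means were removed, the SD of the PC2 scores in SP TTX was 0.157 in place of 2.39. No cause was tested for the other 5 distances, and no biological explanation was tested.

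The test of the difference between LP and SP called 88 genes for the passive effect and 900 genes for the active effect. For either effect, 1 of 16 splits of the libraries gave as many genes, the real one. The other splits exchanged the LP and SP libraries of 1 or more preparations and kept every same-numbered pair apart. With 16 splits the share cannot lie below 0.0625, so this test could not have set either difference apart from a chance split, whatever the data. The number called was 0 in each of the other splits, in which 649 to 1157 genes for the passive and 706 to 1973 genes for the active effect had an unadjusted p-value under 0.05, against 1839 and 4804 in the real split. With all libraries thinned to 17229802 counts, 73 genes were called for the passive effect, 59 of them among the 88. With libraries thinned to 13467115 counts, 845 were called for the active effect, 672 of them among the 900. A difference in depth between the conditions therefore leaves most of these genes in place. The longer treatment in the LP is a candidate explanation that the design offers.

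The active effect on Arc, Dusp1 and Btg2 was a decrease in the SP and an increase in the LP. These 3 genes were singled out after their values were seen. LP and SP differed by 2.23 for Arc, 2.74 for Dusp1 and 3.67 for Btg2 on the log2 scale (standard errors 0.20, 0.17 and 0.17, adjusted p = 2.4e-10, 1.7e-14 and 6.9e-18 from the interaction term in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the paired fit the adjusted p-values were 1.6e-07, 3.3e-09 and 3.8e-11 (edgeR). The difference had the same direction in 5 of 5 preparations for each gene. The directions were opposite for 3 of 3 genes with thinned libraries. They were also opposite for 3 of 3 genes with RLE size factors. These factors changed the log2 fold changes of expressed genes by at most 0.014, so this test cannot tell the pattern apart from an effect of normalization. A scaling factor shifts all genes alike, however, and the median difference between LP and SP over all genes tested was 0.026. For these 3 genes, this argues against normalization as the cause. Between SP and LP, the level with TTX changed by −1.03, −1.53 and −2.49 and the level with TTX/NMDA by 1.23, 1.24 and 1.22. Over all genes, 23 were significantly lowered in the SP and raised in the LP, 9 of them among the 47 “early” and 14 among the 1113 “late” upregulated genes, while 5 changed the other way and 996 were lowered in both. A candidate explanation is that these transcripts decay further during the longer TTX treatment while NMDA keeps inducing them. It remains a hypothesis, because neither decay nor transcription was measured and the share of splits cannot lie below 0.0625.

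The paper counts the downregulated genes but focuses on the upregulated ones, and its Fig. 2 legend refers to an online application for t-SNE plots of the effects on downregulated genes. Here, 569 of the 1339 “late” downregulated genes were raised by TTX/NMDA compared to 2 h Bic, and 59 were lowered. TTX alone raised 458 and lowered 3, while TTX/NMDA compared to TTX raised 222 and lowered 297. Because 2 h Bic libraries both select these genes and enter the comparison, the genes were also selected in 3 preparations and measured in the other 2. Over 10 such combinations the median log2 fold change was 0.25 in the preparations not used for selection and 0.29 in those used, while the median of the expressed genes was 0.0098. Selection alone thus leaves the rise unexplained. With RLE size factors 549 of the genes were raised. These factors changed the log2 fold changes of expressed genes by at most 0.02, so this test cannot tell the rise apart from an effect of normalization. A scaling factor shifts all genes alike, however. In the same comparison the “late” upregulated genes had a median of −0.38, with 80.8% below 0, and the expressed genes one of 0.0046. These values argue against normalization as the cause of the rise relative to the other expressed genes. A larger share of RNA from other cells was not tested for these genes. No biological explanation was tested.

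Among the 6342 non-coding gene models that were tested and not changed by Bic, 601 were raised and 130 lowered by TTX/NMDA compared to 2 h Bic. Of the raised models, 52.4% lie inside a protein-coding gene on the same strand, against 14.4% of the other models (two-sided Fisher's exact test across models, p = 2.3e-92). Among models with at least 0.5 CPM the shares were only 12.5% and 6.02% (p = 0.0048 from Fisher's exact test). Of the raised models outside such genes, 22.7% start within 10000 bases past the end of one, against 11.7% of the others (p = 4.0e-07 from Fisher's exact test). With all libraries thinned to 13467115 counts, 369 models were raised, 340 of them among the 601 (56.6%). By the rule set for this test, a loss of this size goes with a difference in depth as an explanation. Only the 340 models kept their call at equal depth. For the others a difference in depth stays open, because thinning also removes reads and the test cannot separate the 2. RNA from introns and transcription past gene ends also remain candidate explanations for the models in those positions, whose rise cannot be called a change of separate non-coding genes. Of the 286 raised models outside such genes, only 65 start that close to a gene end. For the rest neither explanation follows from position, and a change of separate genes stays open. Of 200 genes that contain a raised model, 108 (54.0%) were lowered and 13 raised.

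Mitochondrially encoded genes took 1.65% ± 0.17 of the counts with LP TTX/NMDA and 0.70% ± 0.087 after 2 h Bic (SD, n = 5). Compared to Bic of the same duration, the share was higher by 0.943 ± 0.163 percentage points with LP TTX/NMDA and by 0.389 ± 0.185 with SP TTX/NMDA. It was higher by 0.140 ± 0.046 with LP TTX and by 0.147 ± 0.108 with TBOA. Each of these rises was seen in 5 of 5 preparations (exact two-sided sign-flip test, p = 0.0625, the smallest that 5 preparations allow). With SP TTX the share was 0.81% ± 0.15, against 0.73% ± 0.084 after 1 h Bic. It was higher with SP TTX in preparations 6, 7 and 8 and lower in preparations 1 and 3. In the control it was 0.89% ± 0.13, so that 2 h Bic changed it by −0.187 ± 0.056 percentage points (lower in 5 of 5 preparations, exact p = 0.0625). Compared to the control, LP TTX/NMDA raised it by 0.756 ± 0.214 percentage points in 5 of 5 preparations (exact p = 0.0625), while LP TTX and TBOA changed it by −0.047 ± 0.094 and −0.040 ± 0.119 (exact p = 0.375 for each). All 7 protein-coding mitochondrial genes tested were raised by LP TTX/NMDA compared to 2 h Bic, by a median of 1.05 on the log2 scale (0.58 to 1.27). Depth and share, both as deviations from the condition means, had Spearman's rho = 0.153 (permutation p = 0.313) and Pearson's r = 0.10 (permutation p = 0.495) over 45 libraries, and r = 0.09 without the 2 libraries of most distant depth. In this family 2 relations were calculated, and the Benjamini-Hochberg adjusted p-values were 0.475 and 0.716. Depth thus leaves the pattern unexplained, while a change in the quality of the RNA was not tested. A smaller amount of nuclear-encoded mRNA per cell is a candidate explanation, which counts relative to the library total cannot separate from a rise of mitochondrial RNA.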

How the results depend on the processing

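The alternatives in this part were set before the data were examined, except 4 that were chosen only after results were seen, namely the paired fit, a filter of at least 2 reads, and DESeq2 with that filter with or without shrunken log2 fold changes. The correlation of the passive effect and spillover changed its sign, from 0.0937 to −0.03 with shrunken log2 fold changes under either filter and to −0.01 without replicate 6, and so did the total effect on Gm37642, from −3.38 to 0.11 on the log2 scale with shrunken log2 fold changes. The other correlations and the 80 effects on named genes kept their direction. Where a value moved, the cause was not tested.

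RLE size factors in place of TMM left 38 of 38 results within 1.5 times their value or moved them by less than their spread, but it changed the log2 fold changes of expressed genes in the LP total effect by at most 0.02 and is thus no strong test. The class rule with direction left 18 of 18. Spearman's correlation and the use of all “late” upregulated genes each moved 4 of 4 correlations by less than the SD between preparations.

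The replicate block over all genes with at least 1 read moved 29 of 39 results, but its counts include many false calls on simulated data. It gave 165, 1215 and 4893 changed genes after 0.5, 1 and 2 h Bic (87, 357 and 2789 without it), 508 for 1 compared to 0.5 h Bic (205) and 3636 for 2 compared to 1 h Bic (1652). In the SP it gave 322 genes for the passive (85), 3103 for the active (1379) and 4351 for the total effect (1351), and in the LP 4772 for the passive effect (1485), 2582 for TBOA compared to TTX (1381) and 1060 for TBOA compared to 2 h Bic (191). The protocols differed in 701 genes for the passive (88) and 4026 for the active effect (900). It gave 2530 upregulated (1321) and 2511 downregulated genes (1482), 174 “early” (47) and 1993 “late” upregulated genes (1113), and 99 “early” (9) and 2017 “late” downregulated genes (1339). Of the “late” upregulated genes, 760 had passive (218) and 1034 active shut-off (533), and 6 were raised by both TTX and TTX/NMDA. Of the “early” ones, 29 had passive (18) and 46 active shut-off (11). TBOA lowered 472 upregulated genes (125), of which 83.5% had active shut-off (94.4%). The share with either effect was 82.0% (69.1%) and that with shut-off 69.9% (60.6%), and Inhba ranked number 5 (7) by total shut-off.

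The paired fit moved 25 of 39 results. It gave 618 and 4479 changed genes after 1 and 2 h Bic, 3607 for 2 compared to 1 h Bic, 2548 and 4217 for the SP active and total effects, 4978 for the LP passive effect and 417 for TBOA compared to 2 h Bic. The protocols differed in 323 genes for the passive and 4165 for the active effect. It gave 2225 upregulated and 2294 downregulated genes, 83 “early” and 1748 “late” upregulated genes, and 22 “early” and 2011 “late” downregulated genes. Of the “late” upregulated genes, 768 had passive and 865 active shut-off, 212 had neither effect (337 without the block) and 4 were raised by both TTX and TTX/NMDA, and 17 “early” ones had active shut-off. TBOA lowered 238 upregulated genes, of which 89.5% had active shut-off. The share with either effect was 85.8% and that with shut-off 72.7%, and Inhba ranked number 3. The deviations of same-numbered libraries had a mean correlation of 0.43, and the block lowered the common dispersion for 2 h Bic compared to control from 0.0128 to 0.0056. Of the 7361 genes called for the LP total effect, 6673 were also called by the paired fit.

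With DESeq2's Wald test, 7 of 34 results moved. There were 2335 genes for the LP passive effect and 315 for TBOA compared to 2 h Bic, and the protocols differed in 181 genes for the passive and 1632 for the active effect. Of the 181 genes, 83.4% had a higher value in the LP, against 72.7% of 88 with edgeR. The share of TBOA shut-off genes with active shut-off was 89.6%, that of upregulated genes with either effect 74.7% and that with shut-off 68.0%. With at least 2 reads, DESeq2 gave 2347, 310, 185 and 1656 genes for these comparisons, 329 “late” genes with passive shut-off, and shares of 90.1%, 74.8% and 68.3%. With log2 fold changes shrunk by DESeq2, the correlation of spillover and the active effect was 0.63 (0.49 unshrunken) and Inhba ranked number 1, with either filter.

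With filterByExpr and no block, 35 genes were changed by SP TTX and 104 by TBOA compared to 2 h Bic, 5 were “early” downregulated, 8 “early” upregulated genes had passive shut-off and TBOA lowered 62 upregulated genes. With all 9 conditions in 1 fit, 54 genes were changed by SP TTX and 106 by TBOA, 140 “late” and 10 “early” upregulated genes had passive shut-off, TBOA lowered 65, and the share with either effect was 63.7% and that with shut-off 55.5%. With at least 2 reads in edgeR, SP TTX changed 51 genes and 10 “early” genes had passive shut-off.

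PC1 and PC2 explained 31.6% and 21.5% of the variance with log2 CPM, 43.4% and 24.1% with 1000 genes, and 63.1% and 18.2% with the preparation means removed as a replicate block (51.1% and 19.7% otherwise). The heatmap rule gave 4356 genes with a pseudocount of 0.5, 283 with 10 and 488 with filterByExpr (1388 with a pseudocount of 1).

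Leaving out each replicate in turn moved 39 of 210 values. The number of genes lay between 52 and 163 for the passive effect (85), 918 and 1828 for the active (1379) and 801 and 2068 for the total effect (1351) in the SP. In the LP it lay between 909 and 1647 for the passive effect (1485) and between 123 and 493 for TBOA compared to 2 h Bic (191). The protocols differed in 39 to 123 genes for the passive and 489 to 1128 for the active effect. There were 6 to 19 “early” downregulated genes (9), 10 to 23 “early” upregulated genes with passive shut-off (18), and 75 to 228 genes lowered by TBOA (125), of which 85.1% to 94.9% had active shut-off. The share with either effect was 64.8% to 71.6% and that with shut-off 55.5% to 61.0%. The correlation of the passive and the active effect was −0.64 to −0.59 (−0.57 with all), PC1 explained 49.0% to 56.4% and PC2 18.6% to 21.2%, and Inhba ranked between number 4 and number 6. The numbers of changed genes with 2 h Bic (2242 to 2654), with the LP active effect (6197 to 7828) and with the LP total effect (5813 to 7808) stayed within 1.5 times their values.

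Of the 80 effects on named genes, RLE size factors changed the call of none. FilterByExpr made 2 weaker, and so did DESeq2 with shrunken log2 fold changes, where the call comes from the adjusted p-value of the Wald test and not from the shrinkage. The paired fit made 3 stronger and the replicate block over all genes 6, all past the threshold only then. Among the 400 values with a replicate left out, 11 were weaker and 3 stronger. The spillover rises of Gm17066, Ccdc112 and Gm45263 lost their calls without 4, 3 and 2 of the replicates, that of 9430064I24Rik without replicate 3, and the spillover decrease of Bdnf without replicate 1.

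Fewer reads are a candidate explanation for missing calls on genes of low count. Among “late” upregulated genes of lower mean count, 39.4% had neither effect, against 21.2% of those of higher mean count. Over all genes tested, and with libraries thinned to 13467115 counts, LP TTX/NMDA compared to 2 h Bic gave 6292 genes in place of 7361.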

Differences from the paper's values

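In this part, only DESeq2 over genes with at least 2 reads, with or without shrunken log2 fold changes, and the paired fit were chosen after the values were seen. Of 169 measures compared with the paper's values, 36 differed. A count or share was taken to differ when one value was more than 1.5 times the other, and a percent change or correlation when the values differed by more than the SD between preparations or in sign. By this measure 9 of 42 counts of changed genes, 16 of 64 percent changes and 11 of 49 other measures differed. None of the 14 counts of genes tested did, but each was higher than the paper's, for example 30133 against the paper's 26724 for 0.5 h Bic compared to control and 32243 against the paper's 28791 for the LP total effect.

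After 0.5 h Bic, 0 genes were lower than in the control, with 1104 genes at an unadjusted p-value under 0.05, against the paper's 1. DESeq2's Wald test, all 9 conditions in 1 fit, and the fits without replicate 1, 3 or 7 gave 1. Of the other alternatives set before the data were examined, the block gave 18 and the fits without replicate 6 and without replicate 8 gave 3 and 4, while with RLE size factors and with filterByExpr the number stayed at 0, with 1088 and 432 genes at an unadjusted p-value under 0.05. After 1 h Bic, 60 genes were lower, against the paper's 96. DESeq2's Wald test gave 96, all 9 conditions in 1 fit gave 84 and the fit without replicate 3 gave 80, while the block, RLE size factors, filterByExpr and the other left-out replicates did not close the gap.

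SP TTX raised 5 genes compared to 1 h Bic, against the paper's 8. DESeq2 gave 8 and the fit without replicate 6 gave 10, and no other alternative set before the data were examined came within range. SP TTX/NMDA raised 280 genes compared to 1 h Bic, against the paper's 438. DESeq2 gave 438, filterByExpr 320, and the fits without replicate 3 and without replicate 8 gave 316 and 586, while the block, RLE size factors, all 9 conditions in 1 fit and the fits without replicate 1, 6 or 7 did not close the gap.

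LP TTX changed 1485 genes compared to 2 h Bic in all, against the paper's 2347. DESeq2 gave 2335, filterByExpr 1712 and the fit without replicate 1 gave 1647, while the block, RLE size factors, all 9 conditions in 1 fit and the fits without replicate 3, 6, 7 or 8 did not close the gap. It lowered 516 genes compared to 2 h Bic, against the paper's 1046. DESeq2 gave 1039 and filterByExpr 706, and the others set before the data were examined did not close the gap. TBOA raised 17 and lowered 174 genes compared to 2 h Bic, against the paper's 36 and 274. DESeq2 gave 38 and 277. The fit without replicate 7 gave 36 and 196, and for the lowered genes RLE size factors (200) and the fits without replicate 3 (205) and without replicate 8 (365) also came within range, while the block, filterByExpr, all 9 conditions in 1 fit and the fits without replicate 1 or 6 did not for either direction. In all, TBOA changed 191 genes compared to 2 h Bic, against the paper's 310. DESeq2 gave 315 and the fits without replicate 3 and without replicate 7 gave 218 and 232, and RLE size factors also came within range, while the block, filterByExpr, all 9 conditions in 1 fit and the fits without replicate 1, 6 or 8 did not close the gap. The paired fit, chosen after the values were seen, gave 417 changed and 348 lowered genes.

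In these data 25994 of the genes tested were not changed by Bic, against the paper's 14155. DESeq2's Wald test gave 15047 and filterByExpr 11945, and no other alternative set before the data were examined came within range. The paired fit, chosen after the values were seen, gave 10319. DESeq2 over genes with at least 2 reads, also chosen after the values were seen, gave 14155 genes not changed by Bic and the paper's value for each of the 42 counts of changed genes and each of the 14 counts of genes tested.

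The heatmap rule gave 1388 genes with an SD above 0.5, against the paper's 747. None of the alternatives set before the data were examined closed this gap. They gave 1361 genes with DESeq2's size factors, 4356 and 283 with other pseudocounts, 488 with filterByExpr and 1842 to 1978 with a replicate left out.

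Across “late” upregulated genes, spillover and the active effect had Pearson's r = 0.49, against the paper's 0.62. Log2 fold changes shrunk by DESeq2 gave 0.63, and the fits without replicate 3 and without replicate 7 gave 0.54 and 0.56, while RLE size factors, the block, Spearman's correlation, all “late” genes and the fits without replicate 1, 6 or 8 did not close the gap. The paired fit, chosen after the values were seen, gave 0.56, and shrunken log2 fold changes over genes with at least 2 reads, chosen likewise, gave 0.63. The passive effect and spillover had r = 0.0937, against the paper's value of about −0.04 in Fig. 2G, read by eye. Shrunken log2 fold changes gave −0.03, also over genes with at least 2 reads (chosen after the values were seen), and the fit without replicate 6 gave −0.01. The other alternatives set before the data were examined did not close the gap.

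The number of “early” and “late” genes with both shut-offs was 77, against the paper's 133. DESeq2 gave 126 and the fit without replicate 8 gave 96, and the rest set before the data were examined did not close the gap. DESeq2 over genes with at least 2 reads gave 129 and was chosen after the values were seen. Among the “late” genes alone, 72 had both shut-offs, against the paper's 124. DESeq2 gave 121 and the fit without replicate 8 gave 91, and the rest set before the data were examined did not close the gap. Passive shut-off was found for 218 “late” genes, against the paper's 329. DESeq2 gave 325, RLE size factors 240, filterByExpr 233 and the fit without replicate 8 gave 232, while the block, all 9 conditions in 1 fit, the class rule with direction and the fits without replicate 1, 3, 6 or 7 did not close the gap. Of the 218 genes, 91 had no active effect, against the paper's 149. The block gave 183, DESeq2 148, RLE size factors 101 and filterByExpr 100, but all 9 conditions in 1 fit and the fits with a replicate left out stayed outside the range. TTX raised 1 “late” gene that had no active effect, against the paper's 3, and only DESeq2, with 3, closed the gap among the alternatives set before the data were examined. Of the “early” genes, 21 had neither effect, against the paper's 13. DESeq2 gave 12, filterByExpr 18 and the fits without replicate 1, 3 and 7 gave 18, 16 and 16, while the block, RLE size factors, all 9 conditions in 1 fit and the fits without replicate 6 or 8 did not close the gap. The active effect raised 2 “early” genes without a passive effect, against the paper's 1. DESeq2 and the fits without replicate 3 and without replicate 7 gave 1, and the other alternatives set before the data were examined gave 2 or more. Of the settings chosen after the values were seen, DESeq2 over genes with at least 2 reads gave the paper's value for these 6 counts (124, 329, 149, 3, 13 and 1), and the paired fit gave 198 “late” genes with passive shut-off and no active effect.

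The alternatives for percent changes were the block, RLE size factors, filterByExpr, shrunken log2 fold changes and the fits that each left out 1 replicate, and of the settings chosen after the values were seen only the paired fit and shrinkage over genes with at least 2 reads were calculated for them. Of the percent changes with TBOA compared to 2 h Bic, Inhba changed by −52.7% (the paper's value is −43.7%) and Ankrd33b by −39.3% (the paper's −28.9%), and none of these alternatives closed the gaps, with −37.1% and −22.6% after shrinkage by DESeq2. Pim1 changed by −47.7% (the paper's −34.2%), Mir212 by −49.5% (the paper's −35.5%) and Mir132 by −53.5% (the paper's −37.1%). For these 3 genes only shrunken log2 fold changes came within range among the alternatives set before the data were examined, with −26.4%, −27.3% and −28.0%. Csrnp1 changed by −41.7% (the paper's −36.2%), and shrinkage (−31.7%) and the fit without replicate 1 (−39.6%) came within range but no other.

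With TTX compared to Bic, Mir132 changed by −47.2% (the paper's −33.3%) and Ccn1 by −64.8% (the paper's −45.7%), and none of these alternatives closed the gaps, with −25.6% and −34.8% after shrinkage. Mir212 changed by −49.6% (the paper's −37.1%), within range with shrinkage (−29.5%) and without replicate 7 (−45.1%). Sstr1 changed by −34.7% (the paper's −22.8%), within range with shrinkage alone (−16.9%). Shisa2 changed by −34.0% (the paper's −28.1%), within range with shrinkage (−23.7%) and without replicate 3 (−32.6%) or 7 (−32.8%). Btg2 changed by −37.4% (the paper's −29.7%), within range with shrinkage (−24.5%) and without replicate 6 (−36.0%) or 8 (−34.6%). The other alternatives set before the data were examined left these 4 values outside the range.

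With TTX/NMDA compared to Bic, Sp7 changed by −81.9% (the paper's −68.8%), within range with shrinkage (−58.8%) and without replicate 8 (−77.6%), and Ccn1 by −70.9% (the paper's −63.3%), within range with shrinkage (−56.7%) and without replicate 1 (−69.5%) or 6 (−68.7%). Compared to TTX, Sp7 changed by −79.1% (the paper's −66.4%), which none of these alternatives closed (−56.7% after shrinkage). Stil changed by −72.7% (the paper's −69.7%), within range with filterByExpr (−72.2%) and without replicate 1 (−71.7%), but not with shrinkage (−66.9%). The paired fit, chosen after the values were seen, gave −72.1% for Stil. The remaining alternatives set before the data were examined left these values outside the range. Shrinkage over genes with at least 2 reads, chosen after the values were seen, came within range for the same percent changes as shrinkage over all genes.

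The paper lists Npas4 among the passive shut-off targets that NMDA boosted, and here its rise of 0.24 on the log2 scale over TTX had an adjusted p of 0.081 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called with the replicate block, without replicate 1, and in the paired fit, which was chosen after the values were seen. The paper names Inhba as the gene whose induction excitotoxicity reduced most, and here it ranked number 7 of 673 by total decrease. Shrunken log2 fold changes ranked it number 1, the block number 5 and the fits that each left out 1 replicate number 4 to number 6. Of the settings chosen after the values were seen, shrinkage over genes with at least 2 reads ranked it number 1 and the paired fit number 3.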

Other observations

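The tests of explanations in this part were chosen before their results were seen, and only the paired fit was chosen afterwards. The genes raised by TTX/NMDA without a change by Bic were noticed in these data and tested on the same data.

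Each count of changed genes was compared with those from other splits of the libraries, in which the 2 conditions were exchanged in 1 or more preparations, so that same-numbered libraries stayed apart. There are 16 such splits, and in each of the 14 comparisons 1 of the 16, the real one, gave as many genes. The share cannot lie below 0.0625 with 5 preparations, so this test could not have set any comparison apart from a chance split, whatever the data. For 6 comparisons the number called was 0 in each of the other splits. These were 2 h Bic compared to control (2789 in the real split, with 5643 genes at an unadjusted p-value under 0.05 against at most 2824 in another split), the SP active effect (1379, with 4535 against at most 2446), the LP passive effect (1485, with 4835 against at most 3383), the LP active effect (7668, with 10642 against at most 4504), the LP total effect (7361, with 10234 against at most 5164) and TBOA compared to 2 h Bic (191, with 2513 against at most 1874). For the other 8 comparisons, the largest count of another split was 52 for 0.5 h Bic compared to control (87), 1 for 1 h Bic compared to control (357), 104 for 1 compared to 0.5 h Bic (205) and 40 for 2 compared to 1 h Bic (1652). It was 35 for SP TTX compared to 1 h Bic (85), 77 for SP TTX/NMDA compared to 1 h Bic (1351), 18 for TBOA compared to TTX (1381) and 1705 for TBOA compared to TTX/NMDA (5423). At an unadjusted p-value under 0.05, another split gave more genes than the real one for 0.5 h Bic compared to control (1745 against 1104) and for SP TTX compared to 1 h Bic (1302 against 1191).

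The correlations between effects share libraries, which can by itself create a correlation. With the passive effect taken from some preparations and the active effect from the others, the mean r across 610 genes over 20 such combinations was −0.526, against −0.579 with the same preparations. For the total and the active effect it was 0.719 against 0.783, and for spillover and the total effect 0.486 against 0.619. Shared libraries alone thus leave these correlations unexplained. Genes are not independent replicates, and no biological explanation was tested.

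“Late” upregulated genes are selected for high values with 2 h Bic, so a lower value with TTX or TBOA can arise from the selection. In preparations not used for selection, the median log2 fold change was −0.101 with TTX (−0.129 in the preparations used) and −0.164 with TBOA (−0.183), while the medians of the expressed genes were 0.0064 and −0.0089. Selection alone thus leaves both decreases unexplained.

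Of the “late” upregulated genes, 337 had neither effect. The share was 39.4% among genes of lower and 21.2% among genes of higher mean count (two-sided Fisher's exact test across genes, p = 3.6e-11). Fewer reads are therefore a candidate explanation for a part of these genes. Their median log2 induction by 2 h Bic was 0.67, against 0.69 for the other genes. Across the “late” upregulated genes, the active effect had Spearman's rho = −0.251 with exon length (1113 genes) and 0.0767 with the GC content of the longest transcript (1112 genes), across genes that are not independent replicates. Both lie below the absolute value of 0.3 that had been set for a bias.

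TTX/NMDA raised many genes that Bic did not change. A larger share of RNA from other cells was tested as an explanation. Of 16 astrocyte marker genes, 15 were expressed, 12 were raised and 1 was lowered by LP TTX/NMDA compared to 2 h Bic, and their median log2 fold change of 0.72 lay at percentile 100 of 10000 random lists matched on mean expression. Of 12 marker genes of fibroblasts and vascular cells, 10 were expressed and 6 raised, with a median of 0.61, also at percentile 100. Of the 16 neuronal marker genes, 10 were lowered and 1 was raised, the direction that a higher share of non-neuronal RNA predicts. Their median of −0.23 lay at percentile 85.8 of the matched lists, whose median was −0.34, so they fell no more than genes of similar expression. The matched lists can hold neuronal genes too, so this percentile cannot decide the question. The markers therefore leave open whether that share was higher in the TTX/NMDA libraries or expression changed within those cells. A difference in depth was tested for the same comparison. With libraries thinned to 13467115 counts, 6292 genes were called in place of 7361, and 5948 of them were the same genes.

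Libraries of a preparation deviate together, and no relation of this to depth was detected. Depth and the PC2 score, both as deviations from the condition means, had Spearman's rho = 0.109 (permutation p = 0.475) and Pearson's r = 0.06 (permutation p = 0.716) over 45 libraries, r = 0.06 without the 2 libraries of most distant depth, and Benjamini-Hochberg adjusted p-values of 0.475 and 0.716 over 2 relations. No biological explanation was tested.

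Several of the largest rises with TTX/NMDA compared to 2 h Bic were in gene models of few counts. Gm47088 lies inside Homer1 on the same strand (chromosome 13, 93317427 to 93319065, GRCm38) and had 40.9 ± 11.2 normalized counts with LP TTX/NMDA and at most 1.56 in any 2 h Bic library (SD, n = 5), while Homer1 itself fell by 1.65 on the log2 scale. Gm42772 inside Kcnip4 had 32.0 ± 12.4 normalized counts against at most 3.11, and Gm37814 inside Frmd4a 27.7 ± 5.34 against at most 2.30. Gm36963, which lies in no gene on the same strand, rose from 2.75 ± 2.34 to 48.5 ± 16.0 normalized counts. Each rise was seen in 5 of 5 preparations.

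With TBOA compared to 2 h Bic, the largest falls among the genes named by rule, apart from Mir132, Inhba and Mir212, were those of Hes5, from 93.9 ± 29.4 to 33.0 ± 15.7 normalized counts (SD, n = 5), and of Lncppara, from 74.4 ± 14.5 to 37.7 ± 6.88. Lncppara overlaps 2 other genes, so its counts are uncertain. The largest rises among the genes named by rule were those of Cd14, from 18.0 ± 5.35 to 40.8 ± 7.08 normalized counts, Gm45263, from 18.6 ± 5.32 to 34.6 ± 7.81, 9430064I24Rik, from 33.6 ± 4.21 to 60.7 ± 9.33, and Gm17066, from 58.0 ± 9.75 to 87.8 ± 10.3, followed by Ccdc112 (log2 fold change 0.45, standard error 0.10, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the paired fit their adjusted p-values were 0.0043, 0.028, 0.012, 0.045 and 0.0077 (edgeR), where same-numbered libraries had a mean correlation of 0.35. Gm17066 overlaps 1 other gene, so its counts are uncertain too. The rises of Gm17066, Gm45263, Ccdc112 and Cd14 were not significant under 5, 4, 3 and 2 of the settings, and that of 9430064I24Rik not without replicate 3. For Cd14 these were the DESeq2 settings with shrunken log2 fold changes under either filter, whose calls come from the Wald test and not from the shrinkage. Hes5, Lncppara, Cd14 and 9430064I24Rik were not significantly changed by Bic.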
